# Transcriptional signatures of Itk-deficient CD3^+^, CD4^+ ^and CD8^+ ^T-cells

**DOI:** 10.1186/1471-2164-10-233

**Published:** 2009-05-18

**Authors:** K Emelie M Blomberg, Nicole Boucheron, Jessica M Lindvall, Liang Yu, Julia Raberger, Anna Berglöf, Wilfried Ellmeier, CI Edvard Smith

## Abstract

**Background:**

The Tec-family kinase Itk plays an important role during T-cell activation and function, and controls also conventional versus innate-like T-cell development. We have characterized the transcriptome of Itk-deficient CD3^+ ^T-cells, including CD4^+ ^and CD8^+ ^subsets, using Affymetrix microarrays.

**Results:**

The largest difference between Itk^-/- ^and Wt CD3^+ ^T-cells was found in unstimulated cells, e.g. for killer cell lectin-like receptors. Compared to anti-CD3-stimulation, anti-CD3/CD28 significantly decreased the number of transcripts suggesting that the CD28 co-stimulatory pathway is mainly independent of Itk. The signatures of CD4^+ ^and CD8^+ ^T-cell subsets identified a greater differential expression than in total CD3^+ ^cells. Cyclosporin A (CsA)-treatment had a stronger effect on transcriptional regulation than Itk-deficiency, suggesting that only a fraction of TCR-mediated calcineurin/NFAT-activation is dependent on Itk. Bioinformatic analysis of NFAT-sites of the group of transcripts similarly regulated by Itk-deficiency and CsA-treatment, followed by chromatin-immunoprecipitation, revealed NFATc1-binding to the *Bub1*, *IL7R, Ctla2a*, *Ctla2b*, and *Schlafen1 *genes. Finally, to identify transcripts that are regulated by Tec-family kinases in general, we compared the expression profile of Itk-deficient T-cells with that of Btk-deficient B-cells and a common set of transcripts was found.

**Conclusion:**

Taken together, our study provides a general overview about the global transcriptional changes in the absence of Itk.

## Background

The Tec family of non-receptor protein-tyrosine kinases consists of five members (Bmx, Btk, Itk, Rlk/Txk and Tec); T-cells express Itk, Rlk and Tec, and T-cell receptor (TCR) stimulation leads to the activation of Tec family kinases [1,2]. A large number of biochemical studies and the generation of mice that are single- or double-deficient for Itk, Tec or Rlk have identified important roles, in particular for Itk, during T-cell development and activation, and in Th2 effector differentiation. Itk^-/- ^mice show impaired positive selection of CD4^+ ^T-cells and it was suggested that Itk modulates signaling thresholds during T-cell development [3-5]. TCR signaling in naïve T-cells, and therefore activation and proliferation, is impaired in the absence of Itk, and *Itk*^-/- ^T-cells show defective Th2 polarization [6]. Further, Itk regulates the actin cytoskeleton and is therefore necessary for proper synapse formation and for efficient T-cell activation [7,8]. More recent data indicate that Itk is involved in signaling pathways that regulate conventional versus innate-like T-cell development. The majority of CD8^+ ^T-cells from Itk^-/- ^as well as from Itk^-/-^Rlk^-/- ^mice show a more "innate-like" T-cell phenotype, sharing characteristics with conventional memory T-cells, i.e. CD44^hi^, CD62L^- ^and CD122^hi ^[9-11]. These cells depend on IL-15, express TCRs specific for non-classical MHC class Ib molecules, and exhibit direct effector functions such as rapid IFNγ production upon PMA/ionomycin stimulation [9-12]. A significant fraction of innate-like CD44^hi^CD62L^- ^T-cells has also been described for the CD4^+ ^T-cell lineage in Itk^-/- ^mice [13].

Biochemically, the defects in T-cell activation were linked to an impaired phospholipase C-γ (PLCγ) phosphorylation and activation [5]. PLCγ hydrolyzes phosphatidylinositol-4,5-biphosphate to produce inositol-1,4,5-triphosphate (IP_3_) and diacylglycerol (DAG). IP_3 _induces the release of intracellular calcium (Ca^2+^) thereby activating the serine/threonine phosphatase calcineurin. Itk activation results in high levels of IP_3_, which is required for Ca^2+ ^entry via store-operated channels leading to increased Ca^2+ ^in cells stimulated via the TCR [5]. Both Ca^2+ ^and calmodulin will bind and activate calcineurin, which in turn dephosphorylates serines in the regulatory domain of cytosolic NFAT. This induces a conformational change in NFAT exposing nuclear localization signals allowing its transport into the nucleus [14]. In Itk-deficient T-cells the Ca^2+^-levels are reduced resulting in impaired NFAT translocation [6]. Mice deficient in NFAT family members share phenotypes with Tec kinase family-deficient mice, as described by Lucas *et al*. [15]. The NFAT family was first described as binding to and controlling the interleukin 2 (IL-2) promoter and other lymphokine promoters in T-cells [14]. The family consists of five members; NFATc1–4 and NFAT5 [16,17]. Efficient inhibitors for the activation of NFAT proteins have been developed. Two of these, Cyclosporin A (CsA) and FK506, indirectly inhibit NFAT by blocking the enzymatic activity of calcineurin.

In order to further decipher the role of Itk we have investigated changes in gene expression of CD3^+ ^as well as CD4^+ ^and CD8^+ ^T-lymphocytes in normal and Itk-defective mice. The aim of the study was to (1) define the transcriptome in unstimulated cells, (2) elucidate the influence of anti-CD3 and anti-CD3/CD28-stimulation and (3) to dissect which part of the observed alterations in Itk-deficiency is dependent on the calcineurin/NFAT pathway.

## Methods

### Mice and generation of T-cells

CD3^+ ^as well as CD4^+ ^and CD8^+ ^T-cells from pooled suspensions of spleen and lymph nodes of Wt and Itk^-/- ^mice on C57BL/6 background were isolated by negative depletion; antibodies used are listed in Additional file 1. The cell suspensions were incubated with the antibodies in PBS supplemented with 2% FCS. Streptavidin beads (BD Pharmingen) were used for negative depletion according to manufacturer's instructions. The purity of the cells was assessed by flow cytometry and was routinely >90% CD3^+^, >96% CD4^+ ^and >90% CD8^+ ^T-cells. All animal experiments were approved by the Federal Ministry for Science and Research.

### T-cell stimulations and Cyclosporin A treatment

Unstimulated as well as stimulated T-cells were studied. Stimulations were performed in 48-well plates, coated with anti-CD3 (1 μg/ml) with or without anti-CD28 (3 μg/ml) in the presence or absence of CsA (1 μg/ml) for 24 hrs. For each stimulus, at least duplicate samples were used in all but one experiment. For the CD4^+ ^T-cells we collected triplicates from the Itk^-/- ^mice and duplicates from the Wt group. For the CD8^+ ^T-cells, we got duplicates from Itk^-/-^, while we obtained a single sample from Wt owing to the low cell yield for resting Wt CD8^+ ^T-cells. After anti-CD3-stimulation we got a single sample from the CD8^+ ^subset of both Wt and Itk^-/-^, while for the CD4^+ ^subsets we collected duplicates. To control if the number of differentially expressed probe-sets was truthful in the CD8^+ ^subset, and not due to the lack of replicates, we analyzed the CD4^+ ^in the same way as the CD8^+ ^T-cells. The results were consistent and we found the same number of differentially expressed transcripts when single CD4^+ ^samples were studied separately.

### RNA isolation and microarray processing

RNA isolations were done according to RNeasy Mini protocol (Qiagen, Valencia, CA, USA) and microarray processing as previously described [18]. The Affymetrix MOE430 2.0 chips were used. In total 37 arrays were analyzed. The microarray data are accessible through the Gene Expression Omnibus (GEO; GSE12466) [19,20].

### Data and statistical analysis

The processing and primary data analysis was performed in DNA-Chip Analyzer (dChip) [21]. In short, the invariant set normalization method was used [22]. Thereafter, model-based expression values were calculated according to the perfect match (PM)-only model. The criterion for fold-change analysis was set to ≥ 2-fold between groups. Signal values were then used in further statistical analysis steps such as paired and unpaired Student t-test in Excel. Some comparisons were performed using the chi square (χ^2^) test. Immunoglobulin and histocompatibility transcripts were excluded from the tables, since changes in their expression may be secondary to events unrelated to Itk-deficiency. Also the Xist and Tsix transcripts, X-chromosome encoded and unique to females, as well as Y-specific mRNAs were removed owing to that we used mixed sexes of mice in the experiments. One probe set that corresponded to Itk (1456836_at) was found to also be complementary to an EST gene (recognized at Ensembl) [23] and was therefore only included in the Additional material. We manually annotated a group of genes on the basis of prior knowledge about their role in the immune system. The 900 probe-sets list of differentially expressed transcripts between unstimulated Itk^-/- ^and Wt T-cells was used for this purpose. The classification resulted in 14 subgroups.

### Validation of differentially expressed genes using quantitative RT-PCR

Total RNA (100 ng) was reversed-transcribed into cDNA with AMV reverse transcriptase using random hexamer primers (Roche Applied Science, IN, USA). TaqMan Gene Expression Assays from Applied Biosystems were used to confirm the microarray data and it was done as previously described [24]. The validated genes were *Klrg1 *(Mm00516879_m1), *Klra3 *(Mm01702813_m1) and *Klra7 *(Mm01183384_m1). 18S rRNA was used as endogenous control.

### Chromatin-immunoprecipitation for detection of NFATc1-binding

Whole splenic and thymic cells were used for chromatin-immunoprecipitation (ChIP) assay. The cells were lysed by ammoniumchloride solution to remove erythrocytes, counted and divided into three groups each. One group was untreated, while the other two were treated with anti-CD3ε(1 μg/ml) with or without pre-treatment of CsA (1 μg/ml) for 1 hour. The stimulated cells were incubated for 24 hrs in 37°C with 5% CO_2_. The protocol for ChIP was described by Yu *et al*. [25] with the following modifications. After sonication and centrifugation, lysates were incubated with 1 μg of polyclonal anti-NFATc1 (K-18) antibody (sc-1149-R, Santa Cruz Biotechnology, Inc.) or rabbit normal Ig overnight at 4°C with rotation. Identification of targets was done by PCR using primers for the genes corresponding to *IL2, IL7R, Schlafen1, Bub1, Ctla2a and Ctla2b *(Additional file 2).

## Results

### Transcriptional changes in the absence of Itk in unstimulated CD3^+ ^T-cells

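Expression in CD3+ T-cells was measured on 23 Affymetrix MOE430 2.0 arrays, of which 3 hold unstimulated Wt and 2 hold unstimulated Itk-/- T-cells. The cells came from pooled spleen and lymph node suspensions of mice on a C57BL/6 background, and cells that bound antibodies against CD11b, CD11c, B220, Ly-6G, Ter119 and NK1.1 were removed. The authors normalized the arrays with dChip's invariant set method and computed signals from the perfect match probes only, so the values are linear signals, from 1 to 31012.1, with medians per array of 139 to 173. Fold changes are ratios of mean signals, as in the paper's criterion of at least 2-fold, and tests are limma's on log2 signals over 45037 probe-sets, with the spread estimated over all 23 arrays and p-values adjusted by the Benjamini-Hochberg method. The targeted gene was read first, from the probe-set the paper lists for Itk. Its signal was 93.1, 129.7 and 194 in Wt replicates 1 to 3 and 42.0 and 51.7 in the Itk-/- replicates, 2.97-fold lower (log2 fold change -1.51, standard error 0.27, adjusted p = 0.00822). Without Itk-/- replicate 1 the call was lost (adjusted p = 0.223). Mice of both sexes were used. Xist, which marks female cells, was 43.6-fold lower and Eif2s3y, on the Y chromosome, 129-fold higher in the Itk-/- samples, so the sex of the animals goes with genotype here. The paper's text does not name the mice behind each array, so the p-values measure the spread between these samples, and the number of arrays limits the precision.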

In order to survey Itk-dependent transcriptional signatures we initially conducted microarray analysis on MACS-sorted CD3^+ ^primary, unstimulated T-cells from Itk^-/- ^and Wt mice. 

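In unstimulated T-cells the genes furthest above Wt in Itk-/- samples, apart from the killer receptors, included Bpifa2 and Smr3a, which encode salivary proteins, at 5.10-fold (adjusted p = 0.0395) and 4.89-fold (adjusted p = 0.0127). Among the lowest against Wt were Dapl1, a gene of naive T-cells, at 3.93-fold lower (log2 fold change -1.93, standard error 0.36, adjusted p = 0.011), the ion channel gene Trpm1 at 3.74-fold lower (adjusted p = 0.00183) and Ampd1, an AMP deaminase, at 2.82-fold lower (adjusted p = 0.00307). Without Itk-/- replicate 1 or 2, the adjusted p of Bpifa2 was 0.328 or 0.356, that of Smr3a 0.158 or 0.125 and that of Dapl1 0.244 or 0.0627. Bpifa2 was also lost without Wt replicate 2 (adjusted p = 0.0719), and Ampd1 without Itk-/- replicate 1 (adjusted p = 0.094). Between the 2 Itk-/- and 3 Wt arrays 957 probe-sets differed at least 2-fold (2.12% of those tested), 55.9% higher and 44.1% lower, and 929 once immunoglobulin, histocompatibility and sex-linked transcripts were left out. Of the full count, 32.4% had p under 0.05 in the methods' t-test and 30.3% an adjusted p under 0.05 in limma. With geometric in place of arithmetic means 76.9% of 947 probe-sets were higher, and with 32 added to every signal 71.9% of 502. The count was 1630 without Wt replicate 2 and 2082 without Wt replicate 3, and unchanged groups simulated at these sizes gave 694 on average over 20 draws. Limma pools the spread over all groups, which may be too small for genes that vary among unstimulated arrays. The 3 Wt arrays here correlated with each other at 0.918 to 0.961. A limma fit over the unstimulated arrays alone called 11 probe-sets. In limma 357 probe-sets passed, 313 higher and 44 lower, with 221 without Wt replicate 2, 76 without Itk-/- replicate 1 and 196 without Itk-/- replicate 2.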

The number of probe-sets changing ≥ 2-fold in Itk^-/- ^compared to Wt samples was 900 (2% of the total number of probe-sets on the MOE 430 2.0 chips), which is equivalent to 56% up- and 44% down-regulated probe-sets (33% with p < 0.05). From the 900-list we show the 60 most significantly up- and down-regulated transcripts in Itk-deficiency (Table 1). Most up-regulated were the killer cell lectin-like receptors Klra3 and Klra8, followed by granzyme M. Oligoadenylate synthetase-like 2 (Oasl2) was the most down-regulated transcript, next was actinin alpha 2 (Actn2). Furthermore, from the 900 probe-sets we have manually extracted 106 immune response-related genes and divided them into 14 different subgroups (Table 2). 

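Klra8, which encodes the activating receptor Ly49H, had a mean signal of 2055 ± 110.1 (SD, n = 2) in unstimulated Itk-/- and 57.8 ± 7.58 (SD, n = 3) in Wt T-cells, 35.6-fold higher (log2 fold change 5.16, standard error 0.28, adjusted p = 1.81e-09). Klra3, for Ly49C, stood at 4393 ± 357 against 443 ± 55.0 in the same arrays, 9.92-fold higher (log2 fold change 3.32, adjusted p = 2.15e-08). Granzyme M, a serine protease of cytotoxic lymphocytes, was 6.40-fold higher, at 1940.2 ± 572 against 303 ± 82.9 (adjusted p = 1.08e-05). Oasl2, an interferon-induced gene of the oligoadenylate synthetase family, was 7.94-fold lower, at 103 ± 44.0 against 816 ± 147 (log2 fold change -3.04, standard error 0.40, adjusted p = 6.69e-04). Actn2, an actin-crosslinking protein, was 3.98-fold lower, at 158 ± 39.4 against 629 ± 126 (adjusted p = 1.42e-04). For each of these 5 genes every Itk-/- array lay on 1 side of every Wt array. The test is limma's over all probe-sets.

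**Figure D1:**
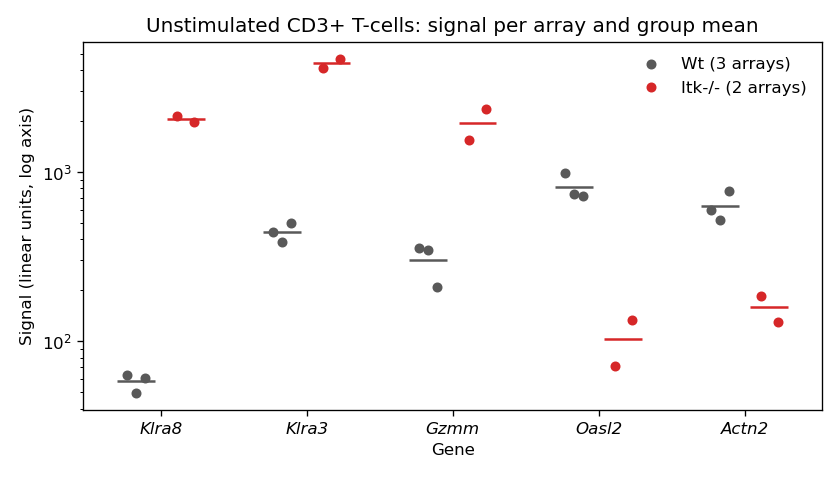
Signal of Klra8, Klra3, Gzmm, Oasl2 and Actn2 in each unstimulated CD3+ T-cell array, on a log axis, with Wt (3 arrays) and Itk-/- (2 arrays) side by side. Points are single arrays and horizontal bars are group means. The Itk-/- points of Klra8 lie at 1977 and 2132 and the Wt points from 49.2 to 63.4.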

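Of 26 macrophage genes measured, a list fixed for cell types the sort could leave behind, 17 were higher in unstimulated Itk-/- than Wt T-cells, none was lower and 9 did not pass the test (23 higher when adjusted over the list alone). Of the list, 9 stand in Table 7, which the paper drew from these arrays. Of the 17 measured that Table 7 does not name, 11 were called higher. Counts and tests of the list are thus not wholly independent evidence of direction. C1qb and C1qc, chains of complement C1q, were 6.60-fold and 5.46-fold higher, and Spic, the transcription factor of red pulp macrophages, 8.51-fold higher (log2 fold change 2.94, standard error 0.56, adjusted p = 0.0143). Hmox1, the haem-degrading oxygenase, was 3.29-fold higher (adjusted p = 2.86e-05), and the iron exporter Slc40a1 4.20-fold higher. Adamdec1 and Treml4, both known from myeloid cells, were 7.16-fold and 6.17-fold higher. The macrophage list moved as a set (median log2 fold change 1.94, camera adjusted p = 1.90e-42, adjusted p = 0.00614 with an estimated correlation). Beside it, 5 of 14 NK cell genes were higher (Klra8, Gzmm, Klre1, Fcer1g and Tyrobp, 10 when adjusted over the list alone, adjusted p = 3.08e-04 with an estimated correlation), 4 of 13 platelet genes (Tubb1, Plek, Clec1b and Ppbp, 8 adjusted over the list alone, adjusted p = 0.017 with an estimated correlation) and 3 of 19 B cell genes (Cd22, Ly86 and Cd74, 14 adjusted over the list alone, adjusted p = 0.017 with an estimated correlation). Of eosinophil and basophil genes Ms4a2 and Ccr3 rose (4 adjusted over the list alone, adjusted p = 0.00614 with an estimated correlation), of erythroid genes Tmcc2 (4 adjusted over the list alone, adjusted p = 0.00856 with an estimated correlation) and of neutrophil genes S100a9 (8 adjusted over the list alone, adjusted p = 0.0466 with an estimated correlation), while none of 10 plasma cell genes passed, though the list moved as a set (1 adjusted over the list alone, adjusted p = 0.0177 with an estimated correlation). Smr3a, Bpifa2 and Amy1 rose among 15 salivary gland genes, a list that did not pass as a set (5 adjusted over the list alone, adjusted p = 0.0778 with an estimated correlation). Members named here, such as Fcer1g, Tubb1, Plek, Clec1b, Tmcc2, Smr3a and Amy1, stand in Table 1, drawn from these arrays. The counts of these lists are thus not wholly independent evidence of direction either. Without Itk-/- replicate 1 the adjusted p of C1qb, C1qc and Spic was 0.691, 0.54 and 0.531, and these calls were also lost without Wt replicate 2 (0.12, 0.0747 and 0.0672) or 3 (0.11, 0.0522 and 0.0502). Adamdec1 was lost without Itk-/- replicate 1 (adjusted p = 0.482) or Wt replicate 2 (adjusted p = 0.053), Slc40a1 without Itk-/- replicate 1, Wt replicate 2 or Wt replicate 3 (adjusted p = 0.506, 0.0614 and 0.0508), and Treml4 without Itk-/- replicate 1 (adjusted p = 0.296).

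**Figure D2:**
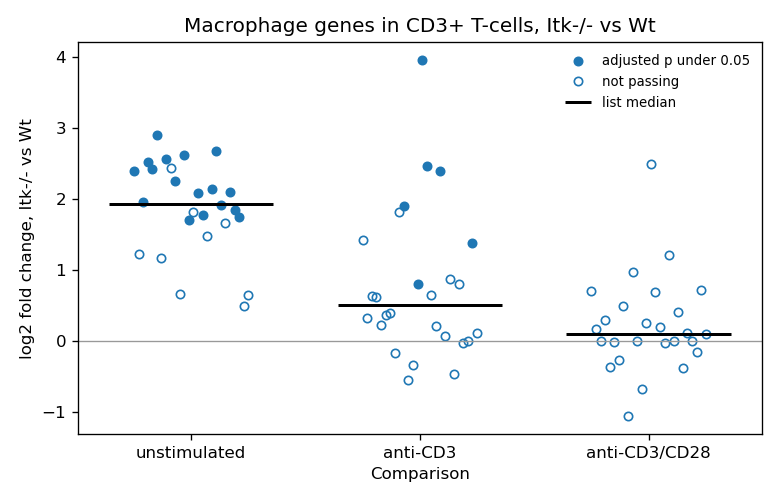
Limma log2 fold change of each measured gene of the macrophage list in Itk-/- against Wt CD3+ T-cells, unstimulated, with anti-CD3 and with anti-CD3/CD28. Filled points passed an adjusted p of 0.05, open points did not, and horizontal bars are list medians. The medians are 1.94, 0.51 and 0.10.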

Of the 106 genes 10% were Klrs and 8.5% encoded transcription factors (Table 3). 

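Klra7, the receptor Ly49G, was 4.13-fold higher in unstimulated Itk-/- T-cells (log2 fold change 2.15, standard error 0.45, adjusted p = 0.0263), Klra5, or Ly49E, 4.22-fold (adjusted p = 0.0192) and Klre1, or NKG2I, 2.60-fold (adjusted p = 0.00642). Of the 11 killer receptors in Table 3, 10 were at least 2-fold higher and 1, Klra16, lower, and 5 passed limma's test: Klra3, Klra5, Klra7, Klra8 and Klre1. Klrc1, which encodes NKG2A, stood 2.12-fold higher without passing (adjusted p = 0.14), as did Klrb1b (3.17-fold, adjusted p = 0.312) and Klra19 (2.72-fold, adjusted p = 0.0546, but 0.026 without Wt replicate 2). Table 3 was drawn from these arrays, so its counts are not independent evidence of direction. The Klra3 value rests on the paper's assignment, as the annotation used here gives no probe-set to Klra3 alone. Whether probe-sets of this subfamily also read transcripts of its other members was not tested, so the 5 calls may not be separate. Among the 9 transcription factors of Table 3, Eomes, a T-box factor of memory and cytotoxic T-cells, was 3.06-fold higher (adjusted p = 0.00657), Zbtb16, the regulator PLZF of innate-like T-cells, 5.45-fold (adjusted p = 0.00202) and Elf3 3.03-fold (adjusted p = 0.0196). The other 6 did not pass, Id2 at 2.03-fold higher (adjusted p = 0.277), Ikzf1 at 2.25-fold lower (adjusted p = 0.761), and Pbx3, Tcf7l2 and Spib at 2.04-fold, 2.47-fold and 2.36-fold higher, and Ebf1 at 2.19-fold lower on 1 probe-set and 2.30-fold and 1.26-fold higher on others. Without Itk-/- replicate 1 or 2 the adjusted p was 0.277 or 0.231 for Klra7, 0.282 or 0.14 for Klra5, 0.125 or 0.055 for Klre1 and 0.0695 or 0.0972 for Eomes. Leaving out Wt arrays ended the calls of Klra7 (replicate 1, adjusted p = 0.084), Klra5 (replicate 2, adjusted p = 0.066) and Elf3 (replicate 2, adjusted p = 0.0861, and replicate 3, adjusted p = 0.0723), and Elf3 was also lost without Itk-/- replicate 2 (adjusted p = 0.468).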

Additional file 3 shows the individual genes in each category.

**Table 1:** The 60 most up- and down-regulated transcripts in Itk-deficiency (unstimulated cells)

**Probe set**	**Gene Symbol, Gene Title**	**Itk^-/- ^vs Wt**	**t-test**
1453196_a_at	Oasl2, 2'-5' oligoadenylate synthetase-like 2	-7.91	0.008
1448327_at	Actn2, actinin alpha 2	-3.97	0.016
1437445_at	Trpm1, transient receptor potential cation channel, subfamily M, member 1	-3.72	0.051
1445450_x_at	A530021J07Rik	-3.71	0.012
1421234_at	Hnf1a, HNF1 homeobox A	-3.45	0.044
1448485_at	Ggt1, gamma-glutamyltransferase 1	-3.39	0.005
1445194_at	Cnksr2, connector enhancer of kinase suppressor of Ras 2	-3.31	0.034
1418545_at	Wasf1, WASP family 1	-3.01	0.016
1451548_at	Upp2, uridine phosphorylase 2	-2.91	0.049
1434722_at	Ampd1, adenosine monophosphate deaminase 1	-2.85	0.004
1436836_x_at	Cnn3, calponin 3, acidic	-2.79	0.005
1429274_at	2310010M24Rik	-2.46	0.001
1455442_at	Slc6a19, solute carrier family 6 member 19	-2.34	0.005
1432383_a_at	Armc9, armadillo repeat containing 9	-2.29	0.020
1417928_at	Pdlim4, PDZ and LIM domain 4	-2.28	0.055
1444801_at	2900041M22Rik	-2.27	0.029
1443570_at	Cops3, COP9 (constitutive photomorphogenic) homolog, subunit 3	-2.25	0.005
1421895_at	Eif2s3x, eukaryotic translation initiation factor 2, subunit 3	-2.25	0.013
1418055_at	Neurod4, neurogenic differentiation 4	-2.23	0.020
1453009_at	*Gene name not assigned for this probe set*	-2.22	0.014
1429350_at	Eid3, EP300 interacting inhibitor of differentiation 3	-2.21	0.039
1420877_at	Sept6, septin 6	-2.17	0.001
1438825_at	Calm3, Calmodulin 3	-2.16	0.022
1434915_s_at	Lrrc19, leucine rich repeat containing 19	-2.12	0.041
1436103_at	Rab3ip, RAB3A interacting protein	-2.12	0.006
1456751_x_at	A530021J07Rik	-2.12	0.000
1439254_at	*Gene name not assigned for this probe set*	-2.11	0.037
1418003_at	1190002H23Rik	-2.11	0.037
1449634_a_at	Anks1b, ankyrin repeat and sterile alpha motif domain containing 1B	-2.09	0.047
1418990_at	Ms4a4d, membrane-spanning 4-domains, subfamily A, member 4D	-2.09	0.031
1421182_at	Clec1b, C-type lectin domain family 1, member b	3.7	0.038
1424842_a_at	Arhgap24, Rho GTPase activating protein 24	3.74	0.014
1418340_at	Fcer1g, Fc receptor, IgE, high affinity I, gamma polypeptide	3.76	0.016
1444214_at	Tubb1, tubulin, beta 1	3.79	0.044
1452666_a_at	Tmcc2, transmembrane and coiled-coil domains 2	3.88	0.033
1457001_at	Cenpk, centromere protein K	3.9	0.004
1449340_at	Sostdc1, sclerostin domain containing 1	3.91	0.014
1434115_at	Cdh13, cadherin 13	3.95	0.054
1434955_at	March1, membrane-associated ring finger (C3HC4) 1	4.04	0.000
1439397_at	Fmn1, formin 1	4.06	0.026
1448749_at	Plek, pleckstrin	4.13	0.010
1426171_x_at	Klra7, killer cell lectin-like receptor, subfamily A, member 7	4.14	0.003
1436778_at	Cybb, cytochrome b-245, beta polypeptide	4.15	0.012
1448025_at	Sirpb1, signal-regulatory protein beta 1	4.2	0.046
1420789_at	Klra5, killer cell lectin-like receptor, subfamily A, member 5	4.22	0.018
1441887_x_at	EG622976	4.26	0.017
1438553_x_at	*Gene name not assigned for this probe set*	4.28	0.011
1417765_a_at	Amy1, amylase 1, salivary	4.29	0.016
1451263_a_at	Fabp4, fatty acid binding protein 4	4.32	0.020
1427866_x_at	*Gene name not assigned for this probe set*	4.43	0.037
1454200_at	Zeb2, zinc finger E-box binding homeobox 2	4.57	0.022
1420492_s_at	Smr3a, submaxillary gland androgen regulated protein 3A	4.79	0.006
1427503_at	AI324046	4.85	0.024
1437463_x_at	Tgfbi, transforming growth factor, beta induced	5.04	0.005
1419348_at	Psp, parotid secretory protein	5.11	0.019
1419874_x_at	Zbtb16, zinc finger and BTB domain containing 16	5.46	0.005
1442025_a_at	*Gene name not assigned for this probe set*	5.48	0.002
1449501_a_at	Gzmm, granzyme M	6.39	0.013
1425436_x_at	Klra3, killer cell lectin-like receptor, subfamily A, member 3	9.92	0.000
1425417_x_at	Klra8, killer cell lectin-like receptor, subfamily A, member 8	35.69	0.000

The down-regulated transcripts are shown with "-"

**Table 2:** Groups of genes expressed in the immune response group

**Immune response groups**	**Number of genes involved**	**Immune response groups**	**Number of genes involved**
Chemokine receptors	5	Interleukins	4
Chemokines	8	Intracellular signaling components	7
Colony stimulating factor receptors	4	Killer cell lectin-like receptors	11
Fc receptors	5	Miscellaneous	24
Granzymes	4	Other surface antigens with CD-designation	17
Interferon-related genes	3	Toll-like receptors	2
Interleukin receptors	4	Transcription factors	9

**Table 3:** The genes found in Killer cell lectin-like receptor and transcription factor groups from Table 2

**Killer cell lectin-like receptors**		
**Probe set**	**Gene title**	**Itk^-/- ^vs Wt**
1458642_at	killer cell lectin-like receptor family E member 1 (NKG2I)	2.6
1451664_x_at	killer cell lectin-like receptor subfamily A, member 12 (Ly49L)	2.13
1422065_at	killer cell lectin-like receptor subfamily B member 1B (Ly55B/Ly55D)	3.16
1425005_at	killer cell lectin-like receptor subfamily C, member 1 (NKG2A/2B)	2.13
1420790_x_at	killer cell lectin-like receptor, subfamily A, member 16 (Ly49P)	-2.62
1426127_x_at	killer cell lectin-like receptor, subfamily A, member 18 (Ly49R)	2.99
1426140_x_at	killer cell lectin-like receptor, subfamily A, member 19 (Ly49S)	2.73
1425436_x_at	killer cell lectin-like receptor, subfamily A, member 3 (Ly49C)	9.92
1420789_at	killer cell lectin-like receptor, subfamily A, member 5 (Ly49E)	4.22
1426171_x_at	killer cell lectin-like receptor, subfamily A, member 7 (Ly49G)	4.14
1425417_x_at	killer cell lectin-like receptor, subfamily A, member 8 (Ly49H)	35.69
		
**Transcription factors**		
**Probe set**	**Gene title**	**Itk^-/- ^vs Wt**
1416916_at	E74-like factor 3	2.97
1457441_at	early B-cell factor 1	*
1416301_a_at	early B-cell factor 1	*
1435172_at	eomesodermin homolog (Xenopus laevis)	2.56
1426001_at	eomesodermin homolog (Xenopus laevis)	3.07
1421303_at	IKAROS family zinc finger 1	-2.2
1422537_a_at	inhibitor of DNA binding 2	2.03
1447640_s_at	pre B-cell leukemia transcription factor 3	2.05
1460407_at	Spi-B transcription factor (Spi-1/PU.1 related)	2.38
1429427_s_at	transcription factor 7-like 2, T-cell specific, HMG-box	2.41
1419874_x_at	zinc finger and BTB domain containing 16	5.46

* Early B-cell factor 1 showed variable expression changes for different probe sets

The down-regulated transcripts are shown with "-"

### Transcriptional changes in the absence of Itk in stimulated CD3^+ ^T-cells

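After 24 h on anti-CD3, genes of granulocytes were among those furthest above Wt in the 2 Itk-/- arrays, and genes of B cells were higher as well. S100a9, a calcium-binding protein of neutrophils, was 12.9-fold higher against the 3 Wt arrays of day 1, which are the arrays the paper used, and 14.9-fold against all 5 Wt arrays (log2 fold change 3.76, standard error 0.46, adjusted p = 6.84e-05). Prg2, the major basic protein of eosinophils, was 9.84-fold higher against day 1 and 13.7-fold against all 5 (adjusted p = 2.25e-04), and Ms4a1, or CD20, of B cells 8.02-fold against all 5, a call lost without Itk-/- replicate 2 (adjusted p = 0.22). Of the marker lists, 11 of 19 B cell genes (13 adjusted over the list alone, adjusted p = 0.0143 with an estimated correlation), 9 of 19 neutrophil genes (9 adjusted over the list alone, adjusted p = 0.0445 with an estimated correlation), 5 of 13 eosinophil and basophil genes (7 adjusted over the list alone, adjusted p = 0.00291 with an estimated correlation) and 3 of 10 plasma cell genes (Mzb1, Jchain and Prdm1, 3 adjusted over the list alone, adjusted p = 0.0445 with an estimated correlation) rose, and none fell. The neutrophil list did not pass against day 1 alone (adjusted p = 0.103 with an estimated correlation), day 2 alone (0.288) or with day as a block (0.0788), nor the B cell list against day 2 alone (0.181). S100a9, Prg2 and Ms4a1 stand in Table 4, drawn from these arrays, so these lists are not wholly independent evidence of direction. Egln3, a hypoxia-induced prolyl hydroxylase, was 4.12-fold lower against day 1 and 3.91-fold against all 5 (adjusted p = 2.68e-06), and Cdc6, which licenses replication origins, 2.20-fold lower. With anti-CD3/CD28, 4 B cell genes (Cd74, Fcmr, Blnk and Cd79b, 7 adjusted over the list alone, adjusted p = 0.0862 with an estimated correlation), 2 neutrophil genes (S100a8 and S100a9, 6 adjusted over the list alone, adjusted p = 0.318 with an estimated correlation) and 1 eosinophil gene (Prg2, 3 adjusted over the list alone, adjusted p = 0.097 with an estimated correlation) rose. Over the paper's arrays 850 probe-sets differed at least 2-fold with anti-CD3 (75.5% higher, 67.6% with p under 0.05 in the methods' t-test) and 444 with anti-CD3/CD28 (78.8% higher, 55.6%), or 805 and 407 without immunoglobulin, histocompatibility and sex-linked transcripts.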

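The labels of the stimulated Wt arrays name 2 days, with 3 replicates of each stimulus for day 1 and 2 for day 2. They do not say which step the day refers to, and the paper gives no reason for leaving out day 2 here. Over all Wt arrays 916 probe-sets differed at least 2-fold with anti-CD3 (66.3% higher) and 829 with anti-CD3/CD28 (46.9% higher, or 63.5% of 658 with geometric means), and against day 2 alone 1848 and 3223. Unchanged groups gave 522 and 512 on average. In limma 939 and 317 probe-sets passed over all arrays, 653 and 182 against day 1, 1695 and 2700 against day 2, and 979 and 317 with day as a block. Here and below, that block places the unstimulated and Itk-/- arrays, which have no day label, with day 1. The anti-CD3 limma count was 422 or 272 without Itk-/- replicate 1 or 2, and the anti-CD3/CD28 count 105 or 160. The 2-fold count with anti-CD3/CD28 was 1335 without Wt day 1 replicate 1, and 1271 or 1832 without Itk-/- replicate 1 or 2. The ratio of 3' to 5' signal of beta-actin, which rises as RNA degrades, was 1.67 to 3.85 on day 1, 3.24 to 4.79 on day 2 and 1.57 to 2.00 in Itk-/- arrays. The signals of S100a9 in the unused day 2 arrays were 49.9 and 61.5 with anti-CD3, against 573 and 1579.5 in Itk-/- arrays, and those of Egln3 748 and 821 against 179 and 256.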

Stimulating the Itk^-/- ^and Wt T-cells with anti-CD3 resulted in 804 differentially expressed probe-sets in Itk-deficiency (74% up- and 26% down-regulated, 68% with p < 0.05), while after anti-CD3/CD28-stimulation the number was reduced to 409 (78% up- and 22% down-regulated; 58% with p < 0.05) as depicted in Figure 1a. Between CD3- and CD3/CD28-stimulations, the overlap was 252 probe-sets (see Table 4 for a list of the 60 most up- and down-regulated transcripts). 

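Genes 2-fold higher in Itk-/- T-cells under both stimulations included Anxa1, a phospholipid-binding protein of memory T-cells, at 7.76-fold and 3.77-fold, and Cd74, the invariant chain of antigen-presenting cells, at 3.84-fold and 2.87-fold. Cth, cystathionine gamma-lyase, was 2.66-fold and 3.00-fold lower, and Dapl1 3.68-fold and 5.92-fold lower (adjusted p = 0.00285 and 2.78e-04), though the anti-CD3 call of Dapl1 needed both Itk-/- arrays (adjusted p = 0.0786 without replicate 1 and 0.057 without replicate 2). The anti-CD3 call of Cth (adjusted p = 0.0507) and the anti-CD3/CD28 call of Anxa1 (adjusted p = 0.282) were lost without Itk-/- replicate 2. With the paper's arrays 293 probe-sets were at least 2-fold in both lists, 34.5% of the anti-CD3 and 66.0% of the anti-CD3/CD28 list, of which 260 were higher in both and 28 lower in both. With all Wt arrays 369 were shared, and against day 2 alone 1115. Leaving out immunoglobulin, histocompatibility and sex-linked transcripts, 256 were shared over the paper's arrays. Unchanged groups simulated over all the arrays share 66.8 and independent lists of these sizes 16.9. By limma 262 of the 939 and 317 called probe-sets were called in both, 237 higher and 25 lower.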

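Stimulated Itk-/- T-cells had Itk signals of 92.5 and 107 with anti-CD3 and 109 and 69.7 with anti-CD3/CD28, against means of 699.7 ± 119 (SD, n = 3) and 601 ± 113 (SD, n = 3) in Wt arrays of day 1, 7.00-fold and 6.73-fold lower. The unused Wt arrays of day 2 stood at 576 and 589 and at 429 and 534, and over all 5 Wt arrays of each stimulus the gene was 6.53-fold (log2 fold change -2.70, standard error 0.25, adjusted p = 2.32e-06) and 6.19-fold lower (adjusted p = 6.65e-06). Another probe-set that the paper assigns to Itk but shows to match a further transcript was not lower in unstimulated Itk-/- cells, at 949 and 979 against 201 to 1017 in Wt. Crabp2, for a protein that carries retinoic acid inside cells, was 5.32-fold lower with anti-CD3 against day 1 and 4.21-fold against all 5 Wt arrays (log2 fold change -1.98, standard error 0.42, adjusted p = 0.0112). With anti-CD3/CD28 it stood 2.80-fold lower against day 1 and 2.16-fold against all (adjusted p = 0.764), a change that did not pass but did with day as a block (adjusted p = 0.013). Without Itk-/- replicate 1 or 2 the anti-CD3 call of Crabp2 was lost (adjusted p = 0.22 and 0.132). Of the other Tec family kinases measured, Tec was 2.41-fold higher with anti-CD3 (adjusted p = 7.43e-05) and 1.79-fold with anti-CD3/CD28 (lost without Itk-/- replicate 1 or 2, adjusted p = 0.155 or 0.156), and Txk 2.82-fold with anti-CD3 (adjusted p = 2.70e-04). The list holds too few measured genes (4) for a set test.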

We show there that Itk was the most down-regulated transcript in Itk-deficiency, followed by Crabp2, which encodes cellular retinoic acid binding protein 2. This is a 15 kD regulator of retinoic acid signaling recently reported to be differentially expressed in acute lymphoblastic leukaemia [26]. Other down-regulated transcripts were IL-2 and IL-3.

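Interleukin 2, the T-cell growth factor, had a mean signal of 493 ± 19.2 (SD, n = 2) in Itk-/- and 1919.7 ± 182 (SD, n = 3) in Wt cells of day 1 after anti-CD3, 3.89-fold lower, and 3.02-fold lower against all 5 Wt arrays (log2 fold change -1.48, standard error 0.31, adjusted p = 0.00933). With anti-CD3/CD28 it was 5.19-fold lower against day 1 and 4.88-fold against all (adjusted p = 3.69e-04). The unused day 2 arrays had 793 and 889 with anti-CD3 and 3372 and 3903 with anti-CD3/CD28. Il3, a cytokine for blood cell progenitors, stood 2.67-fold and 2.73-fold lower against day 1 and 2.13-fold and 2.29-fold against all, and did not pass in either (adjusted p = 0.398 and 0.448). Lif, a cytokine of the IL-6 family, fell with both stimulations, 3.64-fold (adjusted p = 1.79e-06) and 1.66-fold lower (adjusted p = 0.0438), the second call being lost over the paper's arrays (adjusted p = 0.281), without Itk-/- replicate 1 or 2 (0.576 or 0.198), Wt day 1 replicate 1 or 3 (0.056 or 0.0699) or Wt day 2 replicate 1 or 2 (0.109 or 0.111) and with day as a block (0.0699). Cd200, a surface glycoprotein of activated T-cells, was 2.54-fold and 2.57-fold lower. Of 35 NFAT and TCR-induced genes, Lif, Cd200, Il2 and Il2ra, the alpha chain of the IL-2 receptor, fell with anti-CD3 and the first 3 of them with anti-CD3/CD28, none rose, and neither list shift passed as a set (3 higher and 4 lower with anti-CD3 and 8 higher and 5 lower with anti-CD3/CD28 when adjusted over the list alone, adjusted p = 0.915 with an estimated correlation and 0.947). The list's median with anti-CD3 was 0.13, above 0, while the direction of the set test was down. The anti-CD3 call of Il2 was lost without Itk-/- replicate 1 (adjusted p = 0.159) or 2 (adjusted p = 0.148).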

**Table 4:** The 60 most up- and down-regulated transcripts in Itk-deficiency after anti-CD3- (1) and anti-CD3/CD28-stimulation (2)

**Probe set**	**Gene Symbol, Gene Title**	**Itk^-/- ^vs Wt (1)**	**t-test**	**Itk^-/- ^vs Wt (2)**	**t-test**
1457120_at	Itk, IL2-inducible T-cell kinase	-6.96	0.007	-6.63	0.009
1451191_at	Crabp2, cellular retinoic acid binding protein II	-5.31	0.013	-2.79	0.054
1449990_at	Il2///LOC630222, interleukin 2	-3.89	0.002	-5.17	0.030
1436194_at	Prelid2, PRELI domain containing 2	-3.54	0.036	-2.42	0.077
1437935_at	4930486G11Rik, RIKEN cDNA	-3.44	0.032	-3.16	0.079
1439995_at	Nhedc2, Na+/H+ exchanger domain containing 2	-2.92	0.021	-2.71	0.028
1441971_at	*Gene name not assigned for this probe set*	-2.91	0.050	-2.88	0.082
1426243_at	Cth, cystathionase	-2.9	0.000	-2.8	0.072
1438380_at	Ddx47, DEAD box polypeptide 47	-2.69	0.002	2.03	0.300
1450566_at	Il3, interleukin 3	-2.68	0.031	-2.81	0.005
1420843_at	Ptprf, protein tyrosine phosphatase, receptor type,	-2.49	0.027	-2.07	0.222
1448788_at	Cd200, Cd200 antigen	-2.47	0.014	-2.43	0.011
1427049_s_at	Smo, smoothened homolog (Drosophila)	-2.46	0.000	-2.45	0.015
1422070_at	Adh4, alcohol dehydrogenase 4 (class II)	-2.33	0.015	-2.26	0.157
1456226_x_at	Ddr1, discoidin domain receptor family, member 1	-2.29	0.014	-2.91	0.038
1419136_at	Akr1c18, aldo-keto reductase family 1, member C18	-2.09	0.052	2.41	0.008
1433571_at	Serinc5, serine incorporator 5	-2	0.011	-2.05	0.125
1425832_a_at	Cxcr6, chemokine (C-X-C motif) receptor 6	5.34	0.000	3.27	0.085
1437463_x_at	Tgfbi, transforming growth factor, beta induced	5.36	0.045	2.4	0.012
1421802_at	Ear1, eosinophil-associated, ribonuclease A family, member 1	5.38	0.017	2.8	0.000
1448620_at	Fcgr3, Fc receptor, IgG, low affinity III	5.57	0.036	3.72	0.004
1438855_x_at	Tnfaip2, tumor necrosis factor, alpha-induced protein 2	5.6	0.0034	3.12	0.000
1450009_at	Ltf, lactotransferrin	5.68	0.080	2.03	0.034
1416514_a_at	Fscn1, fascin homolog 1	5.7	0.000	3.69	0.096
1451948_at	Gm1409, gene model 1409	5.81	0.002	3.45	0.136
1451675_a_at	Alas2, aminolevulinic acid synthase 2, erythroid	5.84	0.003	2.92	0.096
1420330_at	Clec4e, C-type lectin domain family 4, member e	5.89	0.014	3.15	0.091
1420699_at	Clec7a, C-type lectin domain family 7, member a	5.98	0.014	4.05	0.004
1427747_a_at	Lcn2, lipocalin 2	5.98	0.056	2.23	0.011
1427503_at	AI324046, expressed sequence AI324046	6.33	0.005	3.48	0.055
1419082_at	Serpinb2, serine (or cysteine) peptidase inhibitor, clade B, member 2	6.34	0.001	2.51	0.125
1419627_s_at	Clec4n, C-type lectin domain family 4, member n	6.36	0.021	2.6	0.0129
1448213_at	Anxa1, annexin A1	6.43	0.069	3.07	0.029
1419874_x_at	Zbtb16, zinc finger and BTB domain containing 16	6.62	0.032	5.3	0.001
1417898_a_at	Gzma, granzyme A	6.71	0.009	5.59	0.001
1419598_at	Ms4a6d, membrane-spanning 4-domains, subfamily A, member 6D	6.73	0.005	3.27	0.083
1429889_at	Faim3, Fas apoptotic inhibitory molecule 3	6.73	0.047	3.01	0.041
1415904_at	Lpl, lipoprotein lipase	6.76	0.054	4.1	0.026
1449254_at	Spp1, secreted phosphoprotein 1	6.8	0.028	3.79	0.020
1427910_at	Cst6, cystatin E/M	7.1	0.023	4.17	7.43E-06
1438553_x_at	*Gene name not assigned for this probe set*	7.11	0.011	4.63	0.055
1434150_a_at	Mettl7a///Ubie, methyltransferase like 7A	7.14	0.000	4.04	0.185
1442025_a_at	AI467657, expressed sequence AI467657	7.48	0.041	6.52	0.000
1436778_at	Cybb, cytochrome b-245, beta polypeptide	7.77	0.077	4.03	0.003
1439426_x_at	Lyz, lysozyme	7.78	0.006	2.98	0.011
1449846_at	Ear2///Ear3, eosinophil-associated, ribonuclease A family, member 2	8.62	0.008	3.54	0.031
1434194_at	Mtap2, microtubule-associated protein 2	8.73	0.035	5.78	0.000
1427866_x_at	Beta globin	9.29	0.001	5.44	0.074
1450912_at	Ms4a1, membrane-spanning 4-domains, subfamily A, member 1	9.4	0.087	4.31	0.036
1422873_at	Prg2, proteoglycan 2, bone marrow	9.81	0.028	4.19	0.026
1419764_at	Chi3l3, chitinase 3-like 3	10.51	0.070	4.1	0.004
1422411_s_at	Ear1///Ear12///Ear2///Ear3, eosinophil-associated, ribonuclease A family, member 1	10.54	0.010	4.61	0.000
1418722_at	Ngp, neutrophilic granule protein	11.39	0.031	3.74	0.006
1450989_at	LOC100047300///Tdgf1, teratocarcinoma-derived growth factor	11.64	0.009	2.89	0.076
1419394_s_at	S100a8, S100 calcium binding protein A8	12.08	0.071	4.6	0.034
1425436_x_at	Klra3, killer cell lectin-like receptor, subfamily A, member 3	12.34	0.002	14.75	0.000
1415897_a_at	Mgst1, microsomal glutathione S-transferase 1	12.62	0.082	3.77	0.006
1448756_at	S100a9, S100 calcium binding protein A9	12.97	0.077	5.15	0.010
1426171_x_at	Klra7, killer cell lectin-like receptor, subfamily A, member 7	14.08	0.027	14.02	0.015
1425417_x_at	Klra8, killer cell lectin-like receptor, subfamily A, member 8	21.07	0.026	17.99	0.000

The down-regulated transcripts are shown with "-"

**Figure 1:**
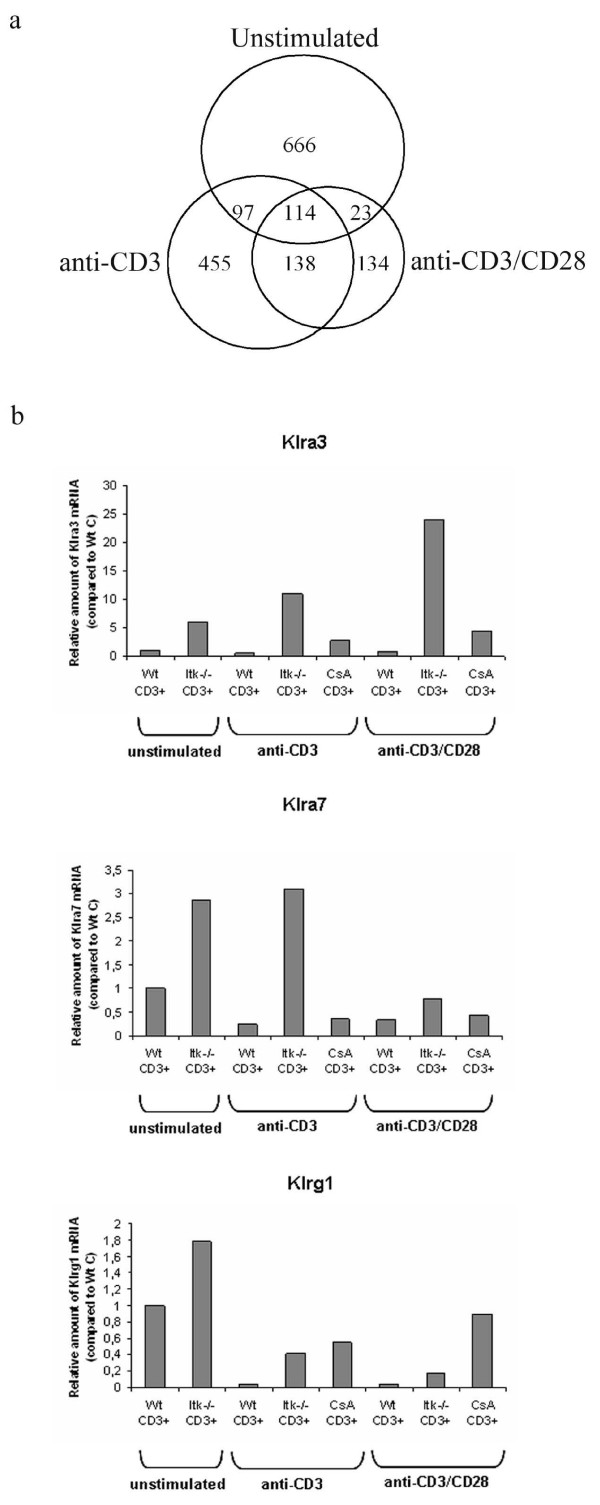
**The number of differentially expressed probe-sets in Itk-deficiency**. **a**. Venn diagram showing overlapping probe-sets in CD3^+ ^Itk-defective T-cells, unstimulated (upper), anti-CD3- (left) and anti-CD3/CD28-stimulated (right). All the comparisons were made against Wt and with the criterion ≥ 2-fold. **b**. Quantitative RT-PCR confirms up-regulated expression of Klra3, Klra7 and Klrg1 in Itk-deficiency. The bar charts show relative amount of Klr mRNA compared to unstimulated Wt CD3^+ ^T-cells (Wt C).

Stimulation affected the majority of the transcripts in the same direction as observed in unstimulated cells (p < 10^-6^) (only in 5/252 cases the CD3- or CD3/CD28-stimulations showed opposite fold-changes; Additional file 4). 

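Zbtb16 stood 6.59-fold higher in Itk-/- cells with anti-CD3, 5.31-fold with anti-CD3/CD28 (paper's arrays) and higher without stimulation as well, and Ctla2b, a cysteine protease inhibitor homologue, 5.26-fold, 5.65-fold and 2.66-fold higher. Of the 293 probe-sets at least 2-fold in both stimulations over the paper's arrays, 288 had the same sign in both and 5 opposite signs, and 259 (88.4%) had the same sign in unstimulated cells too, whatever their size there. Over all Wt arrays 318 of 369 (86.2%) had that sign in all 3 conditions, and against day 2 alone 780 of 1115 (70.0%). At limma's threshold 158 probe-sets were called both without stimulation and with anti-CD3, 147 higher and 11 lower in both, and 94 both without stimulation and with anti-CD3/CD28, 86 higher and 8 lower. No probe-set was called in opposite directions in these pairs. The anti-CD3 and anti-CD3/CD28 comparisons use different Wt and Itk-/- arrays, so they share no control array, but same-numbered Wt arrays of the 2 stimuli correlated in their deviations from the group means (0.727 to 0.770 on day 1, 0.517 on day 2), so the controls are not independent.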

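Signals of Klra8 after anti-CD3 were 505 and 960.1 in the Itk-/- arrays and 29.1 to 44.1 in the Wt arrays of day 1, 21.5-fold higher. The unused Wt arrays of day 2 read 34.3 and 46.7, and over all 5 the gene was 20.0-fold higher (log2 fold change 4.28, standard error 0.26, adjusted p = 6.24e-09). With anti-CD3/CD28 the Itk-/- arrays read 569 and 622 and the day 1 Wt arrays 26.1 to 42.8, 17.8-fold higher, with 36.0 and 50.5 on day 2 and 15.9-fold over all 5 (log2 fold change 4.03, standard error 0.26, adjusted p = 2.15e-08). All Itk-/- signals lay above all Wt signals of both days, and each call held with any 1 array left out.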

We show there that the most induced mRNA was Klra8 (Ly49H) (21-fold-change upon anti-CD3-stimulation). Other up-regulated Klrs were Klra3 (Ly49C), Klra5 (Ly49E), Klra7 (Ly49G), Klra19 (Ly49S), Klrc1 (NKG2A/2B), Klrd1 (CD94), Klre1 (NKG2I) and Klrg1 (2P1-Ag). 

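Klra3 was 12.3-fold higher in Itk-/- cells with anti-CD3 and 14.6-fold with anti-CD3/CD28 against Wt day 1, or 13.5-fold and 15.2-fold against all 5 Wt arrays (adjusted p = 1.14e-09 and 1.38e-09). Klra7 was 14.0-fold and 13.8-fold higher against day 1 (adjusted p = 5.49e-06 and 1.50e-05 over all arrays). Klrd1, the CD94 chain that pairs with NKG2 receptors, was 3.58-fold and 3.17-fold higher, and Klrc1 4.42-fold and 4.22-fold (3.37-fold and 4.20-fold over all arrays, adjusted p = 4.46e-04 and 3.46e-04). Klrg1, a receptor of differentiated effector cells, was 3.75-fold and 2.35-fold higher over all arrays and Klre1 2.64-fold and 2.39-fold. Klra5 (2.83-fold and 2.39-fold higher, adjusted p = 0.114 and 0.516) and Klra19 (2.12-fold and 2.17-fold, adjusted p = 0.118 and 0.367) did not pass in either stimulation, though Klra19 did with anti-CD3/CD28 without Itk-/- replicate 2 (adjusted p = 0.0391). Of 18 killer receptors listed, where Klra3 has no probe-set and Klra7 one other than the paper's that did not pass (adjusted p = 0.117 and 0.297), 6 rose with anti-CD3 and 5 with anti-CD3/CD28, and none fell (9 and 8 when adjusted over the list alone). The list moved as a set in both (median log2 fold change 0.67 and 0.59, adjusted p = 8.49e-05 with an estimated correlation and 1.68e-04), against Wt day 1 or day 2 alone (3.46e-04 and 0.00642 with anti-CD3) and with day as a block (1.28e-04). It holds receptors that the paper reports as changed in these arrays, so its counts and tests are not independent evidence of direction. The calls of Klre1 were lost without Itk-/- anti-CD3 replicate 2 (adjusted p = 0.0859) and without either Itk-/- anti-CD3/CD28 replicate (0.119 and 0.0654), as was the anti-CD3/CD28 call of Klrg1 (0.0812 and 0.0608).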

By quantitative RT-PCR we confirmed the up-regulated expression of Klrg1, Klra3 and Klra7 in Itk-defective samples (Fig. 1b). Two transcription factors, inhibitor of DNA binding 2 (Id2) and eomesodermin, were also found up-regulated. Thus, in CD3^+ ^cells, differential transcriptional signatures between Wt and Itk-deficient cells were more pronounced in unstimulated when compared to activated cells.

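Eomes was 3.08-fold higher with anti-CD3 and 3.71-fold with anti-CD3/CD28 against Wt day 1, and 3.53-fold and 4.22-fold against all 5 Wt arrays (log2 fold change 1.83, standard error 0.26, adjusted p = 2.84e-04 with anti-CD3). Id2, an inhibitor of E-protein transcription factors, was 2.48-fold and 2.70-fold higher against day 1 and 2.98-fold and 3.22-fold against all (adjusted p = 0.00415 and 0.00589). Day 2 signals, not used in the paper, were 779 and 805 for Eomes and 148 and 195 for Id2 with anti-CD3, while in Itk-/- cells Eomes read 2981 and 4150.3 and Id2 715 and 746. Both belong to 17 genes of innate-like and memory T-cells, of which 12 rose with anti-CD3 and 10 with anti-CD3/CD28, and none fell (15 in each when adjusted over the list alone, adjusted p = 1.64e-04 with an estimated correlation and 1.68e-04). The list follows a theme of the paper and holds genes that it reports as changed in these arrays. Its counts and tests are thus not independent evidence of direction. Among the rising members Il18r1, a chain of the IL-18 receptor, was 5.12-fold and 4.01-fold higher, Cxcr3, a homing receptor of effector cells, 3.87-fold and 2.82-fold and the chemokine Ccl5 4.53-fold and 2.18-fold. Of 14 granzyme and killing genes 5 rose with anti-CD3 (Gzmk, Gzma, Ctsw, Gzmm and Nkg7, adjusted p = 0.0269 with an estimated correlation) and 4 with anti-CD3/CD28 (Gzma, Ctsw, Gzmk and Prf1, adjusted p = 0.0232 with an estimated correlation). NK cell genes rose beside them, 8 and 7 of 14, including Fcer1g at 4.88-fold and 2.92-fold (adjusted p = 1.64e-04 with an estimated correlation and 2.98e-04), while Ncr1, the NK receptor NKp46, did not pass (adjusted p = 1 and 0.961). The anti-CD3 call of Fcer1g was lost without Itk-/- replicate 2 (adjusted p = 0.0589) and its anti-CD3/CD28 call without either Itk-/- replicate (0.336 and 0.286), Wt day 1 replicate 2 or 3 (0.0627 in each) or Wt day 2 replicate 1 or 2 (0.078 and 0.0759). Adjusted over the list alone, 7 and 10 granzyme and killing genes were higher, and 10 and 10 NK cell genes. The NK cell list shares genes with the killer receptor, granzyme and innate-like lists. The 6 NK cell genes that none of these holds had median log2 fold changes of 0.27 with anti-CD3 and -0.0030 with anti-CD3/CD28. Without Itk-/- replicate 1 or 2 the adjusted p of Id2 was 0.0867 or 0.0884 with anti-CD3 and 0.219 or 0.0506 with anti-CD3/CD28. The anti-CD3/CD28 calls of Ccl5 and Cxcr3 were lost without Itk-/- replicate 1 (0.523 and 0.146), and that of Ccl5 also without Itk-/- replicate 2 (0.17), without Wt day 1 replicate 1 (0.0503) and without Wt day 2 replicate 1 (0.0506).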

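The size of the Itk effect was compared between conditions by interaction contrasts in limma. Between anti-CD3 and unstimulated cells it differed for 104 probe-sets, 68 with a higher and 36 with a lower Itk-/- to Wt ratio after anti-CD3. Lif had a difference of -2.16 (standard error 0.24, adjusted p = 5.21e-04) and Egln3 of -2.24 (standard error 0.27, adjusted p = 0.00137), and Epsti1, an interferon-induced gene, of 1.78 (standard error 0.29, adjusted p = 0.0158), the last lost when any of the 4 Itk-/- arrays was left out (0.127 and 0.0507 without unstimulated replicate 1 and 2, 0.0914 and 0.155 without anti-CD3 replicate 1 and 2). Of 23 interferon-stimulated genes only Oasl2 passed in unstimulated cells, where it was lower, while 9 were higher in Itk-/- cells with anti-CD3 and 4 with anti-CD3/CD28 (Epsti1, Xaf1, Oas1a and Rtp4), or 15 and 10 when adjusted over the list alone. Epsti1 was 3.85-fold and 3.22-fold and Xaf1, a pro-apoptotic factor, 1.82 and 1.45 on the log2 scale above Wt. The interferon list differed as a set between anti-CD3 and unstimulated cells (median difference 0.84, adjusted p = 0.00413 with an estimated correlation, 0.0232 with only Wt day 1, 0.1 with only day 2 and 0.00942 with day as a block). The cell cycle list differed the other way (median difference -0.98, adjusted p = 0.00413, and 0.0234, 0.0127 and 0.00942 in the same 3 settings). Between anti-CD3/CD28 and unstimulated cells 9 probe-sets passed, among them Actn2 (difference 1.86, adjusted p = 0.0467, lost with only Wt day 1, 0.226, with day as a block, 0.0501, after quantile normalization, 0.0531, and without any of the 4 Itk-/- arrays or of 5 of the 8 Wt arrays, at 0.0613 to 0.238). The first count was 10 or 39 without Itk-/- unstimulated replicate 1 or 2, 12 or 7 without Itk-/- anti-CD3 replicate 1 or 2, 43 or 60 without Wt unstimulated replicate 2 or 3, and 64, 49 and 51 without Wt anti-CD3 day 1 replicate 1, day 1 replicate 3 and day 2 replicate 1. It was 71 with Wt day 1 only, 300 with Wt day 2 only and 175 with day as a block. The paper, whose lists of probe-sets changed at least 2-fold are shorter after stimulation, concludes that the signatures of Itk-deficiency are stronger in unstimulated than in activated cells.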

We continued to analyze the activation-dependent signatures in Wt and Itk^-/- ^T-cells separately. 

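Both genotypes were stimulated for 24 h in plates coated with anti-CD3 or with anti-CD3 and anti-CD28, and RNA of unstimulated cells was taken directly after separation, so each of these comparisons also sets 24 h of culture against none. Doses in the paper are 1 µg/ml of anti-CD3 and 3 µg/ml of anti-CD28, while the sample labels give the same figures in mg/ml. The paper's are used here. The arrays are 3 Wt and 2 Itk-/- unstimulated, 5 Wt and 2 Itk-/- with anti-CD3, and 5 Wt and 2 Itk-/- with anti-CD3/CD28. For Wt stimulation the paper used the 3 arrays of day 1 of each stimulus, with the methods' paired t-test by replicate number, as the folds and p-values in Additional file 5 show, and for Itk-/- stimulation both arrays of each group, also paired, as those in Additional file 6 show, of which the copies held here hold the first 1997 of 3713 and 1998 of 2393 rows. Itk itself rose with stimulation in Wt cells, 4.69-fold with anti-CD3 (log2 fold change 2.28, standard error 0.22, adjusted p = 1.51e-07) and 3.98-fold with anti-CD3/CD28. Values are dChip signals as before, and the same limma fit over all 23 arrays gives each contrast.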

The number of probe-sets changing ≥ 2-fold after anti-CD3-stimulation (compared to the unstimulated state) in the Wt samples was 4252, and the corresponding number after co-stimulation was 4385 (Figure 2). 

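In Wt cells 24 h of anti-CD3 raised Ifng, interferon gamma, which was 36.7-fold higher over the paper's arrays and 31.7-fold over all 5 (log2 fold change 4.97, standard error 0.24, adjusted p = 4.47e-11), the chemokine Ccl3 37.8-fold, Gzmb, granzyme B, 17.3-fold and the nuclear receptor Nr4a2 21.9-fold. Of 37 cytokine genes 5 rose (Lif, Ifng, Il2, Tnf and Lta) and 3 fell (Il16, Ltb and Il18), and the list did not pass as a set (adjusted p = 0.685 with an estimated correlation). Of 35 NFAT and TCR-induced genes 26 rose with anti-CD3 and 24 with anti-CD3/CD28 (adjusted p = 0.00302 with an estimated correlation and 0.0047). Cell cycle genes rose as well, 33 and 35 of 40 (adjusted p = 0.0124 with an estimated correlation and 0.0116), Cdc6 by 6.51-fold and 6.69-fold, and sterol synthesis genes, 11 of 15 in both (adjusted p = 0.003 with an estimated correlation and 0.00264), Idi1 by 4.65-fold and 4.83-fold. 16 and 18 of 24 ATF4 targets of serine, one-carbon and stress metabolism rose (adjusted p = 0.00662 with an estimated correlation and 0.00684), with the serine hydroxymethyltransferase Shmt1 at a log2 fold change of 2.95 and 2.90, and 15 of 23 glycolysis genes in each (adjusted p = 0.003 with an estimated correlation and 0.00463). Genes of naive T-cells fell, 10 and 12 of 14 (adjusted p = 0.003 with an estimated correlation and 0.00264), such as S1pr1, which lets T-cells leave lymph nodes, at 18.8-fold and 20.1-fold lower, and so did 20 of 23 interferon-stimulated genes in each (adjusted p = 0.00662 with an estimated correlation and 0.0047). With only Wt day 1 or only day 2 these 7 lists passed as well, except the cell cycle list with anti-CD3 on day 1 (adjusted p = 0.0627) and the glycolysis list with anti-CD3/CD28 on day 2 (0.0553), and all 7 passed with day as a block. Adjusted over the list alone, the anti-CD3 counts were 28 NFAT-linked, 34 cell cycle, 11 sterol, 20 ATF4 and 15 glycolysis genes higher, and 12 naive and 20 interferon-stimulated genes lower. Markers of other cells fell beside them: 17 and 15 of 26 macrophage genes (adjusted p = 0.242 with an estimated correlation and 0.298), 13 and 14 of 19 B cell genes (adjusted p = 0.157 with an estimated correlation and 0.133) and 8 of 14 erythroid genes in each (adjusted p = 0.003 with an estimated correlation and 0.00264).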

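Over the 3 unstimulated and the 3 day 1 Wt arrays that the paper used, 4321 probe-sets changed at least 2-fold with anti-CD3 (48.3% higher) and 4421 with anti-CD3/CD28 (45.2% higher), or 4267 and 4367 without immunoglobulin, histocompatibility and sex-linked transcripts. Of these full counts 69.5% and 70.3% had p under 0.05 in the methods' paired t-test. With the unused day 2 arrays added the counts were 4150 and 4497, of which limma called 91.7% and 89.7%, and unchanged groups gave 315 and 316. The paper gives no reason for leaving day 2 out. At any size of change limma called 4546 higher and 4538 lower with anti-CD3 and 4299 and 4782 with anti-CD3/CD28. In the unused arrays the signals of Ifng were 7480.1 and 7759 with anti-CD3 and 4228 and 5583 with anti-CD3/CD28, against 10423 to 12711 and 6499 to 10638 on day 1 and 270.5 to 383 unstimulated, and those of S1pr1 107 and 161 and 129 and 130.4 against 1149 to 3143 unstimulated. In Itk-/- cells 2751 and 4690 probe-sets changed at least 2-fold (74.9% and 82.9% called by limma, 949.9 and 938 in unchanged groups), with Ifng at 14.3-fold and 18.4-fold higher, the chemokine Ccl1 at 36.4-fold and 15.1-fold and S1pr1 at 7.32-fold and 13.9-fold lower. Limma called 3480 and 6216 probe-sets there. The first count was 1676 or 1806 without Itk-/- unstimulated replicate 1 or 2 and 1987 or 1559 without anti-CD3 replicate 1 or 2, and the second 3876 or 4021 without unstimulated replicate 1 or 2.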

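In stimulated Wt cells Ccl3 was 41.5-fold higher with anti-CD3 and 29.7-fold with anti-CD3/CD28 over the paper's arrays, Lif 15.6-fold and 15.8-fold, and Klf2, a transcription factor of quiescent T-cells, 11.0-fold and 12.5-fold lower. Over these arrays 3756 probe-sets were at least 2-fold in both lists (86.9% of the anti-CD3 and 85.0% of the anti-CD3/CD28 list), 1774 higher in both and 1982 lower in both. With the day 2 arrays added it was 3577 (86.2% and 79.5%). Both lists share the unstimulated arrays as controls. Unchanged groups set against those controls shared 102 on average and independent lists of these sizes share 414, and with 3 controls no split into parts of at least 2 arrays was possible, so part of the excess may come from the shared controls. Limma called 7936 in both stimulations, 3914 higher and 4021 lower, with the same unstimulated arrays as controls.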

The overlap between the two stimulations was 3713 (87% and 85%, respectively; Additional file 5). However, the differences were significantly more pronounced in anti-CD3 versus anti-CD3/CD28 activated cells in the Itk-defective group, with only 50% of the transcripts in the co-stimulated group overlapping with the CD3-stimulated (p < 10^-6^) (Additional file 6). Thus, co-stimulation had much greater effect on Itk-deficient than on Wt cells. 

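Lif in Itk-/- cells was 3.31-fold higher with anti-CD3 and 8.40-fold with anti-CD3/CD28 (adjusted p = 1.37e-05 and 9.59e-09), and Il2 3.60-fold and 6.02-fold. Cdk1, the kinase that drives entry into mitosis, was 2.84-fold higher with anti-CD3/CD28 (adjusted p = 5.29e-05) and did not pass with anti-CD3 (1.19-fold, adjusted p = 0.754), and Ccna2, a cyclin of S phase and mitosis, was 2.32-fold higher with anti-CD3/CD28 (adjusted p = 0.00224) and not with anti-CD3 (adjusted p = 0.918). The 2-fold lists shared 2435 probe-sets, 88.5% of the anti-CD3 and 51.9% of the anti-CD3/CD28 list, all but 1 in the same direction (1126 higher and 1308 lower). Unchanged groups against the same unstimulated Itk-/- arrays shared 272 on average and independent lists 286, and with 2 controls these could not be split, so part of the excess may come from the shared controls. By limma 3277 were called in both, 94.2% of the anti-CD3 calls and 52.7% of the anti-CD3/CD28 calls.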

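Of 40 cell cycle genes listed, 10 rose and 3 fell with anti-CD3 in Itk-/- cells, while 29 rose and none fell with anti-CD3/CD28 (14 and 30 higher when adjusted over the list alone), and the list passed as a set with an estimated correlation only for the second (adjusted p = 0.297 with an estimated correlation, and 0.024). Among the 10 that rose with anti-CD3 were Cdc45, Dtl, Chek1 and Mcm5, and the 3 that fell were Pttg1, Ccnb2 and Cenpa. In Wt cells 33 and 35 of the list rose, with medians of 1.30 and 1.43 against 0.27 and 1.17 in Itk-/- cells. The difference in the Itk effect between the 2 stimuli was itself past the threshold for this list (median difference 0.83, adjusted p = 0.00356 with an estimated correlation, 0.0276 with only Wt day 1, 0.00512 with only day 2 and 0.0169 with day as a block), though with day as a block the rise in Itk-/- cells with anti-CD3/CD28 was not (0.0518). Of single probe-sets 1 passed that test, and 841 had an unadjusted p under 0.05. Set directly against anti-CD3, anti-CD3/CD28 gave 122 called probe-sets in Itk-/- and 33 in Wt cells. In Itk-/- cells G0s2, an inhibitor of lipolysis, was 4.51-fold lower (log2 fold change -2.20, standard error 0.23, adjusted p = 5.14e-04), and in Wt cells Il2 was 2.70-fold higher (adjusted p = 0.00994), Ccr9, a homing receptor for the gut, 3.20-fold lower (adjusted p = 0.0045) and Eomes 2.60-fold lower (adjusted p = 0.00492).

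**Figure D3:**
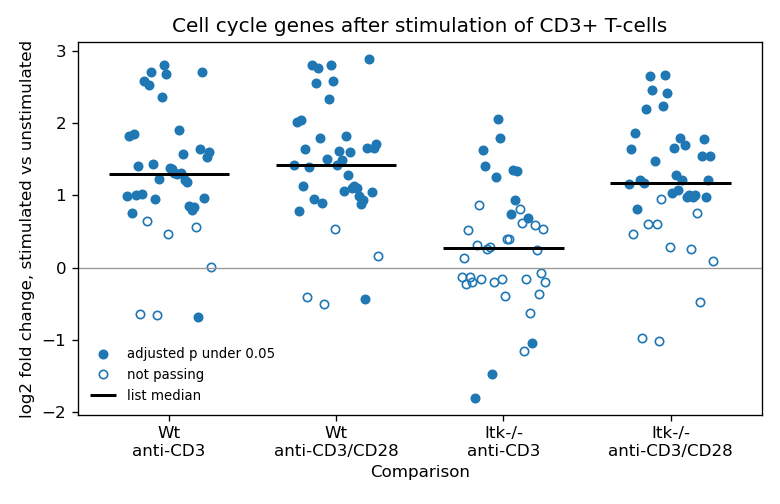
Limma log2 fold change of each measured gene of the cell cycle list after stimulation against unstimulated cells, in Wt and Itk-/- CD3+ T-cells with anti-CD3 and with anti-CD3/CD28. Filled points passed an adjusted p of 0.05, open points did not, and horizontal bars are list medians. The median of Itk-/- cells with anti-CD3 is 0.27 and those of the other groups are 1.30, 1.43 and 1.17.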

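At least 2-fold, 757 probe-sets differed between the stimuli in Itk-/- cells, 105 of them called by limma, 71 in Wt cells over the paper's arrays and 197 over all 5 (80.7% higher, or 31.1% of 61 with geometric means), where unchanged groups gave 936 in Itk-/- and 181 in Wt arrays. With the spread taken within days the Wt value was 149. Neither Wt value takes the replicate pairs into account. The 757 became 1257 without anti-CD3 replicate 1 and 1815 without anti-CD3/CD28 replicate 1, and the 197 became 383 and 129 without anti-CD3 day 1 replicates 2 and 3, 480 and 439 without anti-CD3/CD28 day 1 replicates 1 and 3, and 90 and 96 without its day 2 replicates 1 and 2. The Wt count by limma was 0 within day 1, where 653 passed an unadjusted p under 0.05, 9 within day 2 and 103 with day as a block. With a replicate block after the paper's pairs, which also separates the days, it was 204, with replicate numbers alone as a block 40, and with a replicate block within day 1 it was 0 (1095 unadjusted). Within day 1 the adjusted p was 0.179 for Il2, 0.272 for Ccr9 and 0.151 for Eomes, and within day 2 0.0844 for Ccr9 and 0.119 for Eomes. Leaving out 1 Wt array moved the count to 20 (anti-CD3 day 1 replicate 3), 16 (anti-CD3 day 2 replicate 2), and for anti-CD3/CD28 to 61, 21 and 20 (day 1 replicates 1 to 3) and 14 and 17 (day 2 replicates 1 and 2). The Itk-/- count by limma was 4 without anti-CD3 replicate 1, 4 without replicate 2 and 5 without anti-CD3/CD28 replicate 2. From the smaller share of its lists in common in Itk-/- than in Wt cells, the paper concludes that co-stimulation acted more on Itk-deficient than on Wt cells.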

We further examined some of the immune response-related genes previously mentioned. Ten members of the Klr family were up-regulated in unstimulated Itk-defective compared to Wt samples (Table 3), while after stimulation the majority of Klrs were down-regulated in both Wt and Itk-defective T-cells. 

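Klrg1 was 11.5-fold with anti-CD3 and 12.7-fold with anti-CD3/CD28 lower in Wt cells (adjusted p = 8.31e-11 and 3.22e-11) and 5.66-fold and 9.94-fold in Itk-/- cells. Klrd1 was 5.79-fold and 8.91-fold lower in Wt cells, and Klra7 4.01-fold and 4.18-fold lower there, while Klra7 did not pass in Itk-/- cells (log2 fold change 0.0073 and -0.065). Klra3 was 2.58-fold and 2.86-fold lower in Wt and 1.89-fold and 1.87-fold lower in Itk-/- cells. Of the 18 listed receptors (none for Klra3, and another probe-set for Klra7) 6 and 5 fell in Wt and 5 and 7 in Itk-/- cells, and none rose (6, 5, 6 and 7 when adjusted over the list alone). Set tests gave adjusted p = 0.0439 with an estimated correlation for Wt with anti-CD3, 0.0594 with anti-CD3/CD28, and 0.0156 and 0.0106 in Itk-/- cells. Of the 11 receptors of Table 3, 4 fell in Wt cells with anti-CD3, 5 with anti-CD3/CD28, and 3 and 5 in Itk-/- cells. The calls of Klra3 in Itk-/- cells were lost without unstimulated replicate 1 (0.0683 with anti-CD3) or 2 (0.145 and 0.102) and without stimulated replicate 1 (0.185 and 0.0989). With only Wt day 1, only day 2 or day as a block the Wt anti-CD3 set test did not pass (adjusted p = 0.0706, 0.125 and 0.0798). Of the NK cell list, which shares Klra8, Klrd1, Klre1 and Klrg1 with this one, 8 and 8 of 14 genes fell in Wt and 7 and 8 in Itk-/- cells (adjusted p = 0.0249 with an estimated correlation, then 0.015, 0.0142 and 0.00873).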

Down-regulation of Klrs were also reported for human cells from healthy individuals in a recent paper by Wang *et al*., where primary human T-cells were analyzed after anti-CD3/CD28-stimulation [27]. With respect to cytokine expression, IL-2 and IL-6 were found up-regulated upon anti-CD3-stimulation in both Wt and Itk-deficient samples when compared to the corresponding unstimulated cells. In contrast, IL-16 and IL-18 were down-regulated (Additional files 5 and 6). 

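Il2 signals in Wt cells were 128 ± 14.9 (SD, n = 3) unstimulated and 1919.7 ± 182 (SD, n = 3) after anti-CD3 over the paper's arrays, 14.9-fold higher, and 11.6-fold higher with the day 2 arrays added (log2 fold change 3.43, standard error 0.27, adjusted p = 1.25e-08). Il2 in Itk-/- cells was 3.60-fold higher (log2 fold change 1.85, standard error 0.37, adjusted p = 0.0027). Il6, a cytokine of inflammation, rose over the paper's arrays in Wt cells, from 44.0 ± 17.9 (SD, n = 3) to 112 ± 27.5 (SD, n = 3) (2.54-fold higher, adjusted p = 0.00129), and read 16.6 and 17.6 in the unused day 2 arrays. Over all 5 arrays it did not pass (1.68-fold higher, adjusted p = 0.831), nor in Itk-/- cells (2.54-fold higher, adjusted p = 0.648), with unstimulated signals of 104 and 126 and stimulated signals of 279 and 305. With day as a block Il6 was higher in Wt (adjusted p = 2.00e-04) and in Itk-/- cells (adjusted p = 0.00503), and with only day 2 of the Wt arrays it was lower after anti-CD3 in Wt cells (log2 fold change -1.29, adjusted p = 0.00672). The block places the unstimulated and Itk-/- arrays, which have no day label, with day 1. It is thus not independent of the result on day 1.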

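Il16, a chemoattractant made by resting lymphocytes, fell from 4087 ± 189 (SD, n = 3) to 835 ± 89.4 (SD, n = 3) in Wt cells with anti-CD3 over the paper's arrays (4.90-fold lower) and was 4.83-fold lower over all arrays (log2 fold change -2.28, standard error 0.15, adjusted p = 1.84e-09). It was 2.80-fold lower in Itk-/- cells (adjusted p = 1.07e-04), and with anti-CD3/CD28 5.48-fold lower in Wt and 5.10-fold in Itk-/- cells. Il18, a cytokine made by macrophages, was 2.62-fold lower with anti-CD3 in Wt cells over the paper's arrays, 2.60-fold over all (adjusted p = 0.00106), and 7.92-fold lower in Itk-/- cells (adjusted p = 2.83e-05). With anti-CD3/CD28 it was 2.08-fold lower in Wt (adjusted p = 0.00977, 0.113 without Wt unstimulated replicate 1 and 0.128 with only day 2) and 7.60-fold lower in Itk-/- cells. The unused day 2 arrays read 783 and 946 for Il16 and 86.1 and 110.1 for Il18 with anti-CD3. Of the macrophage list, which does not hold Il18, 20 and 23 of 26 genes fell in Itk-/- cells (adjusted p = 0.0272 with an estimated correlation and 0.0355, or 0.0601 and 0.0623 with day as a block), where Il18 was higher than in Wt cells before stimulation (3.18-fold, adjusted p = 0.0133, lost without Itk-/- replicate 1, 0.513, Wt replicate 2, 0.0593, or Wt replicate 3, 0.0525).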

Two cytokines, whose expression was only altered in Itk-deficient cells upon anti-CD3-stimulation, were IL-10 (up-regulated) and IL-33 (down-regulated) (data not shown). 

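Il10, an anti-inflammatory cytokine, stood 2.18-fold higher after anti-CD3 in Itk-/- cells, with signals of 96.3 and 129.7 before and 210.3 and 282 after, short of the threshold (log2 fold change 1.12, standard error 0.36, adjusted p = 0.0626), and passed with 32 added to every signal (0.032) and with day as a block (0.00314). In Wt cells it was 1.84-fold higher over the paper's arrays, a change that passed there (adjusted p = 0.00344), and 1.53-fold higher over all arrays without passing (adjusted p = 0.149), the unused day 2 arrays reading 70.8 and 89.6. Without the first of these it also passed (0.0497 without Wt anti-CD3 day 2 replicate 1). Il33 stood 2.11-fold lower in Itk-/- cells (adjusted p = 0.068, 0.0382 after quantile normalization) and 1.05-fold higher in Wt cells (adjusted p = 0.942), at signals of no more than 29.1 in any array. Neither gene passed the test of a difference between the genotypes in the response to anti-CD3 (difference of log2 fold changes 0.56, adjusted p = 1 for Il10 and -1.16, adjusted p = 0.661 for Il33).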

IL-33 is a novel IL-1 family cytokine, IL1F11/IL-33, playing an important role in eosinophil-mediated inflammation [28]. Interestingly, Itk-deficient mice have previously been shown to have reduced lung inflammation, eosinophil infiltration and mucous production after induction of allergic asthma [29]. 

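Besides the interleukins named so far, cytokine genes that changed with anti-CD3 were Ifng, at 31.7-fold higher in Wt and 14.3-fold in Itk-/- cells, Tnf, or tumour necrosis factor, at 2.63-fold and 3.39-fold, Lta, or lymphotoxin alpha, at 4.01-fold and 2.68-fold, and Lif at 14.8-fold and 3.31-fold (adjusted p = 6.89e-07 for Tnf in Wt). Ltb, or lymphotoxin beta, was 2.28-fold lower in Wt cells (adjusted p = 8.57e-04) and 1.55-fold lower in Itk-/- cells without passing (adjusted p = 0.378). For the paper's arrays Ifng was 36.7-fold, Tnf 2.47-fold, Lta 4.74-fold and Lif 15.6-fold higher and Ltb 2.11-fold lower in Wt cells. Of 37 cytokine genes listed, 5 rose and 3 fell with anti-CD3 in Wt and 6 and 2 in Itk-/- cells, the added riser there being Csf2, and with anti-CD3/CD28 8 and 3 in Wt and 9 and 3 in Itk-/- cells (5 higher and 3 lower for Wt anti-CD3 when adjusted over the list alone). As a set the list did not pass in either genotype (adjusted p = 0.685 with an estimated correlation for Wt and 0.559 for Itk-/- with anti-CD3). Among those that rose with anti-CD3/CD28 were Il9, a growth factor for mast cells and T-cells, at 4.52-fold in Itk-/- cells (adjusted p = 0.00191), and Il1a, an alarm cytokine, at 2.12-fold in Wt and 4.08-fold in Itk-/- cells. The call of Lta in Itk-/- cells with anti-CD3 was lost without unstimulated replicate 2 (0.0795) or anti-CD3 replicate 1 (0.0721), and that of Csf2 without any 1 of the 4 Itk-/- arrays (0.249, 0.152, 0.156 and 0.229 without unstimulated replicates 1 and 2 and anti-CD3 replicates 1 and 2).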

No other cytokines were differentially expressed. In the stimulated Wt samples we also observed altered expression of several transcription factors such as Zbtb16 (encoding the transcriptional regulator PLZF), Id2 and Spi-C, while in Itk-defective cells we found Zbtb16, Spi-C and Id3 to be differentially expressed upon stimulation.

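Zbtb16 was 2.72-fold lower with anti-CD3 and 4.81-fold with anti-CD3/CD28 in Wt cells over the paper's arrays and 2.86-fold and 5.64-fold over all (adjusted p = 5.24e-04 and 1.88e-06). In Itk-/- cells it was 4.94-fold lower with anti-CD3/CD28 (adjusted p = 4.43e-04) and 2.25-fold with anti-CD3, where it did not pass (adjusted p = 0.0761), though it did with day as a block (0.0435). Id2 was 2.68-fold and 2.99-fold lower in Wt cells (adjusted p = 3.77e-04 and 1.15e-04) and 1.83-fold and 1.88-fold in Itk-/- cells without passing (adjusted p = 0.208 and 0.119, or 0.0292 and 0.0133 with day as a block). Spic was 21.8-fold and 37.9-fold lower in Itk-/- cells (log2 fold change -4.19, standard error 0.62, adjusted p = 1.93e-04 with anti-CD3) and 3.55-fold and 3.04-fold in Wt cells, where its calls were lost without Wt unstimulated replicate 1 (0.0574 and 0.11) or with only day 2 (0.151 and 0.119). Macrophage genes beside Spic fell too, Vcam1, an adhesion molecule, by 20.0-fold and 20.2-fold in Wt and 30.8-fold and 59.1-fold in Itk-/- cells. Id3, another inhibitor of E-proteins, was 2.03-fold and 2.78-fold lower in Itk-/- and 2.41-fold and 1.81-fold in Wt cells (adjusted p = 0.00291, 3.22e-05, 2.53e-06 and 1.98e-04). None of the 4 passed the test of a difference between genotypes in the response to either stimulus (adjusted p from 0.256 to 1).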

**Figure 2:**
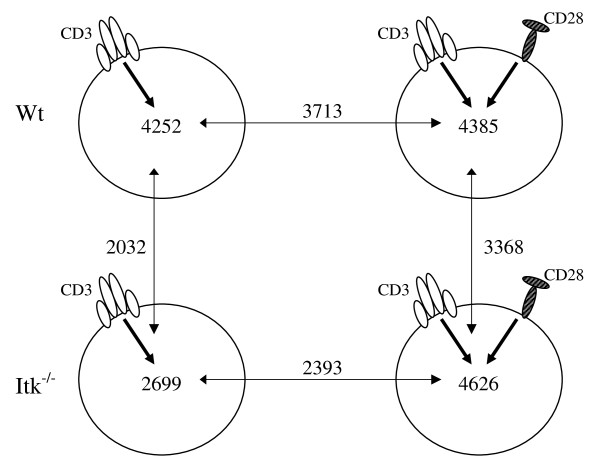
**The amount of differentially expressed probe-sets in Wt and Itk-defective CD3^+ ^T-cells following stimulation**. The upper panel represents the Wt T-cells and the lower the Itk-defective T-cells. The left panel symbolizes the anti-CD3-stimulation and the right panel the anti-CD3/CD28-stimulation. All the stimulations were compared to the untreated condition. The arrows denote the number of overlapping probe-sets.

### CD4^+ ^and CD8^+ ^T-cell signatures in Itk-deficiency

As T-cells can be divided into CD4^+ ^and CD8^+ ^subsets, and as these subsets have very distinct functions and gene regulations, we examined Itk-deficiency in MACS purified CD4^+ ^and CD8^+ ^Wt and Itk-deficient T-cells. The Itk-deficient CD4^+ ^and CD8^+ ^T-cells are known from previous studies to be of a memory-like phenotype, characterized by the markers CD44 and CD122 [9-11,13]. Since CD122 expression is enhanced by the transcription factors eomesodermin and T-box 21 (T-bet), we looked for their expression in our data. Eomesodermin was previously reported to be up-regulated in Itk-deficient T-cells [9] and we found the expression of eomesodermin much higher in the CD8^+ ^T-cell population compared to CD4^+ ^in unstimulated condition. The same was also seen with T-bet. Taken together, the observed expression pattern of eomesodermin and T-bet is in agreement with previously published studies and thus validates our microarray data. Moreover, our analysis also includes new knowledge related to these transcripts, namely how they respond to activation of T-cells as well as the effect of CsA (Additional file 7).

Both CD4^+ ^and CD8^+ ^T-cell subsets in Itk-deficient mice have been shown to differ in phenotype compared to the Wt mice. In the absence of Itk, a higher percentage of each subset expresses surface markers, typical for memory phenotype cells, such as CD44^hi ^and CD122^hi ^[9,10,13]. We sought to determine whether this was also reflected by their transcriptomes. The number of transcripts differentially expressed between unstimulated Itk^-/- ^and Wt in the CD4^+ ^population was 2050, while in the CD8^+ ^population the number was higher (n = 6907). The 60 most up- and down-regulated transcripts from each subset are shown in Tables 5 and 6. Among those are genes already mentioned, e.g. eomesodermin, Klra3 and 8, T-bet and Granzyme M. In these groups we also found Zbtb16. Interestingly, Zbtb16 was 12-fold up-regulated in CD4^+ ^cells and 45-fold down-regulated in CD8^+ ^cells, also suggesting a highly efficient separation of the two subsets. Based on these findings PLZF was selected for further studies presented elsewhere [30]. The most pronounced changes were seen in the CD8^+ ^population (Table 6), with 69-fold down-regulation of Clca1, which is a calcium-activated chloride-channel, of importance in airway epithelial cells. Two up-regulated transcripts were the PTB-domain containing MAP-kinase regulator Dok5 (29-fold) and α-tubulin (30-fold), whose expression in T-cells, to our knowledge, was not previously reported. After anti-CD3-stimulation we found the number of differentially expressed transcripts reduced in both subsets, approximately 30% and 47% fewer probe-sets in CD4^+ ^and CD8^+^, respectively. The overlapping probe-sets between the unstimulated and the anti-CD3-stimulated conditions are shown in Figure 3. 82% of the transcripts in the CD4^+ ^subset were also found in the CD8^+ ^population in unstimulated cells. The percentage of overlapping transcripts decreased with stimulation.

**Table 5:** The 60 most up- and down-regulated transcripts in Itk-defective CD4^+ ^T-cells (unstimulated cells)

**Probe set**	**Gene Symbol, Gene Title**	**Itk^-/- ^vs Wt**	**t-test**
1436386_x_at	OTTMUSG00000010671	-7.51	0.012
1444708_at	Tmem29, transmembrane protein 29	-5	0.014
1434418_at	Lass6, LAG1 homolog, ceramide synthase 6	-4.93	0.001
1438354_x_at	Cnn3, Calponin 3, acidic	-4.81	0.030
1430988_at	2810407C02Rik	-3.84	0.028
1430827_a_at	Ptk2, PTK2 protein tyrosine kinase 2	-3.68	0.002
1458977_at	A530021J07Rik	-3.36	0.006
1439778_at	Cables1, Cdk5 and Abl enzyme substrate 1	-3.26	0.018
1427675_at	V1ra2, vomeronasal 1 receptor, A2	-3.22	0.041
1448338_at	Pgcp, plasma glutamate carboxypeptidase	-3.16	0.001
1458945_at	AU015148	-3.16	0.038
1421507_at	Olfr78, olfactory receptor 78	-3.07	0.021
1457120_at	Itk, IL2-inducible T-cell kinase	-2.96	0.002
1456178_at	Bambi-ps1, BMP and activin membrane-bound inhibitor, pseudogene (Xenopus laevis)	-2.94	0.000
1455907_x_at	Phox2b, paired-like homeobox 2b	-2.88	0.050
1452474_a_at	Art3, ADP-ribosyltransferase 3	-2.86	0.026
1459508_at	C85600	-2.79	0.007
1440761_at	4833422C13Rik	-2.77	0.052
1446412_at	*Gene name not assigned for this probe set*	-2.71	0.012
1441221_at	*Gene name not assigned for this probe set*	-2.7	0.019
1427632_x_at	Cd55, CD55 antigen	-2.65	0.042
1439181_at	BC043301	-2.63	0.032
1434473_at	Slc16a5, solute carrier family 16 (monocarboxylic acid transporters), member 5	-2.59	0.001
1448002_x_at	2610001J05Rik	-2.57	0.018
1455425_at	BB001228	-2.57	0.016
1419620_at	Pttg1, pituitary tumor-transforming 1	-2.53	0.000
1453009_at	*Gene name not assigned for this probe set*	-2.39	0.000
1455740_at	Hnrnpa1, heterogeneous nuclear ribonucleoprotein A1	-2.31	0.048
1429413_at	Cpm, carboxypeptidase M	-2.28	0.003
1416441_at	Pgcp, plasma glutamate carboxypeptidase	3.12	0.005
1425216_at	Ffar2, free fatty acid receptor 2	3.13	0.036
1448471_a_at	Ctla2a, cytotoxic T lymphocyte-associated protein 2 alpha	3.13	0.006
1450334_at	Il21, interleukin 21	3.13	0.013
1423091_a_at	Gpm6b, glycoprotein m6b	3.21	0.032
1435339_at	Kctd15, potassium channel tetramerisation domain containing 15	3.24	0.044
1428197_at	Tspan9, tetraspanin 9	3.37	0.001
1449036_at	Rnf128, ring finger protein 128	3.44	0.002
1449361_at	Tbx21, T-box 21	3.5	0.012
1447839_x_at	Adm, adrenomedullin	3.62	0.031
1418318_at	Rnf128, ring finger protein 128	3.77	0.021
1419647_a_at	Ier3, immediate early response 3	3.78	0.005
1448961_at	Plscr2, phospholipid scramblase 2	4.06	0.012
1449280_at	Esm1, endothelial cell-specific molecule 1	4.15	0.013
1427445_a_at	Ttn, titin	4.32	0.006
1425471_x_at	*Gene name not assigned for this probe set*	4.33	0.050
1438553_x_at	*Gene name not assigned for this probe set*	4.35	0.019
1423231_at	Nrgn, neurogranin	4.66	0.002
1416846_a_at	Pdzrn3, PDZ domain containing RING finger 3	4.69	0.002
1430946_at	2600014E21Rik	4.82	0.031
1426001_at	Eomes, eomesodermin homolog (Xenopus laevis)	5.43	0.024
1422280_at	Gzmk, granzyme K	5.6	0.002
1427608_a_at	Tcrg-V1, T-cell receptor gamma, variable 1	5.62	0.044
1434194_at	Mtap2, microtubule-associated protein 2	5.71	0.040
1434115_at	Cdh13, cadherin 13	6.15	0.047
1455435_s_at	Chdh, choline dehydrogenase	6.54	0.041
1449864_at	Il4, interleukin 4	6.77	0.031
1424011_at	Aqp9, aquaporin 9	7.23	0.011
1420678_a_at	Il17rb, interleukin 17 receptor B	9.84	0.029
1442025_a_at	*Gene name not assigned for this probe set*	11.69	0.008
1419874_x_at	Zbtb16, zinc finger and BTB domain containing 16	12.07	0.009

The down-regulated transcripts are shown with "-"

**Table 6:** The 60 most up- and down-regulated transcripts in Itk-defective CD8^+ ^T-cells (unstimulated cells)

**Probe set**	**Gene Symbol, Gene Title**	**Itk^-/- ^vs Wt**
1417852_x_at	Clca1, chloride channel calcium activated 1	-68.71
1419874_x_at	Zbtb16, zinc finger and BTB domain containing 16	-45.13
1436759_x_at	Cnn3, calponin 3, acidic	-39.91
1454869_at	Wdr40b, WD repeat domain 40B	-34.02
1427054_s_at	Abi3bp, ABI gene family, member 3 (NESH) binding protein	-31.51
1437992_x_at	Gja1, gap junction protein, alpha 1	-25.36
1416203_at	Aqp1, aquaporin 1	-24.68
1437279_x_at	Sdc1, syndecan 1	-24.33
1448182_a_at	Cd24a, CD24a antigen	-21.41
1456956_at	Ikzf2, IKAROS family zinc finger 2	-19.8
1442025_a_at	*Gene name not assigned for this probe set*	-19.78
1439422_a_at	C1qdc2, C1q domain containing 2	-19.69
1454086_a_at	Lmo2, LIM domain only 2	-18.62
1416330_at	Cd81, CD81 antigen	-17.08
1451867_x_at	Arhgap6, Rho GTPase activating protein 6	-17.08
1456060_at	Maf, avian musculoaponeurotic fibrosarcoma (v-maf) AS42 oncogene homolog	-16.84
1419014_at	Rhag, Rhesus blood group-associated A glycoprotein	-16.79
1416193_at	Car1, carbonic anhydrase 1	-16.49
1450744_at	Ell2, elongation factor RNA polymerase II 2	-14.83
1456147_at	St8sia6, ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 6	-14.78
1456475_s_at	Prkar2b, protein kinase, cAMP dependent regulatory, type II beta	-14.57
1460431_at	Gcnt1, glucosaminyl (N-acetyl) transferase 1, core 2	-14.03
1437171_x_at	Gsn, gelsolin	-13.64
1417777_at	Ltb4dh, leukotriene B4 12-hydroxydehydrogenase	-13.54
1437935_at	4930486G11Rik	-13.51
1434499_a_at	Ldhb, lactate dehydrogenase B	-13.44
1450333_a_at	Gata2, GATA binding protein 2	-13.33
1423569_at	Gatm, glycine amidinotransferase (L-arginine:glycine amidinotransferase)	-12.94
1435884_at	Itsn1, intersectin 1 (SH3 domain protein 1A)	-12.72
1425145_at	Il1rl1, interleukin 1 receptor-like 1	-12.6
1449313_at	Klk1b5, kallikrein 1-related peptidase b5	13.38
1454106_a_at	Cxxc1, CXXC finger 1 (PHD domain)	13.41
1442639_at	*Gene name not assigned for this probe set*	13.76
1443006_at	*Gene name not assigned for this probe set*	13.93
1433449_at	Snx32, sorting nexin 32	14.78
1423603_at	Zfpm1, zinc finger protein, multitype 1	14.98
1441770_at	Ppat, phosphoribosyl pyrophosphate amidotransferase	15.29
1420343_at	Gzmd, granzyme D	15.42
1445596_at	*Gene name not assigned for this probe set*	15.54
1452985_at	Uaca, uveal autoantigen with coiled-coil domains and ankyrin repeats	16.55
1420233_at	*Gene name not assigned for this probe set*	16.79
1423020_at	*Gene name not assigned for this probe set*	17.39
1454481_at	Mif, macrophage migration inhibitory factor	17.64
1427426_at	Kcnq5, potassium voltage-gated channel, subfamily Q, member 5	18.06
1424698_s_at	Gca, grancalcin	18.46
1447574_s_at	Slc32a1, Solute carrier family 32 (GABA vesicular transporter), member 1	18.73
1431854_a_at	4930452B06Rik	18.94
1460267_at	Dmrt3, doublesex and mab-3 related transcription factor 3	19.76
1417197_at	Wwc2, WW, C2 and coiled-coil domain containing 2	20.76
1442788_at	Afap1, actin filament associated protein 1	20.91
1447292_at	Actr1b, ARP1 actin-related protein 1 homolog B (yeast)	21.96
1431878_at	Grhl2, grainyhead-like 2 (Drosophila)	22.18
1449501_a_at	Gzmm, granzyme M (lymphocyte met-ase 1)	23.58
1436500_at	Rps24, Ribosomal protein S24	25.96
1425436_x_at	Klra3, killer cell lectin-like receptor, subfamily A, member 3	26.39
1456130_at	LOC553091	27.36
1454240_at	Nfe2l3, nuclear factor, erythroid derived 2, like 3	29.25
1422641_at	Dok5, docking protein 5	29.31
1417375_at	Tuba4a, tubulin, alpha 4A	30.36
1425417_x_at	Klra8, killer cell lectin-like receptor, subfamily A, member 8	131.81

The down-regulated transcripts are shown with "-"

**Figure 3:**
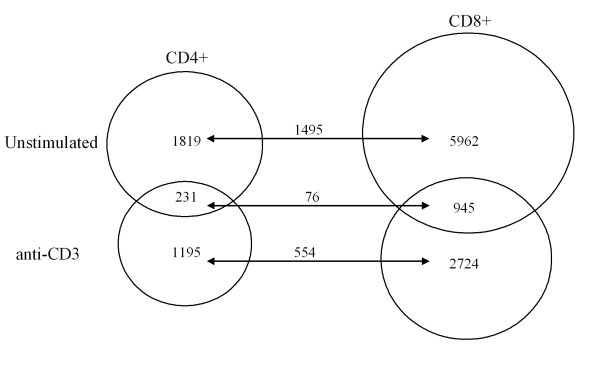
**Overlapping probe-sets in unstimulated and anti-CD3-stimulated Itk-deficient CD4^+ ^(left) and CD8^+ ^(right) T-cell populations**. Each circle is a comparison between Itk-defective and Wt samples. All the comparisons were made with the criterion ≥ 2-fold.

The largest number of differentially expressed transcripts was observed in the unstimulated groups of Itk-deficient CD4^+ ^and CD8^+ ^T-cell subsets. By subtracting the overlapping 1495 probe-sets (Figure 3) from unstimulated Itk-deficient CD4^+ ^and CD8^+ ^cells, respectively, we characterized separate core groups of transcripts for each subset. The remaining number of probe-sets in the CD4^+ ^population was 324 (Additional file 8), while it was more than 10-fold higher in the CD8^+ ^group (Additional file 9). Interestingly, two members of the Klr family (Klrb1a (Ly55a) and Klrb1c (NK-1.1)) were present in the CD4^+^population, while four other members were found in the CD8^+ ^subset (Klra4 (Ly49D), Klra19 (Ly49S), Klrc2 (NKG2C) and Klrk1 (NKG2D)). Five Klrs were in common between unstimulated CD4^+ ^and CD8^+ ^groups, they were Klra3, a7, a8, a22 and b1b (by comparing 2050 and 6907 in Fig. 3). The differentially expressed NK/innate cell-related transcripts were not limited to cell surface markers, since RNA for the cytotoxic protein Granzyme M was strongly enriched in the Itk-deficient population, again confirming that NK- and innate cells have overlapping transcriptomes [31].

### Itk-deficiency mimics calcineurin inhibition

Tec-family kinases activate PLCγ and are therefore important regulators of Ca^2+^-mobilization and the calcineurin/NFAT pathway [5,32]. However, Tec-family kinases regulate also other signaling pathways. To investigate which of the Itk-related changes is the consequence of an impaired calcineurin/NFAT pathway, we compared the expression profiles of anti-CD3 ± CD28 stimulated Itk^-/- ^CD3^+ ^T-cells and of CsA-treated Wt T-cells. 

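Wt T-cells were stimulated for 24 h with anti-CD3 or anti-CD3/CD28 in the presence of 1 µg/ml of cyclosporin A (CsA), with 2 arrays for each stimulus (the sample labels give the dose as 1 mg/ml). They are set against the 5 Wt arrays of the same stimulus without CsA, of which the paper used the 2 of day 2 for CsA and the 3 of day 1 for Itk-/- cells, as the folds in Additional file 10 show. The copy held here has 112 of its 113 rows, and the paper gives no reason for the choice. Effects of CsA and of Itk-deficiency over the paper's arrays thus share no array, while over all 5 they share all Wt arrays, and both versions are given. The labels name no day for the CsA arrays. Their 18S rRNA signal was 2785 to 3222, against 2239.9 to 3129.9 in the Wt arrays of day 2, 5510.2 to 9876 in those of day 1 and 7576 to 10889 in Itk-/- arrays, so against day 1 this signal moves with CsA, while against day 2 the ranges overlap. With day as a block the CsA arrays are placed with day 2, and the unstimulated and Itk-/- arrays with day 1. Itk mRNA itself was 2.74-fold lower with CsA and anti-CD3 (adjusted p = 2.09e-04), and with anti-CD3/CD28 1.42-fold lower without passing (adjusted p = 0.216).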

CsA specifically inhibits calcineurin and by that affects downstream signaling and the activation of the transcription factors of the NFAT-family. Based on the dependency of Itk and/or calcineurin, three groups of genes could be identified: Itk- and calcineurin-dependent (Itk/CN); Itk-dependent and calcineurin-independent (Itk/non-CN) and Itk-independent and calcineurin-dependent (non-Itk/CN).

Altogether, after anti-CD3-stimulation 4613 probe-sets were differentially expressed in CsA-treated cells compared to untreated, and after co-stimulation the number was reduced by 15% to 3936. 

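CsA lowered several products of T-cell activation. Lif was 13.5-fold lower with anti-CD3 over the paper's arrays and 14.7-fold over all (log2 fold change -3.88, standard error 0.16, adjusted p = 1.73e-11), Tbx21, the T-box factor T-bet, 10.6-fold and 10.0-fold, Ccl3 20.4-fold and 24.0-fold and Nr4a2 23.4-fold and 23.3-fold. With anti-CD3/CD28 these were 9.07-fold, 11.3-fold, 9.08-fold and 8.77-fold lower over all arrays. Of 35 NFAT and TCR-induced genes 25 fell with anti-CD3 and 22 with anti-CD3/CD28 (25 and 22 when adjusted over the list alone, adjusted p = 0.0164 with an estimated correlation and 0.0564), while Nr4a1 and Rcan1, an inhibitor of calcineurin, rose with anti-CD3 and Nr4a1 with anti-CD3/CD28. The rises of Nr4a1 and Rcan1 with anti-CD3 were lost without CsA replicate 1 (adjusted p = 0.178 and 0.419) or 2 (adjusted p = 0.131 and 0.0628), with day as a block (adjusted p = 0.066 and 0.223) and without Wt day 1 replicate 3 (adjusted p = 0.0607 and 0.0655), that of Nr4a1 also without Wt day 1 replicate 2 (adjusted p = 0.0563), and that of Rcan1 without Wt day 1 replicate 1 (adjusted p = 0.07) or day 2 replicate 1 or 2 (adjusted p = 0.057 or 0.0754). Against Wt day 2 alone the list test gave adjusted p = 0.0574 and 0.104 for the 2 stimuli, against day 1 alone 0.0536 and 0.0752 and with day as a block 0.0152 and 0.0544.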

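Of 40 cell cycle genes 35 fell with CsA and anti-CD3 and 32 with CsA and anti-CD3/CD28 (36 and 35 when adjusted over the list alone, adjusted p = 0.0117 with an estimated correlation and 0.0564), Cdc6, which licenses DNA replication, by 16.5-fold and 3.16-fold, and 1, Pttg1, the securin of mitosis, rose with anti-CD3. Of 23 genes of glycolysis and the hypoxia response 10 and 8 fell (11 and 9 when adjusted over the list alone, adjusted p = 0.0121 with an estimated correlation and 0.0564), while the glucose transporter Slc2a3 and Pdk1 rose with anti-CD3 and Slc2a3 and Aldoc with anti-CD3/CD28. Sterol synthesis genes (8 and 7 of 15 lower, 9 and 10 adjusted over the list alone, adjusted p = 0.0634 with an estimated correlation and 0.083) and ATF4 targets (15 and 13 of 24 lower, 16 and 14 adjusted over the list alone, adjusted p = 0.0512 with an estimated correlation and 0.116) fell in part, and the ATF4 targets Ddit3 and Trib3 rose with both stimuli. Of these rises, that of Pdk1 was lost without CsA replicate 1 or 2 (adjusted p = 0.147 or 0.124) and without Wt day 1 replicate 1 or 2 (adjusted p = 0.0501 or 0.0504), that of Aldoc without CsA replicate 2 (adjusted p = 0.105) and that of Trib3 with anti-CD3/CD28 without CsA replicate 1 or 2 (adjusted p = 0.0702 or 0.0743). Of 14 naive T-cell genes 11 and 12 rose (11 and 12 when adjusted over the list alone, adjusted p = 0.00817 with an estimated correlation and 0.00205), among them S1pr1, the receptor for leaving lymph nodes, by 15.1-fold and 14.2-fold. Against Wt day 2 alone the anti-CD3 list tests gave adjusted p = 0.00994 for cell cycle, 0.0771 for glycolysis and 0.0574 for naive T-cell genes, against day 1 alone 0.0554, 0.0554 and 0.00605, and with day as a block 0.0152, 0.0373 and 0.0071. With anti-CD3/CD28 these were 0.0388, 0.151 and 0.0388 against day 2 alone, 0.151, 0.0973 and 0.00269 against day 1 alone and 0.0696, 0.0826 and 0.00249 with the block.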

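Over the paper's arrays 4660 probe-sets differed at least 2-fold with CsA under anti-CD3 (59.9% higher) and 3981 under anti-CD3/CD28 (60.2% higher), or 4619 and 3939 without immunoglobulin, histocompatibility and sex-linked transcripts, and 49.4% and 45.5% of the full counts had p under 0.05 in the methods' paired t-test. With the unused day 1 arrays added the counts were 5593 and 4248, 58.8% and 61.4% higher, with 83.3% and 87.6% called by limma, and unchanged groups gave 518 and 521. After quantile normalization 47.8% of 5317 under anti-CD3 were higher. Lif read 937 to 1167 in the unused day 1 arrays with anti-CD3, 833 and 1005 on day 2 and 63.7 and 72.4 with CsA. At any size of change limma called 5008 higher and 4078 lower with anti-CD3 (3879 and 5054 after quantile normalization) and 4383 and 3223 with anti-CD3/CD28. The anti-CD3 limma count was 5838 or 5041 without CsA replicate 1 or 2 and the anti-CD3/CD28 count 4207 or 4381. Against day 2 alone the 2 counts were 6571 and 5584, against day 1 alone 10513 and 9022 and with day as a block 7837 and 6886.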

The gene numbers observed in Itk-deficient compared to Wt cells were 804 and 409 after anti-CD3- and anti-CD3/CD28-stimulation, respectively (Figure 1a). 

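Among genes that moved the same way with Itk-deficiency and with CsA under anti-CD3 were Cxcr6, a chemokine receptor of memory cells, 4.64-fold and 9.79-fold higher over the paper's arrays and 5.27-fold and 7.78-fold over all, and S100a6, a calcium-binding protein, 3.55-fold and 13.5-fold (adjusted p = 4.20e-05 and 5.27e-10). Egln3, lower in Itk-/- cells, was 2.90-fold lower with CsA, and Ak3l1, a mitochondrial adenylate kinase, 3.69-fold and 15.1-fold lower. Of the probe-sets at least 2-fold different in Itk-/- cells over the paper's arrays, 505 (59.4%) were also at least 2-fold different with CsA, 334 higher in both, 134 lower in both and 37 in opposite directions. Independent lists share 87.9. With all Wt arrays as the controls of both the overlap was 537 (58.6%), 447 of them in the same direction. Simulated unchanged groups gave 94.2, of which 83.5 in the same direction. In those draws CsA changed nothing as well, so they are no baseline for lists of the real sizes. Independent lists of the sizes over all arrays share 114. With the days exchanged (day 2 for Itk, day 1 for CsA) the overlap was 952, 442 in the same and 510 in opposite directions. By limma 662 of the 939 probe-sets called in Itk-/- cells (70.5%) were called with CsA, 424 higher and 190 lower in both and 48 in opposite directions, with all 5 Wt arrays as the controls of both, for which no value of unchanged groups was computed.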

About 60% of the probe-sets that were changed ≥ 2-fold in Itk^-/- ^compared to Wt after anti-CD3-stimulation were also found in the CsA-treated samples (Figure 4, Itk/CN anti-CD3, showing the 10 most highly-regulated transcripts). In co-stimulated cells 45% of the probe-sets were the same (Figure 4, Itk/CN anti-CD3/CD28). 

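With anti-CD3/CD28 Epsti1, an interferon-inducible gene, was 14.2-fold higher with CsA and 3.00-fold higher in Itk-/- cells over the paper's arrays (adjusted p = 2.24e-10 and 8.08e-05 over all), and Il18r1, a chain of the IL-18 receptor, 18.3-fold and 3.58-fold higher (adjusted p = 9.61e-10 and 8.08e-05). A total of 204 probe-sets over the paper's arrays (45.9% of those different in Itk-/- cells) were at least 2-fold different in both, 155 higher, 27 lower and 22 opposite, where independent lists share 39.2. Over all Wt arrays 288 (34.7%, or 22.1% without Itk-/- replicate 2) were shared, 182 in the same direction, with 92.3 in unchanged groups. In those unchanged groups CsA changed nothing as well, so 92.3 is no baseline for lists of the real sizes. Independent lists of the sizes over all arrays share 78.2. With the days exchanged 1159 were shared, 223 in the same and 936 in opposite directions. Limma called 202 of 317 in both (63.7%), 153 higher, 22 lower and 27 opposite, also with shared controls. From the overlap of the transcripts affected, the paper concludes that Itk-deficiency in part mimicked treatment with CsA.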

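Pde2a, a phosphodiesterase of cyclic nucleotides, changed with Itk-deficiency and with CsA under both stimuli. Its level over the paper's arrays was 4.03-fold higher in Itk-/- cells with anti-CD3 and 2.54-fold with anti-CD3/CD28, and with CsA 8.52-fold and 10.4-fold higher (adjusted p = 1.01e-06, 1.25e-04, 7.67e-11 and 1.42e-10 over all arrays). Klra3 was 4.70-fold and 4.85-fold higher with CsA, in the direction of its Itk effect. In all, 137 probe-sets over the paper's arrays were at least 2-fold different in all 4 comparisons, or 116 without immunoglobulin, histocompatibility and sex-linked transcripts. With every Wt array 151 were, 129 with day 1 and 296 with day 2 as the only Wt arrays, against a mean of 5.65 for unchanged groups. CsA changed nothing in those draws, so 5.65 is no baseline for lists of the real sizes.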

When comparing the Itk-dependent probe-sets being calcineurin-dependent in both stimulations the overlap was 113 (Additional file 10). As expected, IL-2 was found in that group, confirming the biological relevance of our data, since IL-2 is known to be both Itk- and calcineurin-dependent [16,33]. 

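Il2, the T-cell growth factor, read 79.8 and 98.5 with CsA and anti-CD3, 9.43-fold below the Wt arrays of day 2, and 16.7-fold below all Wt arrays, the unused day 1 arrays (1709 to 2026) included (log2 fold change -3.96, standard error 0.31, adjusted p = 1.40e-08). With CsA and anti-CD3/CD28 it read 89.7 and 96.3, 39.1-fold lower than on day 2 and 43.2-fold lower than in all arrays (adjusted p = 5.46e-10). Il2 in CsA-treated Wt cells was below Il2 in stimulated Itk-/- cells, a difference past the threshold with both stimuli (log2 difference of Itk-/- minus CsA 2.47 and 3.15, adjusted p = 1.14e-04 and 7.56e-06). Il3, a growth factor for haematopoietic cells, was 2.72-fold lower with CsA and anti-CD3/CD28 over the paper's arrays and 3.83-fold over all (adjusted p = 0.00205).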

Among other genes found in this group were *Zbtb16 *(up-regulated) and *Crabp2 *(down-regulated). 

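Zbtb16 was 2.89-fold higher with CsA and anti-CD3 over the paper's arrays and 2.65-fold over all (log2 fold change 1.47, standard error 0.34, adjusted p = 0.00318), with signals of 36.1 and 78.0 on day 2, 54.0 to 86.7 on day 1, 153 and 177 with CsA and 303 and 560.3 in Itk-/- cells. With anti-CD3/CD28 it was 4.88-fold and 3.62-fold higher with CsA (adjusted p = 4.35e-04). Crabp2, which carries retinoic acid to its receptors, was 6.95-fold lower with CsA and anti-CD3 and 5.07-fold with CsA and anti-CD3/CD28, or 11.5-fold and 9.16-fold over all arrays (adjusted p = 4.36e-06 and 2.27e-05). With anti-CD3 its signals were 759.7 and 919 on day 2, 1403 to 2106 on day 1, 111 and 130.4 with CsA and 296 and 362 in Itk-/- cells. The anti-CD3 call of Zbtb16 was lost without CsA replicate 2 (adjusted p = 0.062).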

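Xcl1, also called lymphotactin, had signals of 2406 and 3010.3 in Wt cells with anti-CD3 on day 2 and 221 and 249 with CsA, 11.5-fold lower, or 18.7-fold lower over all Wt arrays (log2 fold change -4.11, standard error 0.43, adjusted p = 5.76e-07). With anti-CD3/CD28 it was 6.31-fold lower over the paper's arrays and 11.7-fold over all (adjusted p = 1.01e-05). Itk-/- cells read 11007 and 12022 with anti-CD3 and day 1 Wt cells 3479.9 to 7062, 2.08-fold higher, and with anti-CD3/CD28 2.02-fold higher. Over all 5 Wt arrays the Itk effect was 2.61-fold and 2.64-fold without passing (adjusted p = 0.0878 and 0.155). It passed against only Wt day 2 (adjusted p = 1.88e-04 and 1.50e-04) and without Wt day 1 replicate 1 of each stimulus (adjusted p = 0.0346 and 0.0366). Set directly against CsA-treated Wt cells, Itk-/- cells held more Xcl1 mRNA under both stimuli (log2 difference 5.62 and 4.92, adjusted p = 5.38e-07 and 2.11e-06).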

Interestingly, the transcript for chemokine (C-motif) ligand 1 (Xcl1) was down-regulated in the CsA-treated cells while it showed increased expression in Itk-deficient samples. Furthermore, cytotoxic T lymphocyte-associated protein 2 alpha and beta (*Ctla2a *and *Ctla2b*) were up-regulated. Interestingly, their altered expression was more pronounced in the CsA-treated (>3 times higher) than in the Itk-deficient samples. 

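Ctla2b, an inhibitor of cysteine proteases, had signals of 109.9 and 150.0 in Wt cells with anti-CD3 on day 2 and 3618 and 3774 with CsA, 28.4-fold higher, or 29.4-fold with the unused day 1 arrays (114 to 129.7) added (log2 fold change 4.89, standard error 0.18, adjusted p = 3.18e-12). With anti-CD3/CD28 the rise was 48.5-fold and 41.5-fold. Ctla2b in Itk-/- cells was 5.14-fold and 6.19-fold higher over all arrays (adjusted p = 3.22e-07 and 6.28e-08). Ctla2a, its close relative, was 10.1-fold and 14.0-fold higher with CsA and 3.88-fold and 4.69-fold higher in Itk-/- cells over the paper's arrays, or 7.68-fold, 9.55-fold, 4.50-fold and 5.68-fold over all. CsA-treated Wt cells held more Ctla2b mRNA than Itk-/- cells (log2 difference of Itk-/- minus CsA -2.52 and -2.74, adjusted p = 3.02e-07 and 1.09e-07), while for Ctla2a this difference passed only with day as a block (log2 difference -0.77 and -0.75, adjusted p = 0.102 and 0.107, or 4.18e-05 and 4.58e-05 with the block). The 2 transcripts are close in sequence, and 1 further probe-set is shared by both.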

Two granzyme-encoding genes, *Gzma *and *Gzmk*, were also found among those that were Itk- and calcineurin-dependent.

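Gzmk, granzyme K, was 8.91-fold higher with CsA and anti-CD3 over the paper's arrays, 10.7-fold over all (log2 fold change 3.43, standard error 0.23, adjusted p = 2.39e-09), and 6.12-fold and 7.08-fold with anti-CD3/CD28. In Itk-/- cells it was 4.51-fold and 2.66-fold higher over the paper's arrays (adjusted p = 2.83e-05 and 0.0105 over all, the second 0.498 without Itk-/- replicate 1). Gzma, granzyme A, was 6.71-fold and 5.58-fold higher in Itk-/- cells over the paper's arrays and 8.71-fold and 7.00-fold over all (adjusted p = 0.00102 and 0.00625), lost without Itk-/- anti-CD3 replicate 2 (adjusted p = 0.0601) and without either Itk-/- anti-CD3/CD28 replicate (adjusted p = 0.131 and 0.103). With CsA Gzma was 5.12-fold and 3.48-fold higher over the paper's arrays and 2.84-fold and 2.15-fold over all (adjusted p = 0.0333 and 0.133), the second of which passed over the paper's arrays (adjusted p = 0.0156). The anti-CD3 call of Gzma was lost with only Wt day 1 (adjusted p = 0.131), after quantile normalization (adjusted p = 0.074), without CsA replicate 1 or 2 (adjusted p = 0.0503 or 0.334) and without Wt day 1 replicate 3, day 2 replicate 1 or day 2 replicate 2 (adjusted p = 0.0675, 0.0657 and 0.0629).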

**Figure 4:**
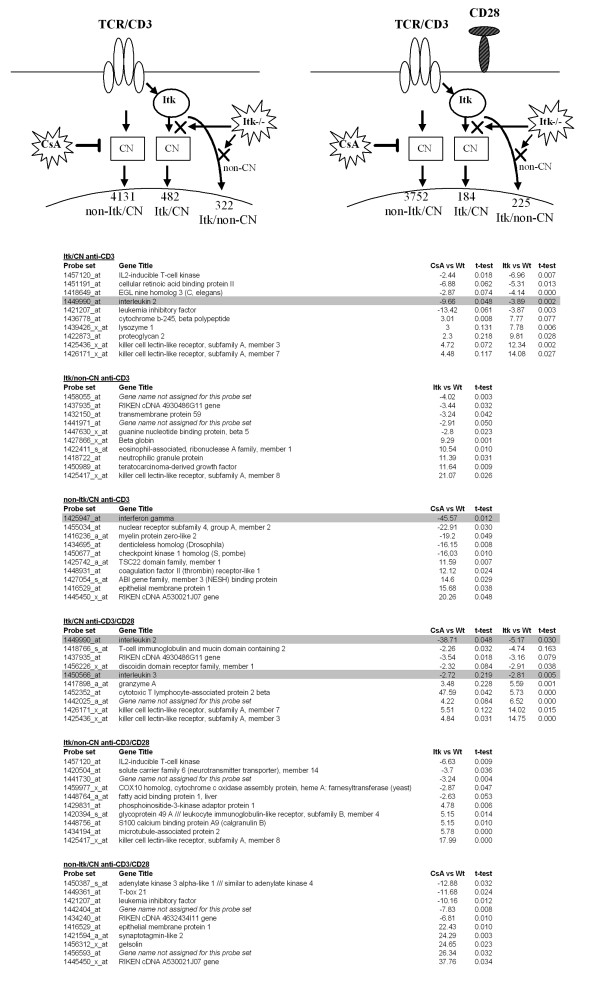
**Anti-CD3- and anti-CD3/CD28-stimulations leading to Itk- and calcineurin-dependent and -independent transcriptional signatures**. Three different groups of genes exist in each stimulation condition. The groups are Itk- and calcineurin-dependent (Itk/CN), Itk-dependent and calcineurin-independent (Itk/non-CN) and Itk-independent and calcineurin-dependent (non-Itk/CN). 113 probe-sets are overlapping between Itk/CN groups in the two stimulations. In each group the 10 most highly regulated transcripts are presented. All the chosen genes passed the t-test criterion of p < 0.05. The down-regulated transcripts are shown with "-". The transcripts in the two Itk/CN groups passed the criterion in at least one of the two comparisons. Genes previously known to be calcineurin-regulated are grey-shaded [16]. Arrows denoting signal transduction from CD28 have been omitted for clarity.

The fractions of Itk/non-CN genes (322 vs 225- for anti-CD3- and anti-CD3/CD28-stimulated T-cells, respectively) shared 95 probe-sets, corresponding to 89 transcripts (Additional file 11). Among them were three up-regulated members of the Klrs; *Klra5, Klra8 *and *Klre1*. 

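S100a9, far higher in Itk-/- cells with anti-CD3, was 5.15-fold higher with anti-CD3/CD28 over the paper's arrays, and 1.14-fold and 1.21-fold higher with CsA, where it did not pass (adjusted p = 0.831 and 0.995). Aqp9, a channel for water and glycerol, was 3.46-fold and 4.56-fold higher in Itk-/- cells and did not pass with CsA (adjusted p = 0.353 and 0.593). Itk-/- cells were above CsA-treated cells in S100a9 and Aqp9 with both stimuli (log2 difference 3.96 and 2.53 for S100a9 and 2.94 and 3.17 for Aqp9, adjusted p = 6.60e-05 and 6.16e-04 with anti-CD3). Of 19 neutrophil genes, S100a9 among them, 0 and 1 were higher with CsA (Mpo, myeloperoxidase, in the second), and none was lower (0 higher and 0 lower with anti-CD3 and 1 higher and 0 lower with anti-CD3/CD28 when adjusted over the list alone, adjusted p = 0.97 with an estimated correlation and 0.971). Over the paper's arrays 345 probe-sets with anti-CD3 and 240 with anti-CD3/CD28 differed at least 2-fold in Itk-/- cells and not with CsA, and 117 were common to both, or 102 without immunoglobulin, histocompatibility and sex-linked transcripts. With every Wt array these were 379, 541 and 157, the last 117 with only day 1 and 657 with only day 2, against a mean of 37.5 for unchanged groups. CsA changed nothing in those draws, so 37.5 is no baseline for lists of the real sizes. The 379 became 580 or 661 without Itk-/- anti-CD3 replicate 1 or 2, and the 541 became 932 or 1428 without Itk-/- anti-CD3/CD28 replicate 1 or 2 and 927 without Wt anti-CD3/CD28 day 1 replicate 1. The Itk call of S100a9 with anti-CD3/CD28 was lost without Itk-/- replicate 1 or 2 (adjusted p = 0.0853 or 0.204) and over the paper's arrays (adjusted p = 0.0884), and that of Aqp9 without Itk-/- anti-CD3 replicate 2 (adjusted p = 0.198) or anti-CD3/CD28 replicate 1 (adjusted p = 0.101).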

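Klra8 was 1.51-fold and 1.31-fold higher with CsA over the paper's arrays, below its level in Itk-/- cells (log2 difference of Itk-/- minus CsA 3.51 and 3.40, adjusted p = 3.26e-07 and 4.80e-07). Over all Wt arrays the CsA effect on Klra8 was 1.67-fold with anti-CD3 (adjusted p = 0.0396, but 0.195 over the paper's arrays and 0.181 with day as a block, and from 0.0629 to 0.213 without CsA replicate 1 or 2, Wt day 1 replicate 1 or 3, or Wt day 2 replicate 2) and 1.51-fold with anti-CD3/CD28 (adjusted p = 0.106, and 0.0454 without Wt day 2 replicate 1). Klre1 was 1.56-fold and 1.65-fold higher over the paper's arrays, where it did not pass (adjusted p = 0.0822 and 0.0572), and 1.77-fold and 1.96-fold over all (adjusted p = 0.00944 and 0.00274), lost without CsA replicate 1 (adjusted p = 0.181 and 0.0944). Klra5 did not pass with CsA (adjusted p = 0.896 and 0.905). The difference of Itk-/- and CsA-treated cells did not pass for Klre1 (adjusted p = 0.17 and 0.528) or Klra5 (0.0506 and 0.203). Klrd1 was 10.8-fold and 15.9-fold and Klrg1 3.70-fold and 4.99-fold higher with CsA (adjusted p = 5.99e-10 and 9.77e-07 with anti-CD3). Of 18 killer receptors 6 and 5 were higher with CsA and 1, Klrg2, lower in each (6 higher and 1 lower with anti-CD3 and 5 higher and 1 lower with anti-CD3/CD28 when adjusted over the list alone, adjusted p = 0.176 with an estimated correlation and 0.116). Those of the list higher with anti-CD3/CD28 were Klrd1, Klrc1, Klrg1, Klre1 and Klra17, and Klra3 (adjusted p = 1.20e-07) and Klra7 (adjusted p = 0.00247) were also higher on the paper's probe-sets, which the list does not hold. Of 14 NK cell genes 5 were higher with anti-CD3 (Klrd1, Klrg1, Klre1, Gzma and Klra8) and 4 with anti-CD3/CD28 (Klrd1, Klrg1, Klre1 and Il2rb), and Prf1, perforin, fell with anti-CD3 (5 higher and 1 lower, then 4 higher and 0 lower when adjusted over the list alone, adjusted p = 0.497 with an estimated correlation and 0.116).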

After co-stimulation, a much smaller number of probe-sets were Itk-dependent compared to anti-CD3-stimulation only (p < 10^-6^). 

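Tbx21 and the chemokine Ccl3, both far lower with CsA, were 1.25-fold lower and 1.41-fold higher in Itk-/- cells with anti-CD3 and did not pass (adjusted p = 0.941 and 0.875). Itk-/- and CsA-treated cells differed in both genes with both stimuli (log2 difference 3.02 and 3.18 for Tbx21 and 5.07 and 3.98 for Ccl3, adjusted p = 9.52e-08 and 4.09e-08 with anti-CD3). Hk2, a hexokinase of glycolysis, was 8.52-fold and 3.32-fold lower with CsA over the paper's arrays (adjusted p = 3.54e-10 and 9.57e-07 over all) and did not pass in Itk-/- cells (adjusted p = 0.169 and 0.981). With anti-CD3 4155 probe-sets over the paper's arrays and 3777 with anti-CD3/CD28 differed at least 2-fold with CsA and not in Itk-/- cells. These were 5056 and 3960 over all Wt arrays, 6405 and 5311 with only day 1 and 3941 and 3210 with only day 2.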

The transcripts being calcineurin-dependent but Itk-independent (non-Itk/CN group) were 4131 and 3752 in anti-CD3- and co-stimulated cells, respectively. It is interesting to note that CsA-treatment, but not Itk-deficiency (the non-Itk/CN anti-CD3 group), results in severely reduced transcript levels for IFNγ. 

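Ifng signals with CsA and anti-CD3 were 167 and 168, 45.5-fold lower than in Wt cells of day 2 and 59.3-fold lower than in all Wt arrays (log2 fold change -5.86, standard error 0.27, adjusted p = 5.27e-11). With anti-CD3/CD28 Ifng was 19.3-fold and 28.0-fold lower (adjusted p = 7.43e-10). Itk-/- cells with anti-CD3 read 9293 and 10362, 1.17-fold lower than Wt cells of day 1 and 1.01-fold lower against all 5 Wt arrays (log2 fold change 0.012, standard error 0.27, adjusted p = 1). With anti-CD3/CD28 Ifng was 1.78-fold higher in Itk-/- cells without passing (adjusted p = 0.256), and passed with only Wt day 2 (adjusted p = 0.00224) and without Wt day 1 replicate 1 (adjusted p = 0.0478). The difference between Itk-/- and CsA-treated cells passed with both stimuli (log2 difference 5.87 and 5.64, adjusted p = 1.41e-09 and 4.09e-09). Of the 17 innate-like and memory T-cell genes, to which Ifng belongs, 10 rose and 3 (Ifng, Tbx21 and Xcl1) fell with CsA and anti-CD3, and 12 rose and the same 3 fell with anti-CD3/CD28 (11 higher and 3 lower, then 13 higher and 3 lower when adjusted over the list alone, adjusted p = 0.22 with an estimated correlation and 0.0745).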

Previous studies show that an immediate IFNγ release is a hallmark of the innate CD8-population [9,10].

### NFAT-binding genes that are Itk- and calcineurin- dependent

The comparison of Itk-deficient and CsA-treated Wt T-cells revealed 482 up- or down-regulated transcripts upon anti-CD3-stimulation. In order to identify putative NFAT-binding sites (GGAAA), we selected 24 genes for bioinformatic analyses. The genes were chosen as being highly regulated in the CsA or Itk^-/- ^comparisons after anti-CD3-stimulation. 19/24 of these genes were also significantly regulated after co-stimulation with anti-CD3/CD28. 

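Myo1f, an unconventional myosin, was 9.99-fold higher with CsA and anti-CD3 over the paper's arrays and 10.8-fold with CsA and anti-CD3/CD28 (adjusted p = 9.71e-09 and 2.59e-08 over all), and Mettl7a1, a methyltransferase-like protein, 29.6-fold and 43.7-fold higher (adjusted p = 1.85e-07 and 4.61e-08). Cth, cystathionase, which makes cysteine, was 5.74-fold and 8.06-fold lower (adjusted p = 1.83e-08 and 1.34e-08). Over the paper's arrays all 24 genes of Additional file 12 were at least 2-fold different with CsA and in Itk-/- cells, in the same direction, after anti-CD3, and 19 after anti-CD3/CD28, all but Ak3l1, Bub1, Il7r, Itgb3 and Ptpla. With all Wt arrays 21 met this after anti-CD3/CD28, all but Ak3l1, Bub1 and Ptpla. By limma 16 rose and 8 fell with CsA and anti-CD3/CD28, and 11 rose and 6 fell in Itk-/- cells, 7 not passing there. With anti-CD3 16 rose and 8 fell with CsA, and 14 and 8 in Itk-/- cells, where Slfn1 and the probe-set that the paper gives for Id2 did not pass. The Id2 probe-set did pass with the replicate numbers as a block. The genes were chosen by the paper from these arrays, so these counts are not independent evidence of their direction.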

15/24 genes had putative NFAT-sites in the 500 bp region upstream of the transcriptional start site (Additional file 12). We identified 1 to 2 binding sites in 4 of those genes: *IL7R, Bub1, Ctla2a *and *Ctla2b*, as well as upstream of the translation initiation of *Schlafen1 (Slfn1) *gene (Figure 5a). To test whether NFAT binds to the promoter region of the genes *in vivo*, chromatin-immunoprecipitation experiments were performed. As a positive control, we used the IL-2 promoter region known to contain functional NFAT-sites bound by NFATc1 [34,35]. ChIP assays demonstrated NFATc1 binding to the IL-2 promoter region as expected and revealed anti-CD3 induced binding of NFATc1 to the selected regions of the five genes. They were also shown to be *bona fide *calcineurin-regulated genes owing to that the induced binding was reversed by CsA-treatment (Fig. 5b). 

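Il2, Il7r, Bub1, Slfn1, Ctla2a and Ctla2b were compared over all 5 Wt arrays with anti-CD3, the arrays of Figure 5c. Il7r, the IL-7 receptor of resting T-cells, stood at 3136 ± 1623 (SD, n = 3) in unstimulated Wt cells, 284 ± 47.9 (SD, n = 5) with anti-CD3 and 4590.2 ± 136 (SD, n = 2) with anti-CD3 and CsA (16.2-fold higher, log2 fold change 4.03, standard error 0.32, adjusted p = 1.68e-08), and at 3577 ± 162 (SD, n = 2) and 832 ± 11.2 (SD, n = 2) in unstimulated and stimulated Itk-/- cells. Bub1, a kinase of the mitotic checkpoint, rose from 284 ± 58.4 to 1035 ± 265 with anti-CD3 in Wt cells and stood at 112 ± 27.8 with CsA (9.27-fold lower, adjusted p = 3.36e-08) and 419 ± 83.5 in stimulated Itk-/- cells. Slfn1, a growth regulator of T-cells, fell from 3576 ± 902 to 783 ± 173 in Wt cells and stood at 3218 ± 253 with CsA (4.11-fold higher, adjusted p = 0.00125) and 2239.9 ± 848 in stimulated Itk-/- cells. Ctla2a stood at 711 ± 168 with anti-CD3 in Wt, 5462 ± 244 with CsA and 3197 ± 179.9 in Itk-/- cells, and Ctla2b at 126 ± 15.8, 3696 ± 109.8 and 645 ± 0.0240. Il2 stood at 1488 ± 606 and 89.2 ± 13.2 in the Wt groups. Errors are SDs, with the array numbers given for Il7r.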

A heat-map presenting the signal intensities of the above mentioned genes is shown in Figure 5c.

**Figure 5:**
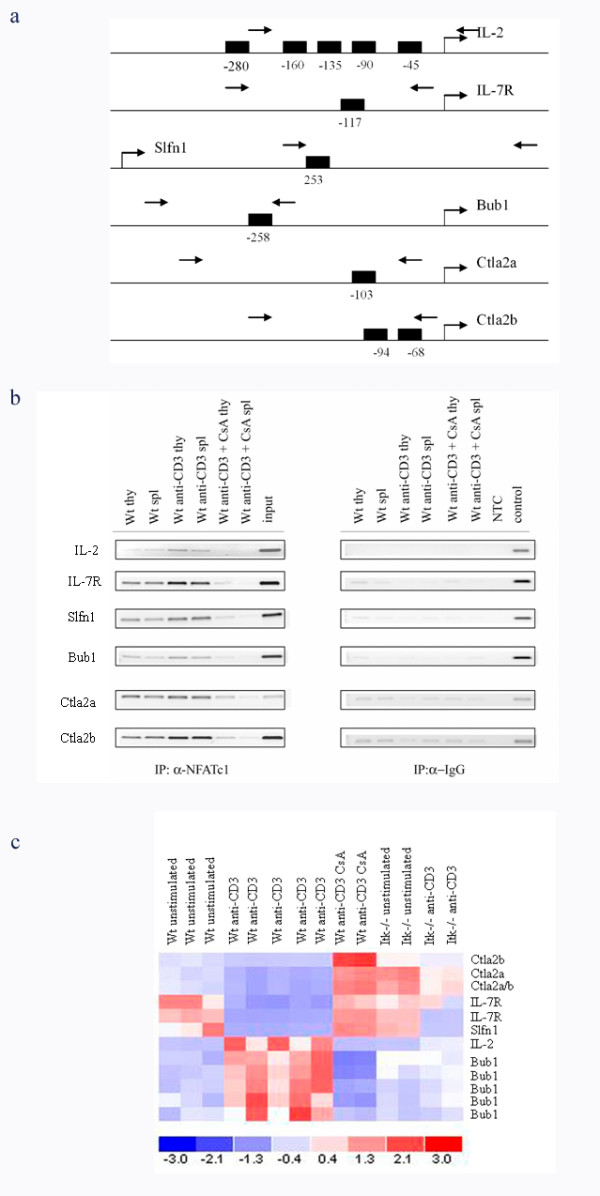
**NFAT-binding genes being Itk- and calcineurin-dependent**. **a**. Promoter regions with NFAT-binding sites in *IL2, IL7R, Bub1, Slfn1 (Schlafen1), Ctla2a and Ctla2b *genes are shown with the binding site(s) represented by black boxes. This identification was done by bioinformatic analyses of the 500 bp region upstream of each gene's transcriptional start site. This approach identified 1–2 NFAT binding sites within the promoter regions of these genes as well as upstream of the translation initiation of *Slfn1 *gene. The numbers below each box represent the position of the binding site in correlation to the transcription start. The arrows indicate forward and reverse primers. **b**. NFATc1-binding in *IL2, IL7R, Bub1, Slfn1, Ctla2a and Ctla2b *genes. CD3^+ ^T-cells were isolated from Wt thymus (thy) and spleen (spl) as described in experimental procedures. The PCR pictures were analyzed with Fluoro-S gel documentation equipment (BioRad Laboratories, CA) with a CCD camera, and further evaluated using the Quantity One software. Input; DNA before IP, NTC; no template control. **c**. Signal intensities of the six genes in Wt unstimulated, Wt anti-CD3-stimulated, Wt anti-CD3-stimulated + CsA-treated, Itk-defective unstimulated and Itk-defective anti-CD3- stimulated samples. The figure was made in dChip [21]. The color scale in the lower part of the picture corresponds to the mean expression of a gene. The red color represents expression level above mean expression of a gene across all samples, the white color is mean expression and the blue color represents expression lower than the mean.

### Transcripts regulated by Tec-family kinases

Itk is crucial for T-cell development and activation. Similarly, Btk is essential for proper differentiation and activation of B-cells [36,37]. In a previous study, we investigated the genes modulated by Btk [24]. There was a pronounced overlap 18/38 (47%) between differentially expressed genes from the Itk-defective T-cells (900-list) and the previously published list of Btk-deficient genes from splenic B-cells as analyzed by the U74Av2 chip with approximately 12 000 genes [24]. The overlapping transcripts are shown in Table 7. Sixteen of the 18 genes were similarly regulated, which shows a highly significant co-variation (p = 0.01). Among these genes were those for transcription factors (Id2, Ikaros and Spi-C), cell membrane spanning (Csf1r, Mrc1 and Vcam1) and secreted proteins (Aif1, Igf1 and Tgfbi).

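In unstimulated CD3+ T-cells Mrc1, the mannose receptor of macrophages, was 6.10-fold higher in Itk-/- than Wt cells (log2 fold change 2.68, standard error 0.47, adjusted p = 0.00718), Csf1r, the receptor for the macrophage growth factor, 3.95-fold (adjusted p = 0.0135), Vcam1, an adhesion molecule, 5.59-fold (adjusted p = 0.0324) and Tgfbi, a secreted matrix protein, 3.49-fold (adjusted p = 0.0249). Aif1, a protein of activated macrophages, at 2.28-fold higher, and Igf1, insulin-like growth factor 1, at 2.58-fold, did not pass (adjusted p = 0.14 and 0.328), nor did Id2 or Ikzf1, the gene of Ikaros, though Aif1 did without Wt replicate 1 (adjusted p = 0.00334). Of the 18 genes of Table 7, 16 were at least 2-fold higher and 2 at least 2-fold lower, and limma called 11 higher and none lower. The table was chosen by the paper from these arrays and a B-cell list not analysed here, so the direction is not independent evidence. After stimulation 3 were called higher with anti-CD3 and 2 with anti-CD3/CD28. Of the 18, Aif1, C1qb, C1qc, Csf1r, Fcna, Mrc1, Sirpa, Spic and Vcam1 also stand in the list of macrophage genes. The calls of Mrc1, Csf1r, Vcam1 and Tgfbi were lost without Itk-/- replicate 1 (adjusted p = 0.339, 0.513, 0.813 and 0.455), those of Csf1r, Vcam1 and Tgfbi without Wt replicate 3 (adjusted p = 0.0516, 0.116 and 0.081), those of Csf1r and Vcam1 without Wt replicate 2 (adjusted p = 0.0552 and 0.131) and that of Tgfbi without Itk-/- replicate 2 (adjusted p = 0.101).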

**Table 7:** Overlapping transcripts between Btk^-/- ^B-cells and Itk^-/- ^T-cells

**U74Av2**	**MOE 430 2.0**	**Gene Symbol, Gene Title**	**Fold change Btk^-/-^/Itk^-/-^**
102330_at	1418204_s_at	Aif1, allograft inflammatory factor 1	7.47/2.28
95546_g_at	1419519_at	Igf1, insulin-like growth factor 1	6.5/2.46
103226_at	1450430_at	Mrc1, mannose receptor, C type 1	5.42/6.06
95597_at	1423414_at	Ptgs1, prostaglandin-endoperoxide synthase 1	4.68/2.43 **
95597_at	1436448_a_at	Ptgs1, prostaglandin-endoperoxide synthase 1	4.68/2.19 **
96020_at	1417063_at	C1qb, complement component 1, q subcomponent, beta polypeptide	4.57/6.6 ***
96020_at	1434366_x_at	C1qb, complement component 1, q subcomponent, beta polypeptide	4.57/5.87 ***
96020_at	1437726_x_at	C1qb, complement component 1, q subcomponent, beta polypeptide	4.57/4.46 ***
104354_at	1419873_s_at	Csf1r, colony stimulating factor 1 receptor	4.4/3.96 **
104354_at	1423593_a_at	Csf1r, colony stimulating factor 1 receptor	4.4/2.95 **
103736_at	1448005_at	Sash1, SAM and SH3 domain containing 1	3.97/6.79
103454_at	1418555_x_at	Spic, Spi-C transcription factor (Spi-1/PU.1 related)	3.93/3.75 *
103454_at	1449134_s_at	Spic, Spi-C transcription factor (Spi-1/PU.1 related)	3.93/8.5 *
92877_at	1415871_at	Tgfbi, transforming growth factor, beta induced	3.9/3.46 ***
92877_at	1437463_x_at	Tgfbi, transforming growth factor, beta induced	3.9/5.04 ***
92877_at	1448123_s_at	Tgfbi, transforming growth factor, beta induced	3.9/4.52 ***
92877_at	1456250_x_at	Tgfbi, transforming growth factor, beta induced	3.9/4.6 ***
92223_at	1449401_at	C1qc, complement component 1, q subcomponent, C chain	3.73/5.47
92558_at	1448162_at	Vcam1, vascular cell adhesion molecule 1	3.63/5.62
102065_at	1418243_at	Fcna, ficolin A	3.6/5.27
103070_at	1416985_at	Sirpa, signal-regulatory protein alpha	3.42/3.58
102860_at	1424923_at	Serpina3g, serine (or cysteine) peptidase inhibitor, clade A, member 3G	3.05/2.08 ***
99476_at	1453931_at	Col14a1, collagen, type XIV, alpha 1	2.95/(-)2.51
93013_at	1422537_a_at	Id2, inhibitor of DNA binding 2	2.77/2.03 **
102293_at	1421303_at	Ikzf1, IKAROS family zinc finger 1	(-)2.7/(-)2.2
99413_at	1419610_at	Ccr1, chemokine (C-C motif) receptor 1	(-)4.13/2.62 *

The down-regulated transcripts are shown with "(-)"

* Denotes significant changes in Itk^-/- ^T-cells. * p ≤ 0.05 ** p ≤ 0.01 *** p ≤ 0.001

## Discussion

For any analysis of individuals with defective genes there are important considerations related to the choice of accurate controls and the adequate interpretation of the data. This is nicely exemplified in Itk-deficiency. Thus, when mice with Itk-deficiency are immunized and generate impaired responses it is unclear to what extent the impairment is caused by the reduced numbers of mature T-lymphocytes as compared to the increased innate populations versus that the mature as well as the innate populations are deficient because they lack Itk. The net outcome is the sum of these alterations. The same is true in microarray experiments or when phenotypic markers are assayed by other means. In the likely event that the innate populations themselves are further altered owing to lack of Itk, the corresponding population may not even exist in the Wt. The same principle is true for any mutant gene, and it is important to be aware of this fact when interpreting data, including expression profiling, related to such defects. In this report we describe the phenotypic changes in Itk-deficiency and make comparisons to CsA-treatment. Owing to the very large number of genes with altered expression, we here provide an overview of the observed changes. We pinpoint some of the interesting findings obtained from this dataset. However, the original gene profiling data, available to any investigators at GEO, could be analyzed in different ways, depending on the biological question to be answered.

T-cells deficient for the Tec-family kinase Itk have severe impairment during T-cell activation. Furthermore, Itk has also been shown to be involved in signaling pathways that regulate the development decisions of conventional versus innate-like T-cell development [9-13], since CD8^+ ^T-cells and a certain fraction of CD4^+ ^T-cells have an innate-like T-cell phenotype. Collectively, these studies revealed that Itk has a crucial and important function in T-cells. In this study we performed an Affymetrix microarray expression analysis to investigate how Itk-deficiency affects the expression profile in T-cells. The effect of Itk-deficiency was investigated in CD3^+ ^T-cells, as well as in the CD4^+ ^and CD8^+ ^T-cell subsets. These signatures for the first time reveal the transcriptome of Itk-deficiency.

The most pronounced changes were observed in resting Itk-deficient compared to Wt CD3^+ ^T-cells. This is in agreement with the previous findings that more genes are expressed in untreated cells as compared to stimulated T-lymphocytes [38-40]. Thus, after anti-CD3/CD28-stimulation the number of differentially expressed transcripts was dramatically decreased in Itk-defective (down by approximately 50%) compared to Wt cells. This suggests that the CD28 co-stimulatory pathway is less dependent of Itk. It was previously shown that Itk was a negative regulator of CD28-signaling in CD4^+ ^T-cells [41]. However, sorted naïve CD4^+ ^T-cells from Itk-deficient mice had normal CD28 co-stimulatory responses when compared to Wt cells [42], showing that CD28-signaling is not dependent on Itk in these cells. Our result confirms that Itk is not essential for CD28-signaling and suggests that a great deal of the TCR signaling defects in Itk^-/- ^T-cells is rescued by CD28 co-stimulation *in vitro*. However, expression of genes that is essential for T-cell proliferation like *Il2 *remain Itk-dependent after co-stimulation.

It was satisfying to observe the most pronounced transcriptional changes in CD8^+ ^cells, since Itk-deficiency is known to predominantly affect this subpopulation [9-11]. The overlap between CD4^+ ^and CD8^+ ^subsets was highest in untreated cells indicating an innate-like pattern also of the CD4^+ ^population. Moreover, a recent paper showed that CD4^+ ^T-cells in Itk-deficient mice have a memory phenotype with expression of typical surface markers such as CD62L^low ^and CD44^high ^[13]. When looking at the specific transcripts for each T-cell subset we found differences in expression of Klrs, two members in CD4^+ ^and four in CD8^+^. Klrb1a (Ly55a) and Klrb1c (NK-1.1) were found in CD4^+ ^T-cells. To our knowledge, only NK-1.1 was previously reported for Itk-deficient CD4^+ ^T-cells [13]. Klrc2 (NKG2C) and Klrk1 (NKG2D) were previously reported in CD8^+ ^T-cells [11]. In addition, we found Klra4 (Ly49D) and Klra19 (Ly49S), not previously described in this context. In unstimulated Itk^-/- ^CD3^+ ^T-cells eleven Klr members were found (shown in Table 3). Klra3, a7, a8 and b1b were shown to be common to the CD4^+ ^and CD8^+ ^subsets. 

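Klra3 signals with anti-CD3 were 117 and 176 in Wt cells of day 2, 596 and 778 with CsA and 2033 and 2605 in Itk-/- cells, so that the rise with CsA over all Wt arrays was 4.00-fold (log2 fold change 2.01, standard error 0.20, adjusted p = 2.49e-07) and smaller than in Itk-/- cells (log2 difference of Itk-/- minus CsA 1.76, adjusted p = 3.86e-05). Klra7, the gene of Ly49G, was 4.59-fold and 5.50-fold higher with CsA over the paper's arrays and 2.87-fold and 3.57-fold over all (adjusted p = 0.00841 and 0.00247), lost without CsA replicate 2 (adjusted p = 0.142 and 0.064). Klra8 with anti-CD3 read 59.4 and 62.9 with CsA.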

Interestingly, we found Klra3 and Klra7 to also be calcineurin-dependent, while Klra8 was only Itk-dependent. Of note is also that a cytosolic protein known to characterize NK-cells, granzyme M, was present in the data. It has recently been shown to be expressed in NK-cells and cytotoxic T-cells with innate immune function [31]. Here, we show for the first time up-regulation of this transcript in CD8^+ ^Itk-defective T-cells. As expected, more differentially expressed genes were revealed following separation into the CD4^+ ^and CD8^+ ^subsets. In a mixed population changes that affect both subsets in a similar way are preferentially detected.

Itk-deficiency partially mimicked CsA-treatment, since there was a large overlap of affected transcripts. However, we observed that CsA had a much greater effect on transcriptional regulation compared to loss of Itk, especially after co-stimulation. Approximately 4000 genes were affected by CsA following either anti-CD3- or anti-CD3/CD28-stimulation, while the corresponding numbers for those also affected by Itk was 482 and 184, respectively. 113 probe-sets were shared between Itk-defective and CsA-treated T-cells independent of stimulation. Among them we found *Zbtb16*, encoding the transcriptional regulator PLZF, and *Xcl1*, which is also called lymphotactin or ATAC, a chemokine mainly produced by activated CD8^+ ^T-cells [43,44]. Also, *Crabp2 *was found in this comparison showing its calcineurin-dependency. *Crabp2 *is involved in regulating access of retinoic acid to its nuclear receptors, is developmentally regulated [45], and has been implicated in various forms of tumors. In addition, our analysis revealed that some of the Itk-induced changes are independent of the Ca^2+^/calcineurin pathway (322 and 225 transcripts after anti-CD3- and anti-CD3/CD28-stimulation, respectively). In this study we did not treat Itk-deficient cells with CsA. Such experiments could give further insights into the calcineurin-dependent regulation.

One interesting example of how different members of a gene family are differentially affected by Itk-deficiency and CsA-treatment is provided by the Granzyme family. Granzymes are serine proteases expressed in cytotoxic lymphocytes [46]. Interestingly, Granzymes A and K were both Itk- and calcineurin-dependent, while granzymes E and M were found to be Itk-dependent and calcineurin-independent after anti-CD3-stimulation. Both granzymes A and K induce caspase-independent cell death. 

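Of 14 genes of granzymes and killing 2 (Gzmk and Gzma) were higher with CsA and anti-CD3 and 3 (Gzmb, Gzmc and Prf1) lower, and with anti-CD3/CD28 Gzmk was higher and Gzmb lower (2 higher and 5 lower, then 2 higher and 1 lower when adjusted over the list alone, adjusted p = 0.876 with an estimated correlation and 0.971). Gzmm was 2.25-fold higher in Itk-/- cells with anti-CD3 over the paper's arrays and 2.37-fold over all (adjusted p = 0.00524), lost over the paper's arrays (adjusted p = 0.0533) and without Itk-/- replicate 2 (adjusted p = 0.306), and 1.38-fold higher with CsA without passing (adjusted p = 0.359). Gzme, granzyme E, stood 2.79-fold lower in Itk-/- cells over the paper's arrays and 1.62-fold lower with CsA, neither passing (adjusted p = 0.287 and 0.558), at signals of no more than 23.2 in any array. Itk-/- and CsA-treated cells differed in Gzmk with both stimuli (log2 difference -1.44 and -1.62, adjusted p = 0.00121 and 3.69e-04) and not in Gzma (adjusted p = 0.0888 and 0.0677).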

Not much is known about granzyme E, while granzyme M is known to induce cell death in a caspase- and mitochondria-independent way [46]. 

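Gzmb, granzyme B, had signals of 10992 and 11936 in Wt cells with anti-CD3 on day 2, 14024 to 16741 on day 1, 1195 and 1229.9 with CsA and 15118 and 15164 in Itk-/- cells. With CsA it was 9.46-fold lower with anti-CD3 and 5.20-fold with anti-CD3/CD28 over the paper's arrays and 11.6-fold and 6.18-fold over all (log2 fold change -3.51, standard error 0.22, adjusted p = 8.34e-10 with anti-CD3). In Itk-/- cells it did not pass with either stimulus (1.08-fold and 1.52-fold higher over all arrays, adjusted p = 1 and 0.441), the second passing against only Wt day 2 (adjusted p = 0.0353). The difference between Itk-/- and CsA-treated cells passed in both (log2 difference 3.64 and 3.23, adjusted p = 2.77e-08 and 1.18e-07).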

Granzyme B was only affected in CsA-treated samples and has been shown to be involved in the induction of caspase-dependent apoptosis. Collectively, this demonstrates that expression of granzymes is differentially controlled.

The comparison of Itk-deficiency and CSA-treated CD3^+ ^T-cells led also to the identification of novel NFAT target genes. The combination of a bioinformatics approach and chromatin-immunoprecipitation assays revealed that *IL7R, Schlafen1, Bub1, Ctla2a and Ctla2b *are novel Itk- and calcineurin-dependent genes with seemingly functional NFAT-binding sites. However, they can be regulated in different ways, e.g. Ctla2a and Ctla2b, IL7R and Slfn1 were negatively regulated, while IL-2 and Bub1 were positively regulated by CN-dependent pathways. 

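Of the genes with altered levels in CsA-treated cells, Ctla2a and Ctla2b were 3.06-fold and 2.66-fold higher in unstimulated Itk-/- than Wt cells (adjusted p = 0.00638 and 0.00104), the first lost without Itk-/- replicate 1 or 2 (adjusted p = 0.0909 or 0.0731). Il7r, Slfn1, Bub1 and Il2 did not pass there (adjusted p = 0.976, 0.98, 0.998 and 0.995). After anti-CD3 Il7r was 2.92-fold higher in Itk-/- cells over the paper's arrays and 2.93-fold over all (log2 fold change 1.57, standard error 0.32, adjusted p = 0.00773), a call lost without either Itk-/- replicate (adjusted p = 0.126 and 0.146), and Slfn1 2.82-fold and 2.86-fold higher without passing (adjusted p = 0.0917). Bub1 was 2.25-fold and 2.47-fold lower (adjusted p = 0.00972), lost over the paper's arrays (adjusted p = 0.099) and without Itk-/- replicate 1 or 2 (adjusted p = 0.298 or 0.0682). Il7r in Itk-/- cells was 4.30-fold lower after anti-CD3 than before (adjusted p = 0.00118), against 11.0-fold in Wt cells.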

The same regulation pattern was observed in unstimulated Itk-deficient samples, but after anti-CD3-stimulation IL7R and Slfn1 became positively regulated by Itk (Fig. 5c). Members of the Schlafen (Slfn) protein family have been implicated in the regulation of cell growth and T-cell development. Furthermore, similar to the *Il2 *gene [47], AP-1 and NF-κB are reported to regulate Slfn2 expression [48]. Bub1 (budding uninhibited by benomyl) is a serine/threonine kinase that has a function in the mitotic spindle checkpoint and is mutated in certain types of human cancer [49]. Ctla2a and Ctla2b are cysteine proteinase inhibitors expressed in activated T-cells and mast cells [50]. Both naïve and memory T-cells have high levels of IL7R, and IL7 is required for their homeostasis [51]. Furthermore, recently it was shown that Wt and Itk-deficient CD4^+ ^T-cells express similar levels of IL7R (CD127) [13]. Certain genes in the Itk/CN group did not have *bona fide *NFAT-sites as determined by our bioinformatic approach. This could be due to that the current data base algorithms are not good enough to predict the putative sites or that the chromosomal stretches harboring NFAT-sites are located outside the 500 bp region that we choose to study. Future studies will aim to reveal a possible link between the altered expression of these genes and the phenotype of Itk-deficiency.

Finally, a comparative analysis of Itk-deficient T-cells and Btk-deficient B-cells revealed a significant overlap of transcripts, indicating that there is a common Tec family gene expression profile in lymphocytes. The fact that 16/18 genes had a similar fold-induction in T- and B-cells (p < 0.05) suggests common regulation of these genes by Itk and Btk. Conversely, the observation that two transcripts (Col14a1 and Ccr1) were differentially expressed may simply reflect that B- and T-cells represent different lineages, each characterized by unique features of their transcriptomes. Of the six most up-regulated genes in Btk-deficiency [24] all of them were >2-fold changed in cells lacking Itk, eight of which were also significantly altered in Itk-deficient T-cells (with p-values ranging from <0.05 to <3 × 10^-5^). Tgfbi, which was up-regulated in Btk^-/- ^and confirmed as highly increased in Itk^-/- ^(p < 3 × 10^-5^) samples, encodes an extracellular protein that mediates cell adhesion to collagen, laminin and fibronectin via its interaction with integrins [52]. Since these 16 genes are common to both Btk- and Itk-dependent transcriptomes it seems likely that the corresponding promoters could be activated through signaling components controlled by either pathway. Future identification of regulatory elements targeted by common factors could reveal the underlying mechanism.

## Conclusion

This report is the first to define the transcriptional signature of cells from Itk^-/- ^mice. The transcriptome of Itk-deficient cells revealed that there is a large overlap with regular CD4^+ ^and CD8^+ ^cells. Future studies analyzing different stages of innate, memory-like cells from Wt mice will aid in unraveling to what extent the innate population of Itk-deficiency also shows unique features, which differ from normal mice.

## Authors' contributions

Contribution: KEMB. designed and performed the majority of the research, analyzed the data and wrote the paper; NB. did animal experiments and cell stimulations; JML. designed and helped analyzing the microarray data, and helped with writing; LY. performed the ChIP experiments; JR. helped with the animal experiments and cell stimulations; AB. helped with the animal experiments, cell stimulations and writing; WE. was involved in the planning and execution of the project, and helped with writing; CIES. conceived project, provided supervision throughout, interpreted data, and helped with writing.

## Supplementary Material

Additional File 1 **Antibodies used in the isolation of CD3^+ ^T-cells**. Antibodies used in the isolation of CD3^+ ^T-cells. Click here for file

Additional File 2 **Primer sequences and PCR conditions used in the chromatin-immunoprecipitation assay**. PCR conditions and primer sequences for the genes *IL2, IL7R, Schlafen1, Bub1, Ctla2a and Ctla2b *used in the chromatin-immunoprecipitation experiment. F, forward primer; R, reverse primer and T (a), annealing temperature. Click here for file

Additional File 3 **106 immune response-related genes**. The list of 900 probe-sets that were differentially expressed between unstimulated Itk-defective and Wt T-cells was used to manually annotate 106 immune response-related genes. The genes were further divided into 14 different subgroups. The down-regulated transcripts are shown with "-". Click here for file

Additional File 4 **252 differentially expressed probe-sets in Itk-deficiency compared to Wt after anti-CD3- and anti-CD3/CD28-stimulations of CD3^+ ^T-cells**. All the comparisons were made against Wt and with the criterion ≥ 2-fold. Only 5/252 probe-sets showed opposite fold-changes in anti-CD3- and anti-CD3/CD28-stimulations for 24 h. These genes are marked with *. The down-regulated transcripts are shown with "-". Click here for file

Additional File 5 **3713 probe-sets overlapping upon anti-CD3- and anti-CD3/CD28-stimulations in Wt CD3^+ ^T-cells**. 3713 differentially expressed probe-sets overlapped in Wt CD3^+ ^T-cells after both anti-CD3- and anti-CD3/CD28-stimulations for 24 h. The comparisons were made against unstimulated Wt (Wt C) and with the criterion ≥ 2-fold. The paired Student t-test was used to calculate the p-values. The down-regulated transcripts are shown with "-". Click here for file

Additional File 6 **2393 probe-sets overlapping upon anti-CD3- and anti-CD3/CD28-stimulations in Itk-defective CD3^+ ^T-cells**. 2393 differentially expressed probe-sets overlapped in Itk^-/- ^CD3^+ ^T-cells after both anti-CD3- and anti-CD3/CD28-stimulations for 24 h. The comparisons were made against unstimulated Itk^-/- ^(Itk^-/- ^C) and with the criterion ≥ 2-fold. The paired Student t-test was used to calculate the p-values. The down-regulated transcripts are shown with "-". Click here for file

Additional File 7 **Eomesodermin and T-bet signal intensities**. Bar charts showing the mean signal intensity (MSI) levels of Eomesodermin and T-bet in CD4^+ ^and CD8^+ ^T-cell populations (**a and b**) and in CD3^+ ^T-cells (**c and d**) from Wt and Itk-deficient mice. Eomesodermin is represented by two probe-sets (grey and white bars). The two T-cell subsets are either unstimulated or anti-CD3-stimulated, while the CD3^+ ^T-cells are either unstimulated, anti-CD3- or anti-CD3/CD28-stimulated. Click here for file

Additional File 8 **324 differentially expressed probe-sets represent the core group of unstimulated Itk-defective CD4^+ ^T-cells**. The core group of probe-sets differentially expressed in unstimulated Itk^-/- ^CD4^+ ^T-cells (Itk^-/- ^CD4^+ ^C) compared to unstimulated Wt CD4^+ ^T-cells (Wt CD4^+ ^C). The comparisons were made with the criterion ≥ 2-fold. The unpaired Student t-test was used to calculate the p-values. The down-regulated transcripts are shown with "-". Click here for file

Additional File 9 **4467 differentially expressed probe-sets represent the core group of unstimulated Itk-defective CD8^+ ^T-cells**. The core group of probe-sets differentially expressed in unstimulated Itk^-/- ^CD8^+ ^T-cells (Itk^-/- ^CD8^+ ^C) compared to unstimulated Wt CD8^+ ^T-cells (Wt CD8^+ ^C). The comparisons were made with the criterion ≥ 2-fold. The down-regulated transcripts are shown with "-". Click here for file

Additional File 10 **113 probe-sets being both Itk- and calcineurin-dependent upon anti-CD3- and anti-CD3/CD28-stimulations in CD3^+ ^T-cells**. 113 probe-sets are Itk- and calcineurin-dependent upon anti-CD3- and anti-CD3/CD28-stimulations for 24 h. All the cells in the comparisons are CD3^+ ^T-cells. The comparisons were done using the criterion ≥ 2-fold and the p-values were calculated using unpaired (for Itk^-/- ^vs Wt) and paired (for Wt CsA vs Wt) Student t-tests. Cyclosporin A-treated samples are named CsA in the table. The down-regulated transcripts are shown with "-". Click here for file

Additional File 11 **95 probe-sets being Itk-dependent and calcineurin-independent after anti-CD3- and anti-CD3/CD28-stimulations in CD3^+ ^T-cells**. 95 probe-sets, corresponding to 89 transcripts, are Itk-dependent but calcineurin-independent upon anti-CD3- and anti-CD3/CD28-stimulations for 24 h. The comparisons were done using the criterion ≥ 2-fold and the p-values were calculated using unpaired Student t-test. The down-regulated transcripts are shown with "-". Click here for file

Additional File 12 **24 genes found in the bioinformatic searching for putative NFAT-sites**. The 24 genes were selected as highly regulated from the list comparing Itk^-/- ^anti-CD3- and Wt CsA anti-CD3-stimulated versus Wt anti-CD3-stimulated samples. 15/24 genes had NFAT-sites and six of them were verified to bind NFATc1. The genes that have NFAT-sites are grey-shaded and the genes verified to bind NFATc1 by chromatin-immunoprecipitation (ChIP) are in red. The genes marked with * are also found in the 113-list (Additional file 10) where genes are Itk- and calcineurin-dependent after both anti-CD3- and anti-CD3/CD28-stimulation. The down-regulated transcripts are shown with "-". Click here for file

# Supplementary material for: Transcriptional signatures of Itk-deficient CD3+, CD4+ and CD8+ T-cells
**Source:** BMC Genomics. 2009 May 18;10:233. doi: 10.1186/1471-2164-10-233
**Supplement:** Additional File 1 — Antibodies used in the isolation of CD3+ T-cells. Antibodies used in the isolation of CD3+ T-cells.

**Additional file 1.**

| **Antibodies** | **Company** |
| --- | --- |
| bio-anti-CD11b (M1/70) | BD Pharmingen |
| bio-anti-CD11c (HL3) | BD Pharmingen |
| bio-anti-CD4 (CT-CD4) | Caltag |
| bio-anti-CD8(5H10) | Caltag |
| bio-anti-CD45R (B220) | Caltag |
| bio-anti-Ly-6G (RB6-8C5) | Caltag |
| bio-anti-erythroid cells (Ter119) | Caltag |
| bio-anti-NK1.1 (PK136) | Caltag |

# Supplementary material for: Transcriptional signatures of Itk-deficient CD3+, CD4+ and CD8+ T-cells
**Source:** BMC Genomics. 2009 May 18;10:233. doi: 10.1186/1471-2164-10-233
**Supplement:** Additional File 2 — Primer sequences and PCR conditions used in the chromatin-immunoprecipitation assay. PCR conditions and primer sequences for the genes IL2, IL7R, Schlafen1, Bub1, Ctla2a and Ctla2b used in the chromatin-immunoprecipitation experiment. F, forward primer; R, reverse primer and T (a), annealing temperature.

**Additional file 2.** Primer sequences and PCR conditions used in the chromatin-immunoprecipitation assay.

| Gene | F primer | R primer | T(a) | Cycles |
| --- | --- | --- | --- | --- |
| *Il2* | 5’-acctaagtgtgggctaaccc-3’ | 5’-gcatgctgtacatgcctgca-3’ | 55°C | 45 |
| *Il7R* | 5’-tgggacaactctatcctagc-3’ | 5’-cagaaacaggaagtctgagc-3’ | 56°C | 35 |
| *Schlafen1* | 5’-gtgaggatttcagctcggga-3’ | 5’-agagacatctggactctgtg-3’ | 56°C | 35 |
| *Bub1* | 5’-tcgtgagtgactctcaagac-3’ | 5’-aggtgctgactgagctaagg-3’ | 56°C | 40 |
| *Ctla2* | 5’-ctgctgtgagacactgtagc-3’ | 5’-tggtacttgaggagagcagc-3’ | 56°C | 35 |
| *Ctla2* | 5’-gagtcttggcattgtcagag-3’ | 5’-gaggctagtggtgcatgagg-3’ | 56°C | 40 |

PCR conditions:

95°C 5 min

94°C 30s

T(a) 30s 35-45 cycles

72°C 30s

72°C 10 min

4°C ∞

How the deposited data were processed for this re-analysis (not part of the article)

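Expression was read from 23 Affymetrix MOE430 2.0 arrays of CD3+ T-cells, 3 of unstimulated Wt and 2 of unstimulated Itk-/- cells, 5 of Wt and 2 of Itk-/- cells after 24 h of anti-CD3, 5 of Wt and 2 of Itk-/- cells after 24 h of anti-CD3/CD28, and 2 of Wt cells for each stimulus with CsA. The stimulated Wt arrays without CsA carry 3 replicate numbers of a day 1 and 2 of a day 2, and the labels give no day for the other arrays. The study's CD4+ and CD8+ T-cell arrays were not analysed here. Each array was mapped to its group and replicate from the sample labels and the paper's methods, and no pair of arrays held identical values. For doses, which the labels give in another unit, the paper's values were used. The paper names no mice for single arrays, so p-values measure the spread between these samples. By Xist and Eif2s3y the sex of the animals goes with genotype in all 23 arrays, so each comparison of Itk-/- with Wt cells also compares the sexes.

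The authors labelled RNA in a 2-cycle protocol, normalized all arrays together with the invariant set method of dChip and computed a model-based expression value per probe-set from the perfect match probes only. The version of dChip is not given in the sources used here. The deposited values are linear intensities of 45101 probe-sets, from 1 to 31012.1, with 78 values at the lowest, and a median per array of 139 to 173. The 64 AFFX control probe-sets were left out, which leaves 45037. Of these, 34945 have 1 gene symbol in the platform annotation used here, 932 have several and 9160 have none, and no gene was named from a probe-set with several or none unless a table of the paper names it, as for Itk. Of the probe-sets with 1 symbol 34754 have a gene ID in the mouse gene table, where no symbol needed an update. The number of arrays limits the precision, and low signals are the least certain.

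The paper's criterion, a ratio of arithmetic mean signals of at least 2 or at most 0.5, was counted over all arrays of each comparison, and over the arrays that the paper used where its supplementary tables show them. Beside these counts stands the share with p under 0.05 in the methods' t-test on linear signals, paired or unpaired as the methods state. Tests across all probe-sets were made with limma 3.58.1 in R 4.3.3 on log2 of the deposited intensities, with signals under 1 set to 1, 1 mean per group, all 23 arrays in 1 model and moderated variances. P-values were adjusted by the Benjamini-Hochberg method over the 45037 probe-sets of each comparison, with a threshold of 0.05. Differences between effects (of Itk-deficiency between conditions, and of Itk-deficiency against CsA) were tested as contrasts of the same model. Errors after ± are SDs over arrays. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

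Before the data were examined, the mapping of arrays, the tests, 40 alternatives, the rule for named genes and 31 gene lists were fixed. The rule takes every gene that the paper's text names for CD3+ T-cells, with its own probe-set where a table gives one, the genes of Table 3 and Table 7 and the 24 genes of Additional file 12, whose values in the paper's tables had been seen. For each comparison it adds the 10 largest rises and the 10 largest falls in limma's log2 fold change among probe-sets past the threshold with 1 symbol, a highest group mean above the median of all probe-sets and no overlap between the arrays of the 2 groups, 1 probe-set per gene, leaving out immunoglobulin, histocompatibility, Xist, Tsix and Y-linked transcripts as the paper's tables do. Of each gene list it takes the 4 members with the smallest adjusted p. List members named where a count is 5 or fewer were named after their values were seen. The lists cover the themes of the paper (Tec family kinases, killer cell lectin-like receptors, granzymes and killing, innate-like and memory T-cell genes, NFAT and TCR-induced genes, NF-kB targets, cytokines, Th2 and NKT-like genes), states of T-cells (naive T-cell genes, T-cell identity, regulatory T-cell genes, cell cycle, glycolysis and hypoxia response, sterol synthesis, ATF4 targets, interferon-stimulated genes, handling and heat stress), sex-linked transcripts, and cells and tissues that the depletion or dissection could leave behind (B cells, plasma cells, macrophages, dendritic cells, neutrophils, eosinophils and basophils, NK cells, erythroid cells, platelets and megakaryocytes, stroma and endothelium, adipocytes, exocrine pancreas, salivary gland). Each list was tested in 9 comparisons with camera at a preset correlation between genes of 0.01 and with an estimated correlation, and with fry, with 1 probe-set per gene, the one with the highest mean, and adjusted over the 30 lists with at least 5 measured genes.

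Overlaps of lists at least 2-fold different were set beside 20 simulated draws of unchanged groups against the same controls and beside the overlap of independent lists, the product of both list sizes over the number tested, without regard to direction. In these draws no group changed, the CsA groups included, so the simulated lists were shorter than the real ones. The procedure was tested on simulated arrays with 100 probe-sets changed 2-fold and 100 changed 4-fold among the 45037. For unstimulated Itk-/- against Wt arrays limma called 40% of the 2-fold and 94% of the 4-fold changes and 7 unchanged probe-sets, while 660 unchanged probe-sets were at least 2-fold different. For the Itk effect with anti-CD3 it called 41% and 92%, and 8 unchanged probe-sets, and for Wt anti-CD3/CD28 against anti-CD3 71% and 92%, and 10. A list of 30 planted genes was called in each of the 3 simulated comparisons, and none of 20 unchanged lists. The noise was drawn independently for each probe-set. False calls of lists whose genes move together, as in the real data, were therefore not tested.

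Among the alternatives were quantile normalization of the deposited signals, an offset of 32, a filter on dim probe-sets, geometric means, only day 1 or only day 2 of the stimulated Wt arrays, each array left out in turn, the replicate numbers as a block, fits over the compared groups alone, array weights, a trended prior, the methods' t-test, and for lists the mean of all probe-sets of a gene. A further 9 were added after the data were seen, among them the paper's own arrays and a day block with the CsA arrays on the side of day 2. The unstimulated and Itk-/- arrays, which have no day label, were placed on the side of day 1 in that block. Whether replicate numbers pair the arrays was checked by the correlation, over probe-sets, of deviations from the group means. Wt anti-CD3 and Wt anti-CD3/CD28 arrays of day 1 with the same number correlated at 0.727 to 0.770 over 3 pairs, each closest to its own number, so these were taken as pairs. Between the 2 stimuli in Wt cells limma called 33 probe-sets with no block, 0 with a replicate block within day 1 and 204 with the replicate block after the paper's pairs, which also separates the days.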

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

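The tests on the macrophage and on the killer receptor and innate-like genes were chosen only after these results were seen. So were the list tests on differences in the Itk effect. The tests on the days were written before theirs. Exceptions are the Itk-/- arrays, 18S signals, actin ratios and the pairing of CsA with day 2 arrays, set beside the shared batch.

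Macrophage genes, some of them outside those the paper discusses, stood out in unstimulated Itk-/- T-cells, where 17 of 26 measured (9 of the 26 stand in Table 7) were called higher than in Wt cells, with C1qc at a signal of 3038 ± 2037 (SD, n = 2) against 556 ± 619 (SD, n = 3) and Vcam1 at 4647 ± 3277 against 831 ± 817, and Itk-/- replicate 1 decided several of these calls (adjusted p of C1qb, 0.691 without it). A lower share of T-cells, with every other cell type raised alike, stays open: the macrophage median of 1.94 on the log2 scale lay 1.42 above that of 63 genes of neutrophils, B cells, dendritic cells and erythroid cells, but this difference per array did not pass over the 10 splits of the 5 arrays (exact permutation test, p = 0.2), which no result at this size could have passed. Macrophages left in the negatively depleted fraction stay open, and the 11 of 17 measured list genes that Table 7 does not name and that were called higher restate the pattern and do not decide it. The depletion used an antibody to CD11b, and how well it removed cells with these genes was not measured. Expression of these genes by T-cells that lack Itk stays open, as RNA of the whole fraction holds no value that excludes it, and so does the sex of the animals, which goes with genotype by Xist and Eif2s3y and was not tested. The beta-actin 3' to 5' ratio also parted the unstimulated groups. It was 1.59 and 1.62 in Itk-/- and 1.94 to 2.56 in Wt arrays, and its part was not tested. The list's median fell from 1.94 to 0.51 with anti-CD3 and 0.10 with anti-CD3/CD28, and the difference in the Itk effect against unstimulated cells did not pass for the first (median -1.17, adjusted p = 0.215 with an estimated correlation) and did for the second (median -1.63, adjusted p = 0.0272 with an estimated correlation, but 0.0688 and 0.507 with only day 1 or day 2 of the Wt arrays and 0.0365 with a day block).

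Of 18 killer receptor genes listed (none for Klra3, and Klra7 by a probe-set other than the paper's) 3 in unstimulated cells (Klra8, Klre1 and Klra5), 6 with anti-CD3 and 5 with anti-CD3/CD28 (Klra8, Klrd1, Klrc1, Klrg1 and Klre1) were called higher in Itk-/- than Wt T-cells, and of 17 innate-like and memory genes 5 (Ctla2b, Eomes, Il18rap, Ctla2a and Zbtb16), 12 and 10, and both lists passed as sets in all 3 conditions (largest adjusted p with an estimated correlation, 1.68e-04 and 3.13e-04). Klra3 and Klra7 on the paper's probe-sets were called higher in all 3 as well. The 2 lists hold genes that the paper reports as changed in these arrays, so their set tests are not independent evidence of direction. A sequence or copy number difference at the Klra8 gene as the whole cause would leave other genes unexplained. These are the 10 genes of the innate-like and memory list called higher in the lower of the 2 stimulated comparisons. They are part of the pattern and were known beforehand, so their count restates it and is no separate test. NK cells left in the depleted fraction, from which an antibody to NK1.1 should remove them, may contribute to part of it, and the 6 measured NK genes that no T-cell list of this work holds leave this open. Their median log2 fold change was 0.49 in unstimulated cells, 0.27 with anti-CD3 and -0.0030 with anti-CD3/CD28, with Fcer1g at 2.05 and Itga2 at -0.10 in unstimulated cells. A change in T-cells that lack Itk, the biological explanation that the design gives, stays open beside it, as does the sex of the animals, untested.

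The stimulated Wt arrays of day 1 and day 2, which the paper does not compare, differed for 374 probe-sets with anti-CD3 (58 higher and 316 lower on day 2) and 1821 with anti-CD3/CD28 (906 higher and 915 lower). The authors' normalization between arrays as the cause is argued against by 2396 probe-sets called after quantile normalization with anti-CD3/CD28 (377 with anti-CD3). An RNA or array batch that the CsA arrays share with day 2 stays open, though several values place them together. The CsA arrays lay on day 2's side of the day 1 mean for 88.0% of the probe-sets called with anti-CD3/CD28. The Itk-/- arrays did so for 36.5%. CsA arrays had an 18S control signal of 2785 to 3222, near day 2 (2240 to 3130) and below day 1 (5510 to 9876). Day 2 and CsA arrays with the same number correlated in their deviations from the group means, at 0.484 and 0.397 within a stimulus. Across stimuli it was 0.541 and 0.690. The paper's CsA p-values were reproduced by pairing CsA with day 2 arrays by replicate number. The beta-actin 3' to 5' ratio of the CsA arrays, 1.92 to 2.15, went the other way. It lay in the range of day 1 (1.67 to 3.85) and below that of day 2 (3.24 to 4.79). If the batch is shared, CsA effects against day 1 arrays cannot be told apart from it. A different strength of stimulation, the biological explanation weighed here, stays open, because the NFAT and TCR-induced list had a median difference of -0.24 with anti-CD3 and -0.22 with anti-CD3/CD28 while 95% bounds of 0.425 and 0.373 leave room for a larger one. Of 12 genes of Th2 and NKT-like cells 3 were called lower on day 2 with each stimulus, with no test of the list.

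The size of the Itk effect differed between conditions for single probe-sets and for gene lists. Between anti-CD3 and unstimulated cells limma called 104 probe-sets for this difference, between anti-CD3/CD28 and unstimulated cells 9, and between the stimuli 1 (counts with arrays left out stand with the processing). Naive T-cell genes had a higher Itk effect with anti-CD3 than in unstimulated cells (median difference 0.62, adjusted p = 0.0204 with an estimated correlation, 0.349 with only day 2). Cell cycle genes had a lower one with anti-CD3 than in unstimulated cells (-0.98, adjusted p = 0.00413) and a higher one with anti-CD3/CD28 than with anti-CD3 (0.83, adjusted p = 0.00356). Genes of glycolysis and the hypoxia response moved the same way, at -0.20 (adjusted p = 0.0155, 0.338 with only day 2) and 0.17 (adjusted p = 0.0162, 0.0532 and 0.206 with only day 1 or day 2). Interferon-stimulated genes had a higher Itk effect with anti-CD3 (0.84, adjusted p = 0.00413, 0.1 with only day 2) and with anti-CD3/CD28 (0.67, adjusted p = 0.0225, 0.0558 and 0.342 with only day 1 or day 2) than in unstimulated cells. Eosinophil and basophil genes had a lower one with anti-CD3/CD28 than with anti-CD3 (-0.53, adjusted p = 0.0432, 0.0532 and 0.0857 with only day 1 or day 2).

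Genes of other cells that the paper does not discuss, though its tables list some of them, were also called higher in Itk-/- than Wt cells. In unstimulated cells these were 3 of 15 salivary gland genes. With anti-CD3 they were 11 of 19 B cell genes, 9 of 19 neutrophil genes and 5 of 13 eosinophil and basophil genes, and 9 of 23 interferon-stimulated genes were higher there as well. Among 13 sets of values in groups of 5 arrays (median signal, 18S control, actin ratio and named genes in the stimulated Wt groups) 0 held an array far from the others, where chance marks about 1 in 20.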

How the results depend on the processing

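Most single values for named genes had the same direction and the same side of the threshold under the alternatives run. Most called results still lost their call in at least 1 of the alternatives fixed at the start, and counts of small effects moved. Of 4081 values of the 363 gene results in the text under alternatives fixed at the start, 3693 had the same direction and the same side of the threshold, 278 lost (169 of these with the methods' t-test) and 108 gained a call, and 2 moved (Il6 in Wt cells with anti-CD3, lower with only day 2 of the Wt arrays). With each array left out, 2171 of 2344 gene values were unchanged in this sense, 165 lost and 8 gained a call. Under alternatives chosen after the data were seen these were 1280 of 1499, with 178 lost (146 with the methods' paired t-test) and 41 gained, and no named gene called over all arrays changed direction under any setting run, apart from Itk on a second probe-set (1.47). Il6 in Wt cells with anti-CD3, not called over all arrays, was called higher with only day 1 (adjusted p = 0.00129) and lower with only day 2 (0.00672). Of the 284 gene results that were called, 214 were called in every fit with an array left out, 111 under every other alternative fixed at the start, and 22 under all alternatives together, with those chosen later. The filter on dim probe-sets gives no value for 13 of the 363 results, and the settings with 1 day only give values only for comparisons with stimulated Wt arrays. Signal over background limits the weakest transcripts, since the offset and the filter moved counts of small effects, and 2 arrays per Itk-/- or CsA group limit every test. When 1 of 2 arrays of a group is left out, the lone array is assumed to vary like the other groups. Where no reason is given below, the cause was not tested.

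In the comparisons used below, limma called 357 probe-sets for the Itk effect (Itk-/- against Wt) in unstimulated cells, 939 with anti-CD3 and 317 with anti-CD3/CD28. Stimulation with anti-CD3 and anti-CD3/CD28 gave 9084 and 9081 in Wt and 3480 and 6216 in Itk-/- cells, and CsA gave 9086 and 7606. Anti-CD3/CD28 against anti-CD3, the costimulation comparison, gave 33 in Wt and 122 in Itk-/- cells. The Itk effect differed from that in unstimulated cells for 104 probe-sets with anti-CD3 and 9 with anti-CD3/CD28, and between the stimuli for 1. Itk-/- cells differed from CsA-treated Wt cells for 5877 probe-sets with anti-CD3 and 6842 with anti-CD3/CD28. At least 2-fold different were 957 and 829 for the Itk effect in unstimulated and anti-CD3/CD28 stimulated cells, and 197 and 757 for costimulation in Wt and Itk-/- cells.

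Other splits of the same arrays were counted where each group holds at least 3. For Wt cells with anti-CD3, 1 of 56 splits, the real one, called as many as 9084 (highest other 1772), and with anti-CD3/CD28 1 of 56, the real one, as many as 9081 (highest other 5858), a share under 0.05 in both. These splits were chosen after the data were seen. They treat the arrays as exchangeable, which the days and the same-numbered pairs make doubtful. The highest other split put unstimulated replicate 3 with 4 stimulated arrays in each case, which points to a structure among the arrays. For costimulation in Wt cells 8 of 100 splits drawn from 126 called at least the real 33, so these splits, which mix the days, do not exclude chance. The highest, 3642, set 5 arrays of day 1 apart from the 4 of day 2 and the remaining one of day 1, so it follows the days. Of the 16 splits that part all 5 same-numbered pairs of a day, a test chosen after the data were seen, 1, the real one, called as many (highest other 0), and 16 are too few for a share under 0.05. Within day 1 limma called 0, within day 2 it called 9, and with a day block 103.

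With Wt day 1 only, the Itk effect with anti-CD3/CD28 covered 444 probe-sets at least 2-fold different and 182 called, Wt costimulation 71 and 0 (653 at an unadjusted p under 0.05, and 0 by the methods' t-test over both days), and the differences in the Itk effect from unstimulated cells with anti-CD3/CD28 and between the stimuli 3 and 0 (838 unadjusted). The paper's arrays, a setting chosen after the data were seen, gave these same 6 values because they hold the same Wt arrays for these comparisons. When immunoglobulin, histocompatibility and sex-linked transcripts were left out of the paper's arrays as well, the 2-fold counts were 407 and 71, the overlap of Itk and CsA lists with anti-CD3/CD28 was 182 (288 over all arrays) and the Itk changes in both stimulations without a CsA change were 102 (157 over all arrays).

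With Wt day 2 only, the Itk effect covered 1848 probe-sets at least 2-fold different with anti-CD3 (916 over all arrays) and 3223 with anti-CD3/CD28, and costimulation in Wt cells 1248. Limma then called 1695 and 2700 for the Itk effect, 9 for Wt costimulation, 300 and 243 for the differences from unstimulated cells and 0 between the stimuli (1174 unadjusted). Overlaps rose to 1115 probe-sets for the Itk effect in both stimulations (369 over all arrays), 771 for Itk and CsA with anti-CD3/CD28, 296 for these in both stimulations (151 over all arrays) and 657 for Itk without CsA in both. The share of probe-sets with the Itk effect in 1 direction in all 3 conditions was 70.0% (86.2% over all arrays). A day block, chosen after the data were seen, gave 103 and 283 for costimulation in Wt and Itk-/- cells, 175 and 4 for the differences with anti-CD3 and between the stimuli, and 3106 and 3747 between Itk-/- and CsA-treated cells.

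An offset of 32, which shrinks differences between weak signals, gave 502 and 390 probe-sets at least 2-fold different for the Itk effect in unstimulated and anti-CD3/CD28 stimulated cells, 98 and 466 for costimulation in Wt and Itk-/- cells, overlaps of Itk and CsA of 154 with anti-CD3/CD28 and 95 in both stimulations, and 90.0% with 1 direction. Limma then called 66 and 222 for costimulation and 218 and 35 for the differences from unstimulated cells. Among the 22518 brighter probe-sets 588 were at least 2-fold different for the unstimulated Itk effect, and limma called 85 and 261 for costimulation and 236 and 22 for the differences. Geometric means gave 61 for Wt costimulation at least 2-fold, and a trended prior 60 called there. The share higher among probe-sets at least 2-fold different rose for the unstimulated Itk effect from 55.9% to 71.9% with the offset, 76.9% with geometric means and 71.1% with the filter, and for the Itk effect with anti-CD3/CD28 from 46.9% to 66.4%, 63.5% and 59.4%. With quantile normalization the share higher for CsA with anti-CD3 was 47.8% in place of 58.8% (3879 of 8933 called in place of 5008 of 9086), and the difference between the stimuli had 0 calls (889 unadjusted). With geometric means the share higher for Wt costimulation was 31.1% in place of 80.7%.

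Array weights, which discount arrays far from their group, raised the calls for the Itk effect to 5263 in unstimulated cells and 1765 with anti-CD3, for stimulation to 17148 and 17450 in Wt cells and 7142 in Itk-/- cells with anti-CD3, for costimulation to 64 and 277, for the differences from unstimulated cells to 1514 and 191, and between Itk-/- and CsA-treated cells with anti-CD3 to 11475. With only the arrays of the groups compared, fewer arrays estimate the spread, and the spread of the other groups does not enter. Calls were then 11, 598 and 88 for the Itk effect in unstimulated, anti-CD3 and anti-CD3/CD28 stimulated cells, 5990 and 5065 for Wt stimulation and CsA with anti-CD3/CD28, 5 and 0 for costimulation (2637 unadjusted in Itk-/- cells), and 7, 3 and 0 for the 3 differences in the Itk effect (844 unadjusted for the last).

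The methods' t-test after Benjamini-Hochberg adjustment, which takes no information across genes, called 0 for the unstimulated Itk effect (2056 unadjusted), 178 and 33 for the stimulated ones, 5145 and 4914 for Wt stimulation, 2 and 6 for Itk-/- stimulation, 4382 for CsA with anti-CD3/CD28, and 0 for costimulation in Wt and in Itk-/- cells (1575 and 2093 unadjusted). Between Itk-/- and CsA-treated cells it called 15 and 0 (8641 unadjusted). The methods' paired t-test on the paper's arrays, chosen after the data were seen, called 1 and 0 for Wt stimulation, 0 and 0 for Itk-/- stimulation and 1 and 0 for CsA (7416, 8035, 3470, 4639, 7895 and 6445 unadjusted).

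Same-numbered arrays of the 2 Wt stimuli of day 1 correlated at 0.727 to 0.770. Elsewhere they correlated at 0.517 between the Wt stimuli of day 2, 0.484 and 0.397 between day 2 and CsA arrays of a stimulus, 0.541 and 0.690 between those of different stimuli, 0.630 between the CsA groups, 0.227 between the stimulated Itk-/- groups, -0.397 and 0.264 between unstimulated and stimulated Itk-/- arrays, and -0.477 to 0.808 between unstimulated and day 1 Wt arrays, where 2 of 3 were closest to their own number. With a replicate block limma called 198 for Itk-/- costimulation, 170 for the difference with anti-CD3 and 4 between the stimuli, and no other count moved by over 1.5 times. With the unstimulated Itk-/- numbers crossed in that replicate block (chosen after the data were seen) it called 52 and 219 for costimulation, 196 and 4. A replicate block after the paper's pairs, also chosen later, gave 919 and 1461 for the Itk effect in unstimulated and anti-CD3 stimulated cells, 6727 and 9756 for Itk-/- stimulation, 204 and 682 for costimulation, and 507, 38 and 27 for the 3 differences. The replicate block with Wt day 1 only gave 11521 for CsA with anti-CD3/CD28, 0 and 344 for costimulation (1095 unadjusted in Wt cells), 236, 3 and 0 for the differences (1326 unadjusted for the last) and 9520 between Itk-/- and CsA-treated cells with anti-CD3. The replicate block with Wt day 2 only gave 1244, 2687 and 4920 for the Itk effect, 5580 for Itk-/- stimulation with anti-CD3, 8 and 355 for costimulation, 1398, 2209 and 0 for the differences (1822 unadjusted for the last), and 10704 and 10886 between Itk-/- and CsA-treated cells.

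For gene lists, 1229 of 1350 values under alternatives fixed at the start were unchanged, 91 lost and 30 gained a call, 75 of the losses with an estimated correlation. Lists past the threshold then numbered 13 in place of 20 for the unstimulated Itk effect, 5 in place of 13 with anti-CD3/CD28, 10 and 9 in place of 18 and 17 for Wt stimulation, 9 and 12 in place of 20 and 21 for Itk-/- stimulation, and 4 and 1 in place of 11 and 12 for CsA. With each array left out, 1653 of 1710 list values were unchanged, 30 were lost and 27 gained, and with a day block 255 of 270, with 6 lost and 9 gained. No list reversed under any of these.

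The targeted gene Itk was lower in unstimulated Itk-/- cells on its main probe-set, by a log2 fold change of -1.51 that lost its call over the compared groups alone (adjusted p = 0.852) and in the methods' t-test (-1.57, adjusted p = 1). On a second probe-set that the paper names as Itk the sign was reversed (1.47, adjusted p = 0.532). With each array left out the main probe-set gave -1.77 to -1.24, and its call was lost without Itk-/- replicate 1 (-1.36, adjusted p = 0.223).

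Each array left out in turn gave these ranges of probe-sets at least 2-fold different. For the unstimulated Itk effect it was 884 to 2082 (1630 without Wt replicate 2, 2082 without Wt replicate 3), for the Itk effect with anti-CD3/CD28 610 to 1832 (1335 without Wt day 1 replicate 1, 1271 and 1832 without Itk-/- replicate 1 and 2), for Wt costimulation 90 to 480 and for Itk-/- costimulation 694 to 1815. Wt costimulation had 383 and 129 without anti-CD3 day 1 replicate 2 and 3, 480 and 439 without anti-CD3/CD28 day 1 replicate 1 and 3, and 90 and 96 without its day 2 replicate 1 and 2, while Itk-/- costimulation had 1257 without anti-CD3 replicate 1 and 1815 without anti-CD3/CD28 replicate 1.

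Limma calls with each array left out ranged over 76 to 483 for the unstimulated Itk effect (221 without Wt replicate 2, 76 and 196 without Itk-/- replicate 1 and 2), 272 to 956 with anti-CD3 (422 and 272 without Itk-/- replicate 1 and 2) and 105 to 409 with anti-CD3/CD28 (105 and 160). Itk-/- stimulation gave 1559 to 1987 with anti-CD3, where all 4 arrays moved it, and 3876 to 4495 with anti-CD3/CD28 (3876 and 4021 without unstimulated replicate 1 and 2). CsA gave 5041 to 9207 with anti-CD3 (5838 and 5041 without CsA replicate 1 and 2) and 4207 to 7817 with anti-CD3/CD28 (4207 and 4381). Wt costimulation gave 14 to 61, moved by 7 of 10 arrays, of which anti-CD3/CD28 day 1 replicate 1 alone raised it (61), and Itk-/- costimulation 4 to 109 (4 without either anti-CD3 array, 5 without anti-CD3/CD28 replicate 2). The difference in the Itk effect with anti-CD3 gave 7 to 115 (10 and 39 without unstimulated and 12 and 7 without stimulated Itk-/- replicate 1 and 2, 43 and 60 without unstimulated Wt replicate 2 and 3, 64 and 49 without Wt day 1 replicate 1 and 3, and 51 without Wt day 2 replicate 1), with anti-CD3/CD28 3 to 68 (68 without unstimulated Wt replicate 1, 20 without Wt day 1 replicate 1, 18 without unstimulated Itk-/- replicate 2, otherwise 3 to 7) and between the stimuli 0 to 2 (0 without 10 of the 14 arrays, one at a time). Between Itk-/- and CsA-treated cells the range was 2640 to 3287 with anti-CD3, where all 4 arrays moved it, and 3569 to 4905 with anti-CD3/CD28 (4156 without Itk-/- replicate 2, 3569 and 3967 without CsA replicate 1 and 2). The 7 overlaps and the counts of lists moved by less than 1.5 times in these fits, while probe-sets changed in Itk-/- cells and not with CsA ranged over 331 to 661 with anti-CD3 and 371 to 1428 with anti-CD3/CD28, and the share with 1 direction was 82.4% to 89.5%.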

Differences from the paper's values

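Of 155 values that the paper states and that were computed here over all arrays, 8 differ, and 80 lie within 5%. A count, overlap or share differs here when it is over 1.5 times the other value or the reverse, and a fold change when its sign is opposite or the gap exceeds its SD over the replicates. Over the paper's arrays, a setting chosen after seeing the values, 0 of 100 differ and 91 lie within 5%. Of the 112 probe-sets held of Additional file 10, which the paper lists as at least 2-fold changed in each of its columns, that setting drops 0 in the Itk effect with anti-CD3, 1 in the Itk effect with anti-CD3/CD28 and 0 in each CsA effect. All counts below use the paper's criterion of at least 2-fold.

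For the Itk effect with anti-CD3/CD28 the paper's count is 409 probe-sets, against 829 here. Of the alternatives set before the data were examined, the count is within the difference allowed with an offset of 32 (390), among brighter probe-sets (574), with Wt day 1 only (444) and without Wt day 2 replicate 2 (610). It is not with quantile normalization (774), Wt day 2 only (3223), geometric means (658), without immunoglobulin, histocompatibility and sex-linked transcripts (786) or without any other array (653 to 1832). The paper's arrays give 444, or 407 when those transcripts are left out as well, both chosen after seeing the values and dropping 1 of the 112 probe-sets by fold, with 2 more among the transcripts left out.

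The overlap of Itk and CsA lists with anti-CD3/CD28, the paper's Itk/CN group, holds 184 probe-sets in the paper and 288 here. It no longer differs with quantile normalization (254), the offset (154), brighter probe-sets (253), Wt day 1 only (213), geometric means (264), without the named transcripts (273) or without Wt day 2 replicate 2 (227). It still differs with Wt day 2 only (771) and without any other array (282 to 408). The paper's arrays give 204 and, without the named transcripts, 182, chosen after seeing the values and dropping the same 1, or 1 and 2, of the 112 probe-sets.

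Of probe-sets changed with Itk-deficiency and not with CsA, the paper counts 225 with anti-CD3/CD28 and 95 in both stimulations, against 541 and 157 here. The first no longer differs with the offset (236), brighter probe-sets (321) and Wt day 1 only (231), and still does with quantile normalization (520), Wt day 2 only (2452), geometric means (394), without the named transcripts (513) and without each array (371 to 1428). The second no longer differs with the offset (123), brighter probe-sets (135), Wt day 1 only (117), without the named transcripts (132), without Wt anti-CD3 day 2 replicate 1 (133) and without Wt anti-CD3/CD28 day 2 replicate 2 (139). It still does with quantile normalization (157), Wt day 2 only (657), geometric means (149) and without each other array (143 to 183). The paper's arrays give 240 and 117 and, without the named transcripts, 225 and 102, chosen after seeing the values. The paper lists the probe-sets of the second group in its supplement. How many of them these settings drop was not counted, nor was this counted for the first group.

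The paper counts 5 probe-sets with an opposite Itk effect in the 2 stimulations, against 2 here. Wt day 1 only (5) and leaving out Wt anti-CD3/CD28 day 1 replicate 2 (4) or Itk-/- anti-CD3/CD28 replicate 1 (5) no longer differ. The count still differs with quantile normalization (2), the offset (0, a count of ratios without a test), brighter probe-sets (1), Wt day 2 only (1), geometric means (2), without the named transcripts (2) and without each other array (1 to 3). The paper's arrays give 5 with or without the named transcripts, chosen after seeing the values. The paper marks its 5 in Additional file 4, and whether they are the same probe-sets was not checked.

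With CsA and anti-CD3 the fold of Anxa1 is the paper's 14.42 and 9.85 here. Of the alternatives set before the data were examined, Wt day 2 only (14.2) and leaving out Wt day 1 replicate 1, Wt day 1 replicate 3 or CsA replicate 1 (10.7, 11.0 and 10.8) no longer differ, while quantile normalization (8.86), the offset (6.52), brighter probe-sets (9.85), Wt day 1 only (8.19), geometric means (10.3) and each other array left out (8.91 to 9.55) do. The paper's arrays give 14.2, chosen after seeing the values and dropping 0 of the 112 probe-sets in this comparison.

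The fold of Cth with CsA and anti-CD3 is the paper's -5.74 and -6.43 here. It no longer differs with Wt day 2 only (-5.74), geometric means (-6.41) and without Wt day 1 replicate 1, 2 or 3 (-6.32, -6.27 and -6.36) or CsA replicate 2 (-6.30), and still does with quantile normalization (-6.80), the offset (-4.07), brighter probe-sets (-6.43), Wt day 1 only (-6.90) and without each other array (-6.64 to -6.57). The paper's arrays give -5.74, chosen after seeing the values and dropping 0 of the 112 probe-sets in this comparison.

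The fold of Ctla2a with CsA and anti-CD3, on another probe-set than the 7.68-fold given with the results, is the paper's 14.41 and 9.56 here. It no longer differs with Wt day 2 only (14.6), and still does with quantile normalization (9.23), the offset (8.97), brighter probe-sets (9.56), Wt day 1 only (7.77), geometric means (10.1) and each array left out (8.70 to 10.7). The paper's arrays give 14.6, chosen after seeing the values and dropping 0 of the 112 probe-sets in this comparison.

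Some statements on genes and rankings also differ from the values here. The paper finds the effect of Itk-deficiency most pronounced in unstimulated cells. Counts at least 2-fold go that way over all arrays (957 unstimulated, 916 with anti-CD3 and 829 with anti-CD3/CD28) and over the paper's arrays (957, 850 and 444), and not with the offset (502, 633 and 390), brighter probe-sets (588, 777 and 574) or Wt day 2 only (957, 1848 and 3223), while quantile normalization ties them (901, 901 and 774). With 1 array left out they do not go that way without Wt unstimulated replicate 1 (884), without Wt day 1 replicates 1 to 3 (1110, 993 and 972 with anti-CD3, 1335, 1055 and 991 with anti-CD3/CD28) or without Itk-/- replicates 1 and 2 of a stimulus (1185 and 1261, 1271 and 1832). The counts over all arrays set 2 Itk-/- arrays against 3 Wt arrays in unstimulated and 5 in stimulated cells. Unchanged groups of these sizes gave 694, 522 and 512 on average, so the order of those 3 counts does not rank the effects. By limma 357, 939 and 317 were called. The limma calls go the paper's way with array weights (5263, 1765 and 338) and without Itk-/- anti-CD3 replicate 2, where 272 were called with anti-CD3.

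The paper describes Il7r and Slfn1 as positively regulated by Itk after anti-CD3. Both stood higher in Itk-/- than Wt cells there, Il7r 2.93-fold (adjusted p = 0.00773) and Slfn1 2.86-fold (adjusted p = 0.0917). Slfn1 passed among brighter probe-sets (0.0494), with only the arrays compared (0.0262), array weights (0.00652) and replicate blocks with Wt day 2 only (0.0399), each time higher. The paper also finds in unstimulated Itk-/- cells the pattern seen with CsA, where Il7r, Slfn1, Bub1 and Il2 did not pass (adjusted p = 0.976, 0.98, 0.998 and 0.995) and Ctla2a and Ctla2b did (0.00638 and 0.00104).

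The paper finds Il6 raised by anti-CD3 in both genotypes. Over all arrays Il6 did not pass (adjusted p = 0.831 in Wt and 0.648 in Itk-/- cells). In Wt cells it was called higher with Wt day 1 only (0.00129), alone or with replicate blocks (5.22e-04), and lower with Wt day 2 only (0.00672), alone or with replicate blocks (0.00191). In Itk-/- cells it was called higher with only the arrays compared (0.0106) and with replicate blocks and Wt day 1 or day 2 only (0.00638 and 0.00824). Of the settings chosen after seeing the values, the paper's arrays (0.00129 in Wt cells), blocks after the paper's pairs (7.68e-05 and 0.00174) and a day block (2.00e-04 and 0.00503) called Il6 higher.

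The paper finds Il10 and Il33 altered with anti-CD3 only in Itk-/- cells. Over all arrays neither passed there (adjusted p = 0.0626 and 0.068). Il10 passed in Itk-/- cells with the offset (0.032), brighter probe-sets (0.0326), only the arrays compared (0.0347), array weights (0.00594) and replicate blocks with Wt day 1 or day 2 only (0.00225 and 0.00284), and Il33 with quantile normalization (0.0382), only the arrays compared (0.0391), array weights (0.00547) and replicate blocks with Wt day 2 only (0.0352). Chosen after seeing the values, a day block called Il10 there (0.00314) and blocks after the paper's pairs called Il10 and Il33 (1.82e-04 and 0.0128). In Wt cells Il33 passed nowhere, while Il10 passed with Wt day 1 only (0.00344), alone or with replicate blocks (0.00123), without Wt anti-CD3 day 2 replicate 1 (0.0497) and, chosen after seeing the values, over the paper's arrays (0.00344), with a day block (0.00124) and with blocks after the paper's pairs (5.66e-05).

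The paper reports no further cytokines, which may refer only to those altered in 1 genotype and then would not differ from the values here. Ifng, Tnf, Lta and Lif rose with anti-CD3 in both genotypes, Ifng 31.7-fold in Wt and 14.3-fold in Itk-/- cells. Lta was not called in Itk-/- cells without unstimulated replicate 2 or anti-CD3 replicate 1 (0.0795 and 0.0721). None of these 4 was called in Itk-/- cells by the methods' t-test (Ifng 0.166, Tnf 0.141, Lta 0.219 and Lif 0.236), nor in either genotype by the methods' paired t-test, chosen after seeing the values (Ifng 0.173 in Wt and 0.645 in Itk-/- cells).

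Among transcription factors the paper names Id3 for stimulated Itk-/- and not for Wt cells, while Id3 was also 2.41-fold lower in Wt cells with anti-CD3 (adjusted p = 2.53e-06), a call lost only with the methods' paired t-test (0.242), chosen after seeing the values. It names Id2 for Wt and not for Itk-/- cells, which is how Id2 stood over all arrays (adjusted p = 3.77e-04 in Wt and 0.208 in Itk-/- cells with anti-CD3). Id2 passed in Itk-/- cells with only the arrays compared (0.0261), array weights (0.0239) and replicate blocks with Wt day 1 or day 2 only (0.00193 and 0.0163) and, chosen after seeing the values, with a day block (0.0292) and blocks after the paper's pairs (6.68e-04). Zbtb16, named for both, did not pass in Itk-/- cells with anti-CD3 (0.0761). It did with the offset (0.0102), brighter probe-sets (0.0408), array weights (0.00897), replicate blocks over all arrays (0.0233), Wt day 1 only (0.0097) or Wt day 2 only (0.00676) and, chosen after seeing the values, with a day block (0.0435), blocks after the paper's pairs (0.0067) and crossed replicate numbers (0.0376).

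The paper reports Xcl1 as higher in Itk-/- cells. It did not pass over all arrays (2.61-fold with anti-CD3 and 2.64-fold with anti-CD3/CD28, adjusted p = 0.0878 and 0.155). Xcl1 passed in both with Wt day 2 only (1.88e-04 and 1.50e-04), alone or with replicate blocks (3.95e-04 and 3.28e-04), and without Wt day 1 replicate 1 (0.0346 and 0.0366). With anti-CD3 it also passed among brighter probe-sets (0.0473), with array weights (0.00941) and with blocks after the paper's pairs, chosen after seeing the values (0.0453).

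Klre1 and Klra8 stand in the paper among genes changed with Itk-deficiency and not with CsA. With CsA and anti-CD3 limma called a 1.77-fold rise of Klre1 and a 1.67-fold rise of Klra8 (adjusted p = 0.00944 and 0.0396), both under the paper's 2-fold. Neither was called with Wt day 2 only (0.0822 and 0.195), alone or with replicate blocks (0.0609 and 0.193), without CsA replicate 1 (0.181 and 0.213) or, chosen after seeing the values, over the paper's arrays (0.0822 and 0.195), with a day block (0.0542 and 0.181) and by the methods' paired t-test (0.312 and 0.354). The call for Klra8 was also lost with the offset (0.0905), replicate blocks (0.0528), the methods' t-test (0.0616), without CsA replicate 2 (0.166), Wt day 1 replicate 1 (0.082), Wt day 1 replicate 3 (0.0836) or Wt day 2 replicate 2 (0.0629) and, chosen after seeing the values, with blocks after the paper's pairs (0.117) and crossed replicate numbers (0.0512).

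Klra5, in the same group of the paper, did not pass in Itk-/- cells (adjusted p = 0.114 with anti-CD3 and 0.516 with anti-CD3/CD28). It did in both with replicate blocks and Wt day 2 only (0.0165 and 0.0353), and with anti-CD3 with only the arrays compared (0.0349) and array weights (0.00123). Gzme, granzyme E, which the paper calls Itk-dependent after anti-CD3, stood 2.92-fold lower in Itk-/- cells and passed in no setting (0.287 over all arrays). Gzmm, named with it, was higher in Itk-/- cells (adjusted p = 0.00524) and not called over the paper's arrays (0.0533).

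Of the 24 genes of Additional file 12, which the paper chose for their regulation in CsA-treated or Itk-/- cells, limma called 22 in Itk-/- cells with anti-CD3 and 17 with anti-CD3/CD28. With anti-CD3 the probe-set given for Id2 (0.531) passed with replicate blocks over all arrays (0.00925), Wt day 1 only (0.0283) or Wt day 2 only (0.0328) and, chosen after seeing the values, with blocks after the paper's pairs (0.00689) and crossed replicate numbers (0.00399).

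With anti-CD3/CD28 Bub1 passed in no setting (0.949 over all arrays). Crabp2 (0.764) passed with replicate blocks and Wt day 1 only (0.00227), Slfn1 (0.297) with Wt day 2 only (0.0255), alone or with replicate blocks (0.0175), and without Wt day 1 replicate 1 (0.00743), and Mettl7a1 (0.089) among brighter probe-sets (0.0493), with replicate blocks and Wt day 2 only (0.0475) and without Wt day 1 replicate 1 (0.0317) or Itk-/- replicate 2 (0.0236). Myo1f (0.0866) passed among brighter probe-sets (0.0449), with Wt day 1 only (0.00761), alone or with replicate blocks (0.00286), and with replicate blocks and Wt day 2 only (0.0424). Il7r (0.155) passed with Wt day 2 only (0.0156), replicate blocks over all arrays (0.00616), Wt day 1 only (0.0424) or Wt day 2 only (0.00161) and without Wt day 1 replicate 3 (0.0438), and Id2 (0.59) with the same 3 replicate blocks (0.00778, 0.0389 and 0.0121). Of the settings chosen after seeing the values, the paper's arrays called Myo1f (0.00761), a day block Myo1f and Crabp2 (0.00504 and 0.013), blocks after the paper's pairs Myo1f, Il7r, Crabp2 and Id2 (9.60e-04, 0.0181, 3.12e-04 and 0.00646), and crossed replicate numbers Il7r and Id2 (0.00596 and 0.00307).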

Other observations

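Transcripts of the sex chromosomes part the genotypes in every array. Xist, the RNA of the inactive X chromosome, read 71.2 to 116 in the 6 Itk-/- arrays and 2595 to 7160 in the 17 Wt arrays, and Eif2s3y, a gene of the Y chromosome, 1761 to 2309 and 5.69 to 23.0. In unstimulated cells Xist had a log2 fold change of -5.41 (adjusted p = 6.71e-09) and Eif2s3y one of 7.06 (adjusted p = 2.15e-08), and both were called in the stimulated comparisons as well, with Uty, also Y-linked, higher with anti-CD3, while Kdm5d, another Y-linked gene, and Tsix did not pass in any of the 3. The paper states that mice of both sexes were used and left such transcripts out of its tables. No array holds Itk-/- cells with a high Xist signal or Wt cells with a high Eif2s3y signal, so the sex of the animals and the lack of Itk cannot be told apart in any comparison of Itk-/- with Wt cells. Between conditions of 1 genotype limma called 0 of the 5 transcripts (0 when adjusted over the list alone), though Xist was called higher in some alternatives, with CsA and anti-CD3/CD28 for example by 1.06 with only Wt day 1 (adjusted p = 0.0195), and Eif2s3y lower with array weights and Kdm5d higher with a replicate block after the paper's pairs, each in Wt cells with anti-CD3 (adjusted p = 0.01 and 0.037).

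Of 17 genes of T-cell identity measured, a list that passed as a set in none of the 9 comparisons with an estimated correlation, 10 fell with anti-CD3 and 12 with anti-CD3/CD28 in Wt cells (adjusted p = 0.242 with an estimated correlation and 0.117), Cd3g by 1.24 and 1.76 on the log2 scale, and 1 (Cd4) and 8 in Itk-/- cells (adjusted p = 0.405 with an estimated correlation and 0.192). With CsA 10 and 13 rose (adjusted p = 0.418 with an estimated correlation and 0.116), Trat1, an adaptor of the receptor complex, by 1.95 with anti-CD3. Between Itk-/- and Wt cells limma called 0 in all 3 conditions, and 0 when adjusted over the list alone. Of genes of regulatory T-cells several fell with anti-CD3 and anti-CD3/CD28 in Wt cells (5, namely Itgae, Foxp3, Ikzf2, Ebi3 and Nrp1, and 6 of 10, adjusted p = 0.27 with an estimated correlation and 0.298), Foxp3 by 1.61 and 1.62, and in Itk-/- cells (5, with Ctla4 in place of Ebi3, and 6, adjusted p = 0.297 with an estimated correlation and 0.18), while Il2ra, the alpha chain of the interleukin-2 receptor, rose in each. With CsA 4 (Itgae, Ikzf2, Nrp1 and Foxp3) rose and 2 (Il2ra and Izumo1r) fell with either stimulus (adjusted p = 0.959 with an estimated correlation and 0.539). In Itk-/- against Wt cells Ebi3 was higher and Il2ra lower with anti-CD3 (2 higher and 1 lower when adjusted over the list alone, adjusted p = 0.583 with an estimated correlation).

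Of 12 genes of Th2 and NKT-like cells, those called higher in Itk-/- than Wt cells were Il17rb and Zbtb16 in unstimulated cells, Zbtb16 with anti-CD3 and Il4, Il10 and Maf with anti-CD3/CD28 (3, 3 and 7 when adjusted over the list alone). The list did not pass as a set (adjusted p = 0.0778 with an estimated correlation, 0.186 and 0.0547). It passed with anti-CD3/CD28 with only Wt day 1 or day 2 (0.00631 and 0.00187) or a day block (0.00301), with anti-CD3 with only day 2 (0.00411) and not with only day 1 or the block (0.264 and 0.275), and in unstimulated cells with the block (0.00697). With stimulation Il17rb and Maf fell in both genotypes. With CsA Il4 and Il21 fell and Maf rose with both stimuli, while Plac8 and Gata3 rose and Ccr4 fell with anti-CD3/CD28 alone (adjusted p = 0.925 with an estimated correlation and 0.971).

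Of 16 NF-kB targets Tnfaip3, an inhibitor of NF-kB, was higher in Itk-/- cells with anti-CD3 (4 when adjusted over the list alone), and the list moved up there (median log2 fold change 0.34, adjusted p = 0.024 with an estimated correlation, 0.0463 and 0.0247 with only Wt day 1 or day 2 and 0.0215 with a day block), but not in unstimulated cells (0.0778, or 0.0434 with the block) or with anti-CD3/CD28 (0.515). Stimulation raised Rel, Nfkb2 and Bcl2l1 in both genotypes and lowered Ltb in Wt cells with either stimulus (adjusted p = 0.559 with an estimated correlation in Wt cells with anti-CD3). With CsA Tnfaip3, Nfkbiz, Ltb and Traf1 rose with both stimuli, while 7 fell with anti-CD3 and Bcl2l1, Icam1, Rel and Cd83 with anti-CD3/CD28 (adjusted p = 0.58 with an estimated correlation and 0.971).

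Metabolic lists also moved in stimulated Itk-/- cells. Of 15 sterol synthesis genes 9 rose with anti-CD3 and 10 with anti-CD3/CD28 (adjusted p = 4.25e-04 with an estimated correlation and 0.0017), of 24 ATF4 targets 13 and 18 (0.00423 and 0.00815) and of 23 genes of glycolysis and the hypoxia response 5 (Hk2, Mif, Pgam1, Tpi1 and Slc2a1) and 12 against 15 and 15 in Wt cells (0.021 and 0.0081, or 0.06 and 0.0185 with a day block), while 10 of 14 naive T-cell genes fell with each (0.00288 and 0.0017). With anti-CD3 the response differed by genotype for the glycolysis list (median difference -0.20, adjusted p = 0.0155, 0.338 with only Wt day 2) and the naive T-cell genes (0.62, adjusted p = 0.0204, 0.349 with only day 2). Between Itk-/- and Wt cells limma called 0 sterol genes in any of the 3 conditions, and 0 when adjusted over the list alone. With anti-CD3 the hypoxia-induced Egln3 and Bnip3 were lower in Itk-/- cells (adjusted p = 0.00769 for the glycolysis list with an estimated correlation, 0.206 with only Wt day 2), and of the ATF4 targets Cth was lower and Ddit3 higher (0.618). Of 23 interferon-stimulated genes 5 fell in Itk-/- cells with anti-CD3 (Rsad2, Ddx58, Oas1a, Dhx58 and Epsti1) and 14 with anti-CD3/CD28 (0.143 and 0.0258, the second 0.0536 with a day block), and with CsA 7 rose and 1 (Ifih1) fell with anti-CD3 and 10 rose with anti-CD3/CD28 (0.547 and 0.116).

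Some markers of other cells moved with stimulation and CsA as well. With CsA 10 of 19 B cell genes rose under anti-CD3 and 11 under anti-CD3/CD28 (adjusted p = 0.418 with an estimated correlation and 0.228). In Wt cells 7 of 13 platelet genes fell and 1 (Plek) rose with anti-CD3, and 6 fell with anti-CD3/CD28 (0.244 and 0.233), and in Itk-/- cells 6 and 7 (0.0597 and 0.0587). Erythroid genes fell in Itk-/- cells, 7 and 9 of 14 (4.25e-04 and 0.0017). Plasma cell genes went both ways in Wt cells, 3 higher (Irf4, Pou2af1 and Ell2) and 5 lower (Mzb1, Tnfrsf17, Jchain, Prdm1 and Sdc1) of 10 with anti-CD3 (0.491). In stimulated Itk-/- against Wt cells Itgb3, Plek and Pf4 of the platelet list and Car2 and Alas2 of the erythroid list were higher with anti-CD3 (0.126 and 0.118), and Itgb3, Plek and Car2 with anti-CD3/CD28 (0.318 and 0.317).

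Lists for dendritic cells, other tissues and handling held few calls between Itk-/- and Wt cells. Of 11 dendritic cell genes Ccl17 and Ccl22 were higher with anti-CD3 (adjusted p = 0.305 with an estimated correlation), of 12 adipocyte genes Lpl with anti-CD3 (0.735) and of 15 genes of stroma and endothelium Vwf in unstimulated cells (0.53). None of 11 exocrine pancreas genes was called by limma in the 3 conditions (1, 0 and 0 higher when adjusted over the list alone, 0.193 in unstimulated cells). Of 17 genes of handling and heat stress Hspa1b, a heat shock protein, was higher in unstimulated cells, where the list moved up (median 0.39, 0.0412, or 0.0434 with a day block), and Btg2 with anti-CD3, where it did not pass (0.243).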
